# Genomic and Clinical Effects Associated with a Relaxation Response Mind-Body Intervention in Patients with Irritable Bowel Syndrome and Inflammatory Bowel Disease

**DOI:** 10.1371/journal.pone.0123861

**Published:** 2015-04-30

**Authors:** Braden Kuo, Manoj Bhasin, Jolene Jacquart, Matthew A. Scult, Lauren Slipp, Eric Isaac Kagan Riklin, Veronique Lepoutre, Nicole Comosa, Beth-Ann Norton, Allison Dassatti, Jessica Rosenblum, Andrea H. Thurler, Brian C. Surjanhata, Nicole N. Hasheminejad, Leslee Kagan, Ellen Slawsby, Sowmya R. Rao, Eric A. Macklin, Gregory L. Fricchione, Herbert Benson, Towia A. Libermann, Joshua Korzenik, John W. Denninger

## Abstract

**Introduction:**

Irritable Bowel Syndrome (IBS) and Inflammatory Bowel Disease (IBD) can profoundly affect quality of life and are influenced by stress and resiliency. The impact of mind-body interventions (MBIs) on IBS and IBD patients has not previously been examined.

**Methods:**

Nineteen IBS and 29 IBD patients were enrolled in a 9-week relaxation response based mind-body group intervention (RR-MBI), focusing on elicitation of the RR and cognitive skill building. Symptom questionnaires and inflammatory markers were assessed pre- and post-intervention, and at short-term follow-up. Peripheral blood transcriptome analysis was performed to identify genomic correlates of the RR-MBI.

**Results:**

Pain Catastrophizing Scale scores improved significantly post-intervention for IBD and at short-term follow-up for IBS and IBD. Trait Anxiety scores, IBS Quality of Life, IBS Symptom Severity Index, and IBD Questionnaire scores improved significantly post-intervention and at short-term follow-up for IBS and IBD, respectively. RR-MBI altered expression of more genes in IBD (1059 genes) than in IBS (119 genes). In IBD, reduced expression of RR-MBI response genes was most significantly linked to inflammatory response, cell growth, proliferation, and oxidative stress-related pathways. In IBS, cell cycle regulation and DNA damage related gene sets were significantly upregulated after RR-MBI. Interactive network analysis of RR-affected pathways identified TNF, AKT and NF-κB as top focus molecules in IBS, while in IBD kinases (e.g. MAPK, P38 MAPK), inflammation (e.g. VEGF-C, NF-κB) and cell cycle and proliferation (e.g. UBC, APP) related genes emerged as top focus molecules.

**Conclusions:**

In this uncontrolled pilot study, participation in an RR-MBI was associated with improvements in disease-specific measures, trait anxiety, and pain catastrophizing in IBS and IBD patients. Moreover, observed gene expression changes suggest that NF-κB is a target focus molecule in both IBS and IBD—and that its regulation may contribute to counteracting the harmful effects of stress in both diseases. Larger, controlled studies are needed to confirm this preliminary finding.

**Trial Registration:**

ClinicalTrials.Gov NCT02136745

## Introduction

Patients with chronic illnesses such as Irritable Bowel Syndrome (IBS) or Inflammatory Bowel Disease (IBD) often have reduced quality of life. IBS is characterized by abdominal pain/discomfort associated with altered bowel function, such as diarrhea or constipation, without gross structural changes or inflammation [1]; IBD is characterized by gross inflammation in the gastrointestinal (GI) tract which can result in symptoms such as abdominal pain, cramping, diarrhea and bloody stools. They are thought to have different underlying pathophysiologic processes, yet both conditions are believed to be influenced by psychosocial factors, in particular stress. Therefore, mind-body interventions (MBIs) that are intended to reduce stress may be promising treatments for these disorders. In the present study, we examine a 9-week relaxation response-based mind-body intervention (RR-MBI) for a mixed group of IBS and IBD patients.

### Promise of mind-body interventions in GI disease

A number of studies have demonstrated the beneficial impact of non-pharmacological therapies for IBS, for example, hypnosis, cognitive behavioral therapy (CBT), and stress management education [2–4]. Studies suggest that patients with IBS benefit more from CBT treatment than from routine medical care alone [3]. Relaxation or multimodal therapies (a combination of relaxation therapy, education and psychotherapy) have also been shown to be beneficial in IBS [3,5–11]. A Cochrane review of the literature prior to 2009 noted that psychological interventions taken together—including CBT, interpersonal psychotherapy and relaxation/stress management—showed symptom score improvements and improvements in quality of life over the short term (i.e., 3-months) [12]; however, the durability of these interventions was less clear [13]. Since 2009, a number of larger clinical trials in IBS using a variety of psychological modalities have confirmed the short-term benefit of both individual and group sessions [4,13–18].

In IBS, studies implicating psychological and psychosocial stressors, heightened stress responsivity, immune abnormalities, distress-amplifying cognitive styles, psychiatric co-morbidity, and nociceptive abnormalities have led to the formulation of multi-level models which hypothesize a dynamic interaction between all of these factors. In IBD, similar studies have suggested that stress may be a risk for IBD flares of all types [19] and that depression may be a predisposing factor for the development of one of the IBD subtypes, Crohn’s disease [20].

Although less work has been done with non-pharmaceutical treatment for IBD, a small number of studies have shown a benefit in IBD as well. According to a Cochrane review (2011) examining the effects of 21 studies using psychotherapy, patient education alone, or multimodal interventions in adult patients with IBD, showed no change on health-related quality of life, coping, emotional state, and disease activity [12]; however, in adolescents there were positive short-term effects of psychotherapy on most outcomes assessed, including quality of life and depression. In addition, a recent randomized controlled trial of three relaxation-training sessions and at home practice of guided imagery compared to a wait-list control showed improvements in quality of life and mood, as well as decreases in pain and stress in IBD patients [21].

While there are clear pathophysiological differences between IBS and IBD, in both disorders chronic pain and negative impacts on psychological well-being can cause patients significant stress; as a result, treatment for neuropathic pain, anxiety, and depression may be common targets in both IBS and IBD. These are areas where psychological interventions such as MBIs may have an impact on both disorders.

### The Relaxation Response-Based Mind Body Intervention

The foundation of the RR-MBI used in this trial is elicitation of the relaxation response (RR), which has been described as a “wakeful hypometabolic” state [22] found to be effective in combating the negative impacts of the stress response, described by Cannon [23] as the “fight-or-flight” response. The RR is a physiological state characterized by decreased arousal of the sympathetic nervous system [22], and can be elicited using many different techniques, including breath awareness, guided imagery, meditation, and yoga. RR-MBIs have been shown to reduce medical symptoms of patients who suffer from chronic medical illnesses [24], facilitate the elimination of antihypertensive medication among patients with high blood pressure [25], and lower the risk factors for cardiac events among participants of a cardiac rehabilitation program [26]. In addition, RR-MBIs appear to be effective in groups made up of patients with many different symptoms and diagnoses [24].

Although MBIs have been investigated and used clinically for many years, their biological mechanisms of action are just beginning to come to light. A pair of studies by our group examined differential gene expression in a group of mind-body practice naive participants before and after 8-weeks of RR-elicitation training (short-term comparison), as well as in naive participants before RR-elicitation training compared to a matched group of long-term practitioners of mind-body techniques (long-term comparison) [27,28]. Dusek et al. (2008) found that more than 3,000 genes were differentially expressed in the long-term and short-term comparisons. Using gene set enrichment and interactive network analysis of RR-affected pathways, Bhasin et al. (2013) found that decreased expression of the NF-κB gene, along with its upstream and downstream targets, may be central to beneficial effects of RR elicitation [27]. Other interventions targeting stress (e.g., mindfulness-based stress reduction and cognitive-behavioral stress management) have been shown to have similar effects on NF-κB and other pro-inflammatory molecules [29,30]. Such findings, while requiring confirmation in additional studies, are provocative and suggest genomic changes caused by RR-eliciting practices counter-regulate genes induced by stress and inflammation.

While RR-MBIs elicit beneficial effects in a variety of medical illnesses, they have not been tested with IBS and IBD patients. As summarized above, there is good evidence to suggest that MBIs, like other psychological interventions, may be helpful in IBS. Furthermore, while prior work has not shown strong evidence for beneficial effects of psychological interventions in IBD, our recent genomics work demonstrating genetic expression changes in inflammatory pathways in response to an RR-MBI [27], suggests a mechanism through which MBIs might be beneficial in IBD. In this pilot study, we examined whether an RR-MBI could be effectively delivered to mixed groups of IBS and IBD patients and determined the effects of the intervention on quality of life, inflammatory markers, and gene expression using transcriptional profiling.

## Methods

### Study design

This pilot, single center, single-arm, open-label study utilized an RR-MBI for the treatment of IBS and IBD using elicitation of the RR through meditation techniques and cognitive skill building, as established by the Benson-Henry Institute for Mind Body Medicine at the Massachusetts General Hospital (BHI). The protocol for this trial and supporting TREND checklist are available as supporting information; see S1 TREND Checklist and S1 Protocol. All study procedures were approved by the Partners Healthcare/Massachusetts General Hospital Institutional Review Board. The study was not initially registered on ClinicalTrials.gov given that it was not a randomized clinical trial (and registration was not required for such studies when it was initiated in 2009); however, because of changes in registration requirements, the study was subsequently registered on ClinicalTrials.gov. The authors confirm that all ongoing and related trials for this intervention are registered.

### Participants

Patients with documented IBS (confirmed by the Rome III diagnostic criteria for 6 months) or IBD (upper limit for HBI [Harvey-Bradshaw index] = 20, upper limit of SCCAI [simple clinical colitis activity index] = 18) by their primary care provider or gastroenterologist were eligible to participate. Patients with IBS were excluded if they had abdominal surgery in the past 5 years (with the exception of appendectomy, cholecystectomy) or documentation of GI motility disorder. Patients with IBD were excluded if they used NSAIDS chronically, were on a prednisone dose ≥20 mg/day, or if surgery was anticipated in the 10-weeks following enrollment. Patients were also excluded if they had current evidence of duodenal ulcer, gastric ulcer, diverticulitis, esophagitis or infectious gastroenteritis, or any acute gastrointestinal process, as well as if concurrent total parental nutrition or tube feeding were being used. Patients with recent (within the last 4-weeks) changes in IBS/IBD medications, planned changes in diet, or current use of steroids were excluded.

Eligible patients were 18–75 years old and fluent in English. Patients who were pregnant or attempting to become pregnant were excluded. Patients were excluded if they were currently (>3-weeks) practicing Tai Chi, meditation, yoga, individual mind/body based psychotherapy or counseling, as well as if they had initiated psychotherapy within the last 8-weeks, used psychotropic medications (except at stable doses for at least 12-weeks), or had an untreated psychiatric disorder.

Patients were recruited from the Massachusetts General Hospital (MGH) Gastrointestinal Clinic and from a network of primary care providers at via provider referral, self-referral, and advertisements posted in waiting areas starting in June, 2009. Potential participants were pre-screened over the phone by a research nurse and were scheduled for a screening visit, where written informed consent was obtained and interviews were conducted by a psychologist to determine eligibility. Participants continued to receive standard care related to their IBS/IBD during participation in the study.

### Intervention

The RR-MBI involved a 9-week group program conducted by a nurse practitioner or psychologist skilled in MBI, which included a GI-specific session conducted by a physician. The groups met once weekly for 1.5 hours. Three consecutive, mixed-disorder groups, ranging in size from 10 to 18 participants each, were included in the study, conducted between 9/23/2009 and 5/31/2011 with follow-up completion by 6/30/2011. The program was multidimensional and included daily elicitation of the RR using a variety of methods (including breath focus, single-pointed focus, imagery, contemplation, yoga, and mindful awareness); cognitive reappraisal skills, health enhancing behaviors, and the promotion of optimism and acceptance. As described in Table 1, sessions 1–4 focused on developing an understanding of stress physiology and the physiology of the RR, its relationship to the digestive system, and developing a regular practice of eliciting the RR. Sessions 5–9 included information on lifestyle behaviors and the development of cognitive skills to cope with stress. Throughout the course of treatment, participants were asked to elicit the RR at home each day for 15–20 minutes.

**Table 1:** The syllabus for the relaxation response-based group mind body intervention (RR-MBI) for irritable bowel syndrome or inflammatory bowel disease.

Session	Content
Session 1	Overview of Mind-Body Medicine / The Stress Response & The RR
Session 2	Diaphragmatic Breathing / Mini-Relaxation Exercises / Appreciation
Session 3	Mindfulness / Self-Care (Pacing Activities)
Session 4	Introduction to Cognitive Skills / Lifestyle Behaviors: Nutrition
Session 5	Cognitive Restructuring / Cognitive Distortions / Lifestyle Behaviors: Exercise
Session 6	GI Physician Lecture and Q & A
Session 7	Cognitive Skills / RR for Insight / Introduce Journaling Exercise
Session 8	Problem Solving and Communication Skills / Yoga
Session 9	Relapse Prevention

Session content varied by week but always included an activity that elicited the relaxation response (RR) and a discussion of the homework from the previous week. Homework for the sessions included eliciting the RR daily, daily mini-relaxation exercises, filling out a diary sheet, making an entry in an appreciation journal, and practicing cognitive restructuring exercises and other skills previously learned.

### Measures

Participants were assessed at baseline and weeks 5 (mid-intervention), 10 (post-intervention), and 13 (short-term follow-up).

#### Self-Report Measures

To measure symptoms common to IBS and IBD, the State-Trait Anxiety Inventory (STAI-Y), the Pain Catastrophizing Scale (PCS), and the Brief Pain Inventory (BPI) were administered at each assessment. The STAI-Y is a widely used instrument for measuring anxiety in adults. It differentiates between the temporary condition of “state anxiety” and the more general and long-standing quality of “trait anxiety” [31]. The PCS is widely used to assess cognitive and affective responses to pain and to evaluate pain management program outcomes [32]. The BPI allows patients to rate the severity of their pain (BPI-S) and the degree to which their pain interferes with common dimensions of feeling and function (BPI-I) [33].

At each assessment, participants were also administered validated disease-specific instruments—the IBS Quality of Life (IBS-QOL), the IBS Symptom Severity Index (IBS-SSI), and the IBD Questionnaire (IBD-Q)—to assess the disease-specific impact of the intervention. The IBS-QOL is a self-reported quality of life (QOL) measure containing 34 questions specific to IBS that is used to assess the impact of IBS and its treatment on QOL [34]. The IBS Symptom Severity Index (SSI) is a widely used questionnaire measuring IBS-related pain frequency, severity of pain, bloating, bowel habit dissatisfaction and interference with daily life and extra-colonic symptoms on a visual analogue scale [35]. The IBD-Q is a 32-question instrument designed to measure the effects of inflammatory bowel disease on daily function and quality of life [36]. All information from this study have been deposited in the NIH Gene Expression Omnibus database at www.ncbi.nlm.nih.gov/geo under the accession number GSE66824.

#### Biological Samples

Blood was collected at baseline and week-10 for erythrocyte sedimentation rate (ESR) and C-reactive protein (CRP) assays as measures of inflammation and in PAXgene (Qiagen) tubes for transcriptional expression profiling.

### Transcriptional profiling

Total RNA was isolated from whole blood samples collected in PAXgene tubes as described previously [28]. The peripheral blood gene expression profile was assessed on IBS and IBD patients with paired pre- and post-intervention samples using HT U133 Plus PM Array plates (Affymetrix, Santa Clara, CA) containing >54,000 probes, allowing for the analysis of >33,000 well-characterized human genes. Microarray analysis was conducted by the BIDMC Genomics, Proteomics, Bioinformatics and Systems Biology Center at the Beth Israel Deaconess Medical Center according to the standard Affymetrix protocol using the high-throughput Affymetrix GeneTitan system. The quality of hybridized chips was assessed using Affymetrix guidelines on the basis of perfect match (PM) probes mean, 3' to 5' ratios for beta-actin and GAPDH and values for spike-in control transcripts. Reproducibility of the samples was checked by using chip-to-chip correlation and signal-to-noise ratio (SNR) methods for replicate arrays using arrayQualityMetrics, a Bioconductor package in R [38]. All of the high quality arrays were included for unsupervised and supervised bioinformatics analysis. The transcriptome data along with information from this study have been deposited in the NIH Gene Expression Omnibus database at www.ncbi.nlm.nih.gov/geo under the accession number GSE66824.

### Data analysis

#### Self-Report Measures

Baseline differences between disease subgroups and between participants with and without follow-up data were compared by one-way ANOVA and Fisher’s exact test. Missing responses to individual questions from multi-question instruments were completed by single imputation from the observed covariance among all questions, adjusted for visit. Six of 87 IBDQ, 1 of 56 IBS-QOL, 1 of 56 IBS-SSI, 1 of 148 BPI-Severity, and 9 of 148 PCS instruments required imputation; in 12 of 18 cases for a single missing response. Self-report measures were analyzed in linear mixed models with fixed effects of visit (4 levels) and random participant-specific intercepts and slopes with unstructured covariance. Contrasts were used to estimate change from baseline to week-10 (primary endpoint) and to week-13 (short-term persistence). Changes in symptoms and markers of inflammation were compared by Pearson correlation. All participants were included in these analyses, including those lost to follow-up. Estimates from the mixed model would be unbiased if loss to follow-up were predictable from observed baseline data. As a sensitivity analysis, participants with missing data were assumed to have experienced no change from baseline. These 10-week change scores with imputed zeros were analyzed by one-sample Wilcoxon signed rank test.

#### Transcriptome Profile

Expression data were preprocessed using the Robust Multichip Average (RMA) method in R using Bioconductor and associated packages. RMA performed background adjustment, quantile normalization and final summarization of oligonucleotides per transcript using the median polish algorithm [37]. Batch effects were removed using ComBat, an empirical Bayes method [38]. Probes with absolute maximum expression intensity values of 10 were removed. When comparing pre- vs. post-intervention samples, differentially expressed genes were defined as those with p-value <0.05 by two-tailed Student’s t-test and absolute fold change greater than 1.2.

#### Gene Ontology (GO) analysis

To identify over-represented GO categories in differentially expressed genes, we used the Biological Processes and Molecular Functions Enrichment Analysis available from the Database for Annotation, Visualization and Integrated Discovery (DAVID) [39]. DAVID is an online implementation of the EASE software that produces a list of over-represented categories using jackknife iterative re-sampling of the two-tailed Fisher exact probabilities. A p-value gets assigned to each category on the basis of enrichments. Smaller p-values reflect increasing confidence in over-representation. The GO categories with p-values <0.01 and at least 3 genes were considered significant.

#### Pathway and Interactive Network analysis

Ingenuity Pathway Analysis (IPA 8.0, Qiagen) was used to identify the pathways and interaction networks significantly affected by genes that are altered after the RR-MBI in IBS and IBD patients. The knowledge base of this software consists of functions, pathways and network models derived by systematically exploring the peer reviewed scientific literature. A detailed description of IPA analysis is available at the Ingenuity Systems’ web site (http//www.ingenuity.com). It calculates a p-value for each pathway according to the fit of users’ data to the IPA database using one-tailed Fisher exact test. The pathways with p-values <0.01 were considered significantly affected.

For each network, IPA calculates a score derived from the p-value of one-tailed Fisher exact test [score = -log(p-value)] and indicates the likelihood of focus genes appearing together in the network due to random chance. A score of 2 or higher has at least a 99% probability of not being generated by random chance alone. The ability to rank the networks based on their relevance to the queried data sets allows for prioritization of networks with the strongest association with pre- to post-intervention changes.

#### Gene Set Enrichment Analysis

In addition to individual gene analysis, Gene Set Enrichment Analysis (GSEA) was performed. GSEA was used to determine whether *a priori* defined sets of genes showed statistically significant, concordant differences between pre- and post-intervention samples [40]. GSEA can be more powerful than single-gene methods for studying the effects of interventions such as the RR-MBI, in which many genes each make subtle contributions. The gene sets with nominal p-value (NPV) less than 0.005 and a False Discovery Rate (FDR) less than 7.5% after 500 random permutations were considered significantly altered. The enriched gene sets were merged into functional modules on the basis of overlap of significantly enriched genes using the Enrichment Map [41] Cytoscape Plugin: An Open Source Platform for Complex Network Analysis and Visualization [42].

#### Leading edge analysis

The significantly enriched genesets or pathways identified from the GSEA analysis described above can have significant overlap in terms of core-enriched genes that are potentially linked to enrichment of multiple genesets. “Leading edge” analysis considers genes shared across the gene sets which are most strongly associated with the phenotype or key effects of the intervention. We used leading edge analysis to cluster significant genesets and identify common genes which accounted for the core enrichment signal. The core set of genes identified by leading edge analysis is considered the most promising one to generate hypotheses about the mechanism of an intervention [40].

## Results

Nineteen IBS (79% female, mean age 48.3±16.4) and 29 IBD (59% female, mean age 40.5±17.6) patients were enrolled. Four IBS and 5 IBD patients withdrew during the program after 1 to 3 sessions (Fig 1). Baseline characteristics of patients who withdrew and had no follow-up data had lower trait scores on the State Trait Anxiety Index and higher CRP levels but were not otherwise statistically different than those with all or some follow-up data. All participants were included in analyses. Additionally, there were no major differences in baseline characteristics between disease subtypes. The majority of patients were white (96%), single (54%), and had either some college or a bachelor’s degree (52%) or post-graduate education (38%) (Table 2). No adverse events due to the RR-MBI were reported.

**Fig 1:**
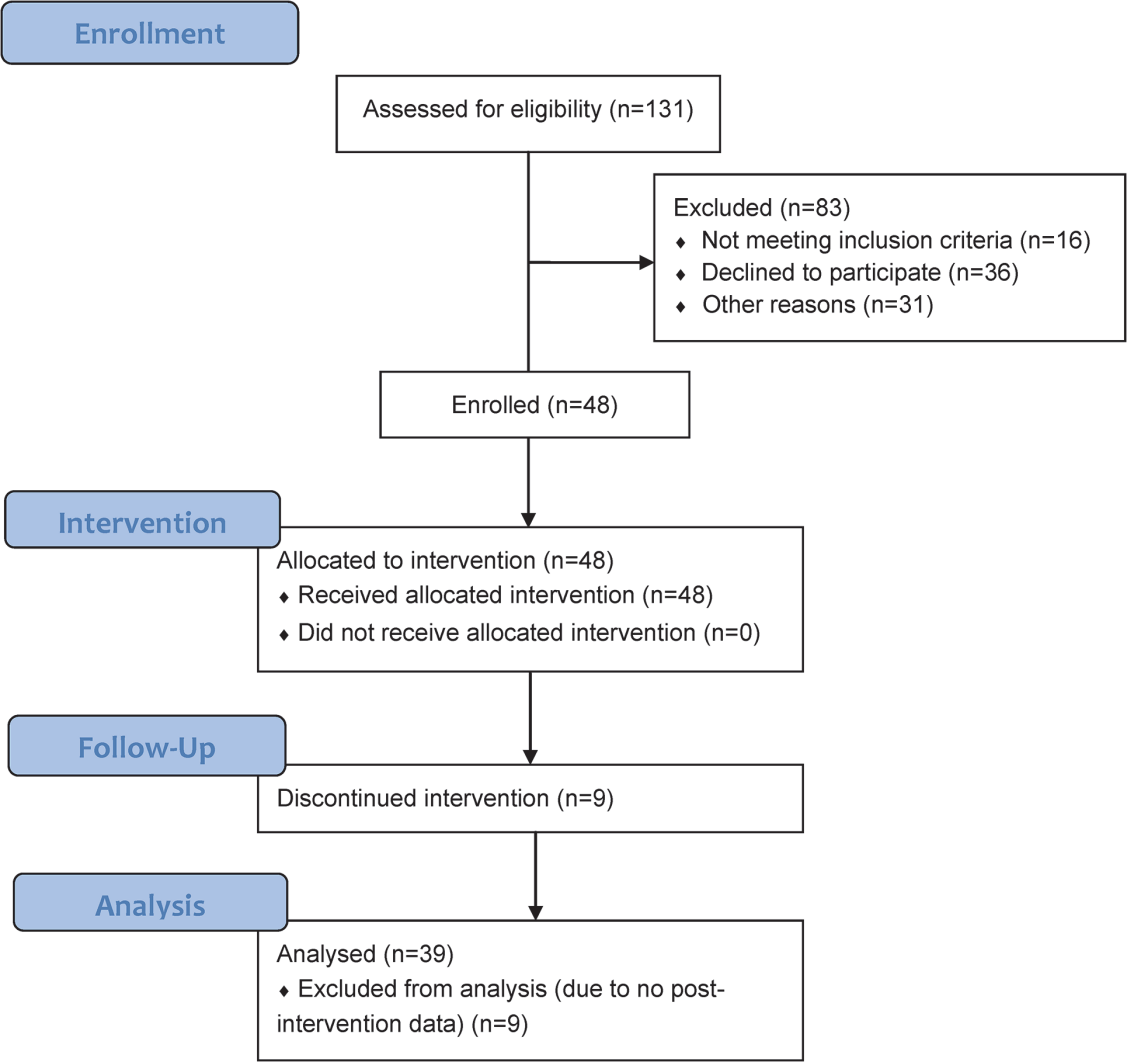
CONSORT Enrollment diagram.

**Table 2:** Baseline characteristics of participants.

		All Participants		Irritable Bowel Syndrome		Inflammatory Bowel Disease	
		N = 48		N = 19 (40%)		N = 29 (60%)	
		%	N	%	N	%	N
Gender (%)							
Female		67	32	79	15	59	17
Male		33	16	21	4	41	12
Race/Ethnicity (%)							
White		96	46	95	18	97	28
Other		4	2	5	1	3	1
Education (%)							
High-school		10	5	11	2	10	3
Some College/Bachelors		52	25	42	8	59	17
4-year degree		38	18	47	9	31	9
Marital status (%)							
Single/Never married		54	26	58	11	52	15
Married		38	18	32	6	41	12
Divorced/Widowed		8	4	10	2	7	2
Diagnosis Subtypes*							
IBS Subtypes	Constipation	15	7	37	7		
	Diarrhea	15	7	37	7		
	Mixed	10	5	26	5		
IBD Subtypes	Crohn's Disease	25	12			41	12
	Ulcerative Colitis	35	17			59	17

*No significant differences were found at baseline between subtypes of IBS and IBD, respectively.

### Self-report measures

Mean changes in the self-report measures from pre- to mid- (week-5) and to post-intervention (week-10), as well as follow-up (week-13), are presented in Table 3 (for further details, including standard errors, please see S1 Table). PCS improved in both disease groups from baseline to week-13 (from 10.7 at baseline to 5.0 at week-13, p = 0.02 for IBS and from 14.8 to 9.6, p<0.01 for IBD, Fig 2). STAI trait anxiety improved in both groups from baseline to week-10 (from 39.0 to 33.7, p = 0.02 for IBS and from 39.3 to 33.6, p<0.01 for IBD). These improvements persisted at short-term follow-up (p = 0.02 for IBS and IBD, Fig 3). BPI measures did not change in either group (p = 0.42 for severity, p = 0.30 for interference).

**Fig 2:**
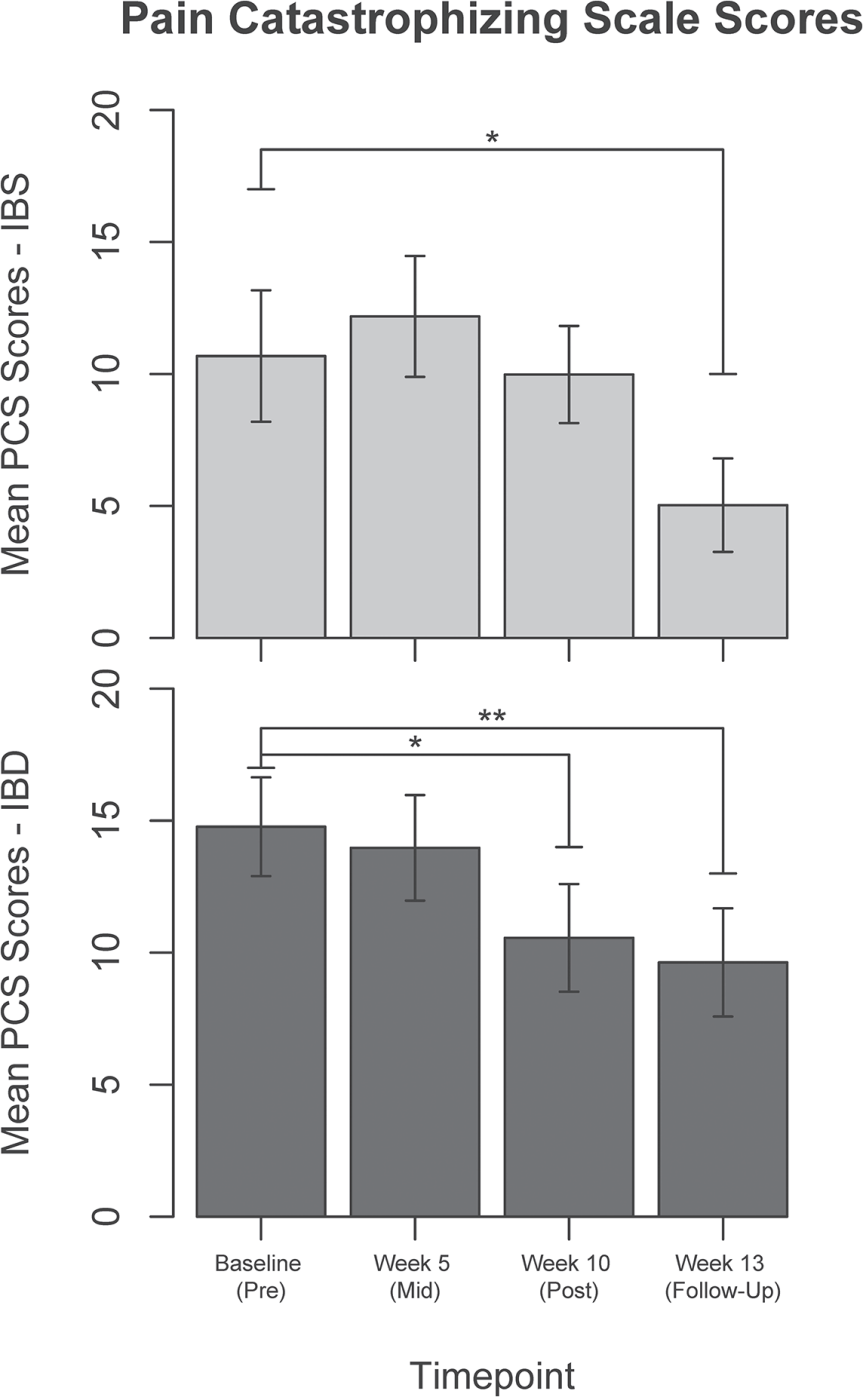
Pain Catastrophizing Scale scores at each of the four time points in Irritable Bowel Syndrome (IBS, light bars, top) and Inflammatory Bowel Disease (IBD, dark bars, bottom). *p<0.05, **p<0.01.

**Fig 3:**
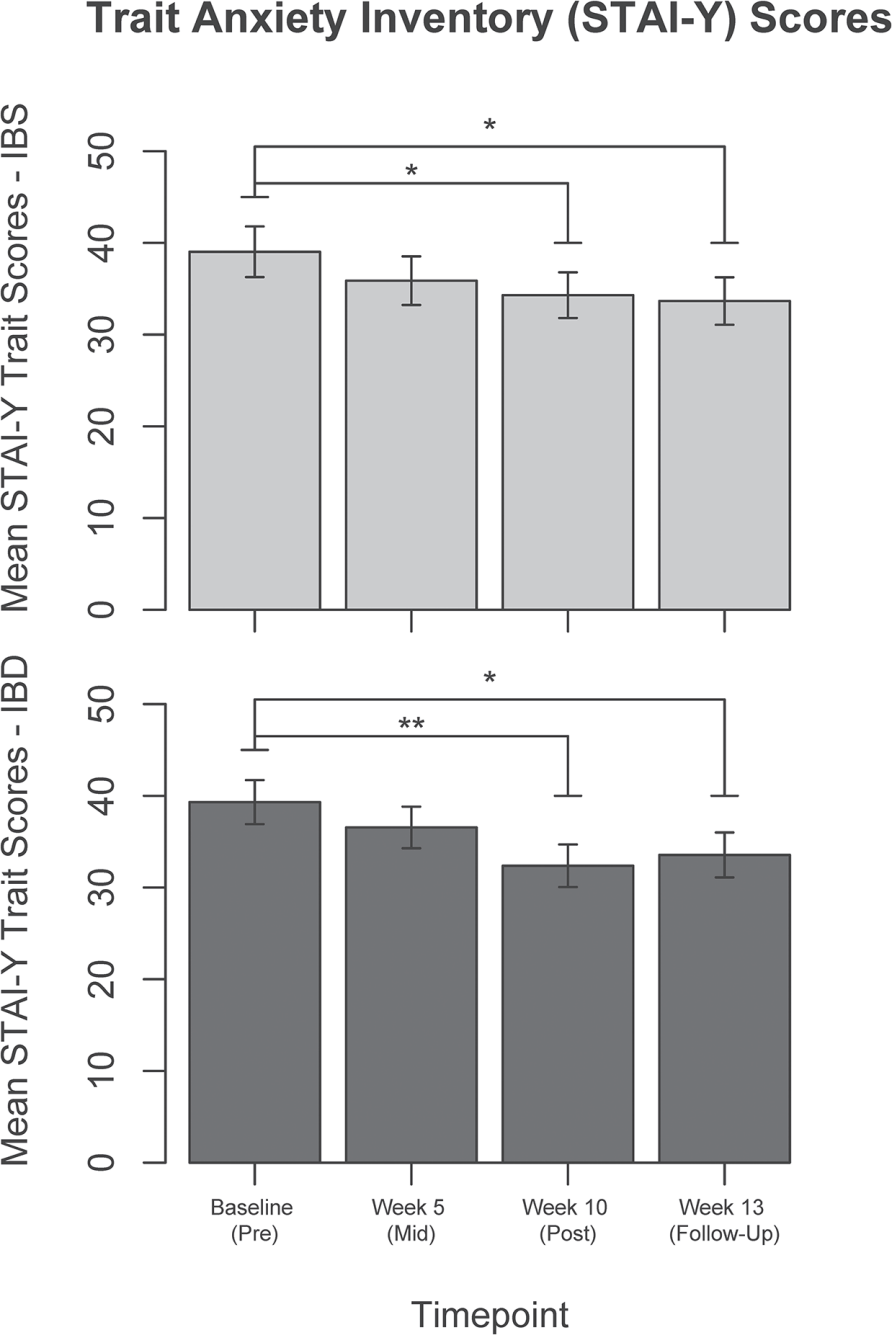
State-Trait Anxiety Inventory (STAI)—Trait scores at each of the four time points. STAI—Trait scores at each of the four time points in Irritable Bowel Syndrome (**IBS**, light bars, top) and Inflammatory Bowel Disease (**IBD**, dark bars, bottom). (*p<0.05, **p<0.01).

**Table 3:** Outcome measures after intervention and at 3-week follow-up for irritable bowel syndrome (IBS) (N = 19) and inflammatory bowel disease (IBD) (N = 29).

**Irritable Bowel Syndrome**	Baseline (Pre-Intervention)	Week 5 (Mid-Intervention)	Week 10 (Post-Intervention)	Week 13 (Short-Term Follow-Up)	Overall P-value
Pain Catastrophizing Scale (PCS)	10.7	12.2	10.0	5.0*	0.021
State-Trait Anxiety Inventory(STAI-Y)—State Anxiety	37.2	35.8	31.6	30.8	0.18
State-Trait Anxiety Inventory(STAI-Y)—Trait Anxiety	39.0	35.9	34.3*	33.7*	0.034
IBS Quality of Life (IBS-QOL)	67.1	71.5	74.8*	80.6***	0.009
IBS Symptom Severity Index (IBS-SSI)	215.0	153.7**	127.5***	147.1*	0.002
**Inflammatory Bowel Disease**					
Pain Catastrophizing Scale (PCS)	14.8	14.0	10.6*	9.6*	0.003
State-Trait Anxiety Inventory(STAI-Y)—State Anxiety	36.9	36.0	31.6	31.7	0.14
State-Trait Anxiety Inventory(STAI-Y)—Trait Anxiety	39.3	36.6	32.4**	33.6*	0.012
IBD Questionnaire (IBD-Q)	171.2	172.0	185.0**	184.3*	0.01

*P<0.05

**P<0.01

***P<0.001

Indicate mixed model analysis estimating change from baseline scores

IBS-QOL scores increased from a mean of 67.1 at baseline to 74.8 at week-10 (p = 0.01), and to 80.6 at week-13 (p<0.001) suggesting clinical improvement (Fig 4A). IBS-SSI scores decreased significantly, demonstrating improvement in symptoms, from a mean of 215 at baseline to 154 at week-5 (p<0.01), 128 at week-10 (p<0.001), and 147 at week-13 (p = 0.01, Fig 4B). IBD-Q scores increased, suggesting clinical improvement, from a mean of 171 at baseline to 185 at week-10 (p<0.01) and remained at 184 at week-13 (p = 0.02, Fig 4C).

**Fig 4:**
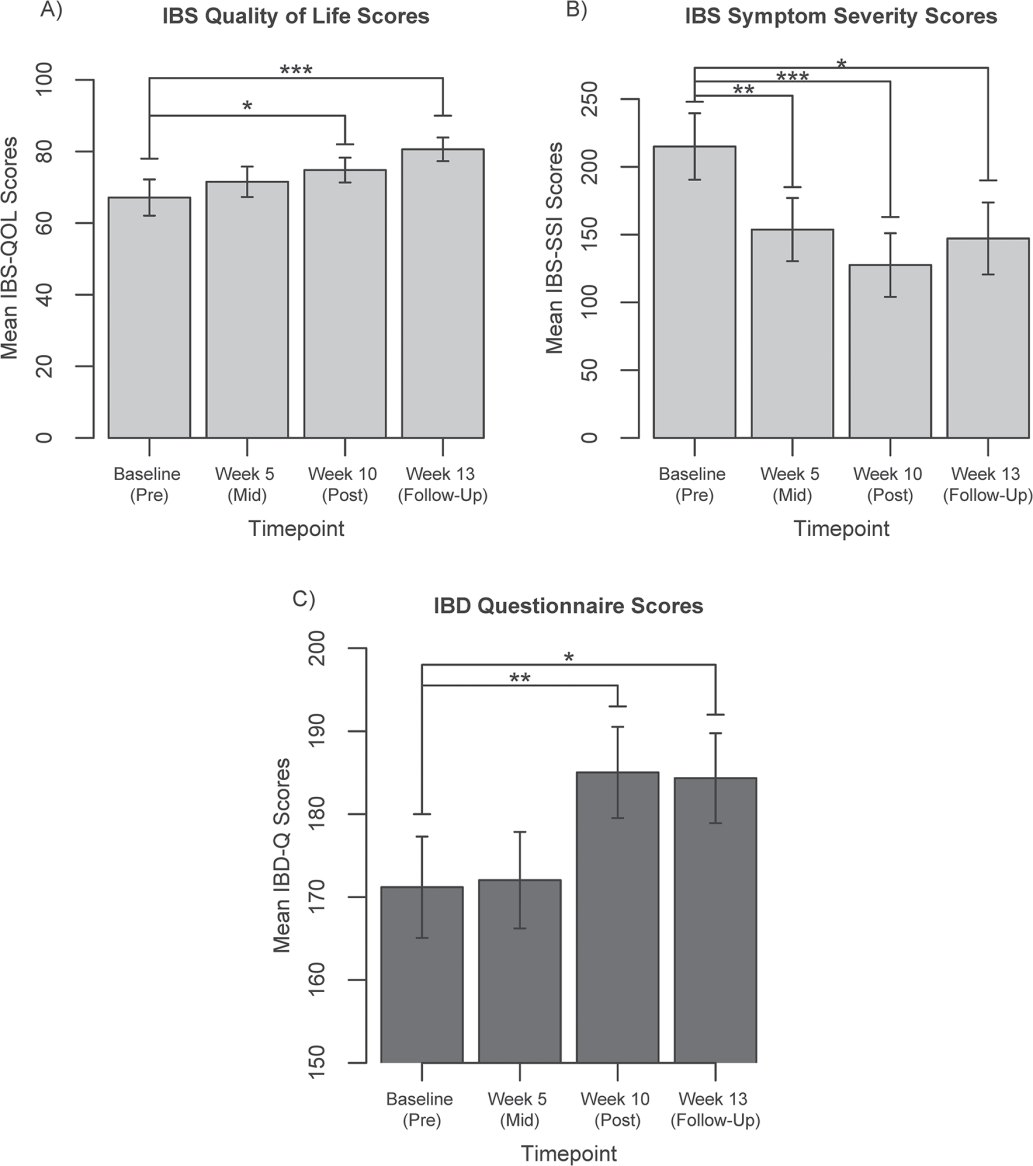
Disease-specific quality of life and symptom measures at each of the four time points. A) Irritable Bowel Syndrome Quality of Life (**IBS**-QOL) scores; lower scores indicate improvement. B) Irritable Bowel Syndrome Symptom Severity Index (**IBS**-SSI) scores; lower scores indicate improvement. C) Inflammatory Bowel Disease Questionnaire (**IBD**-Q) scores; higher scores indicate improvement. *p<0.05, **p<0.01, ***p<0.001.

In both disease groups, estimated changes over 10 weeks were still significant when treating all drop-outs or missing assessments as unchanged from baseline.

### Biological Measures

#### Serum inflammatory markers

ESR and CRP did not change significantly for either IBS or IBD patients. In addition, no changes in psychological measures correlated with ESR/CRP changes.

#### Baseline gene expression differences between IBS and IBD

At baseline, 564 significantly differentially expressed transcripts (p≤0.05 and absolute fold change [AFC] ≥1.2) distinguished IBS from IBD patients (S2 Table). 

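Whole blood was drawn into PAXgene tubes from 14 IBS and 19 IBD patients at baseline and again after the RR-MBI, at week 10 in the paper's text and at 9 weeks in the sample labels. RNA of each patient and visit was hybridized to 1 Affymetrix HT U133 Plus PM array, which gave 66 arrays. A probe set is a group of short probes that reports 1 transcript or part of it. The authors' deposited values are log2 intensities after RMA, which corrects background, quantile-normalizes the arrays and summarizes each probe set by median polish. The methods add that batch effects were removed with ComBat, and the paper's text does not name the batches. Array medians lay between 4.67 and 4.79 on the log2 scale. Control probe sets (102), probe sets of sex-linked genes (90) and 4063 probe sets whose highest value stayed within a linear intensity of 10 were left out, so 50460 were tested. Of these, 38122 carried 1 gene symbol, and 18827 genes were represented by their brightest such probe set. Groups were compared with limma, 2-sided, and calls were counted at the study's threshold (unadjusted p of at most 0.05 and a fold change of at least 1.2) and at a Benjamini-Hochberg adjusted p under 0.05. The methods name a two-tailed Student's t-test without saying that it was paired, so the fits of change had no patient term, and a fit with the patient as a block is given where it moves a call or a count. Altogether 30 gene lists (blood cell types, pathways and complexes) had been fixed before the data were examined and were tested with camera at its preset correlation of 0.01, with adjustment over the 30 lists. Genes that the study names from these arrays were left out of the lists. Several list themes, such as cell cycle, DNA repair and hypoxia, are also themes that the paper reports from the same arrays. A theme shared with the paper is thus not independent evidence. The number of arrays limits the precision of every value.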

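Before the intervention, BATF2, an interferon-inducible transcription factor, was at 6.93 ± 0.84 (SD, n = 19) on the log2 scale in IBD and at 6.07 ± 0.50 (SD, n = 14) in IBS, a log2 fold change of 0.86 (standard error 0.24, p = 0.00107). AFAP1, which binds actin filaments, stood at 4.22 ± 0.38 in IBD and 3.67 ± 0.39 in IBS (log2 fold change 0.55, standard error 0.13, p = 0.000211). SEC24A, a coat protein of vesicles that leave the endoplasmic reticulum, was higher in IBD by 0.53 (standard error 0.14, p = 0.00057), and SNTB1, a syntrophin of the membrane skeleton, by 0.32 (p = 0.00021). KLHL12, an adaptor of a ubiquitin ligase, was higher by 0.39 and PPP1R7, a regulatory subunit of protein phosphatase 1, by 0.27. Lower in IBD were TNFSF11, the ligand of the receptor RANK, with a log2 fold change of -0.33 (standard error 0.09, p = 0.000914), and BUD23, a methyltransferase of ribosomal RNA, with -0.29 (standard error 0.07, p = 0.000178). EBF3, a transcription factor, had a log2 fold change of -0.31, and HERC2, a large ubiquitin ligase, one of -0.27. The means of TNFSF11, BUD23 and EBF3 lay close to background, near the filter level of 3.32, as did those of AFAP1 (3.67) and SNTB1 (3.75) in IBS. Altogether 1049 probe sets of 703 named genes were at the study's threshold, with a median absolute log2 fold change of 0.34, and 3 differed by more than 2-fold. At an adjusted p under 0.05 limma called 0 probe sets (lowest adjusted p = 0.916), with 2074 at an unadjusted p under 0.05 where chance alone gives 2523, and the unpaired t-test called 0, with 2175 unadjusted. Without the 1 IBS array whose values correlated least with the others (median correlation 0.896, next lowest 0.941) 674 probe sets were at the study's threshold, and the difference of PPP1R7 was 0.24, under the fold threshold, as it was with array weights (0.21). In 1 IBD baseline array the GAPDH 3'-to-5' difference, a measure of RNA quality, lay 4.96 log2 units above the median (next 0.939), and without it 1017 probe sets were called and HERC2 differed by -0.26, under the fold threshold.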

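Genes induced by low oxygen and by glucocorticoids were among those higher in the blood of IBD patients at baseline, while genes of natural killer cells and of the ribosome were lower. Of 21 genes of the hypoxia response, 19 were higher and 2 lower in IBD (median log2 fold change 0.11, camera adjusted p = 0.000619, adjusted p = 0.330 with an estimated correlation). HK2, which phosphorylates glucose, differed by 0.46 (standard error 0.17, p = 0.0116) and VEGFA, the vascular growth factor, by 0.43 (standard error 0.21, p = 0.0424). The glucocorticoid response list had 17 of 24 genes higher (adjusted p = 0.0399, adjusted p = 0.647 with an estimated correlation). Its members ADORA3, an adenosine receptor, and CD163, the haemoglobin scavenger receptor of monocytes, were higher by 0.80 (standard error 0.25, p = 0.00317) and 0.48 (standard error 0.21, p = 0.0262). In contrast, 19 of 23 natural killer and cytotoxic genes were lower in IBD (median -0.11, adjusted p = 0.0202, adjusted p = 0.647 with an estimated correlation), among them the activating receptor NCR3 with a log2 fold change of -0.46 (standard error 0.14, p = 0.00282). Of 44 cytosolic ribosomal proteins, 40 were lower (median -0.08, adjusted p = 6.59e-05, adjusted p = 0.647 with an estimated correlation), RPL36 by a log2 fold change of -0.24 (p = 0.0412). Over all probe sets at the study's threshold, 645 of 1049 (61.5%) were higher in IBD and 404 were lower, whereas at an unadjusted p under 0.05 alone 892 were higher and 1182 lower. With blood cell scores as covariates the glucocorticoid list was no longer called (adjusted p = 0.148).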

A heatmap depicting the pattern of these differentially expressed transcripts is shown in Fig 5A and suggests that in IBD significantly more of these differentially expressed genes are upregulated in comparison to IBS. Functional enrichment analysis of these differentially expressed genes indicates significant overrepresentation (multiple test corrected [43] p<0.05) in inflammatory and antimicrobial response, as well as inflammatory and hematological disease, RNA post-transcriptional modification, cell cycle, cell proliferation, and molecular transport (Fig 5B). 

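Genes of dividing cells were higher in IBD at baseline, and the spliceosome and neutrophil lists did not pass the test. Of 41 mitotic cell cycle genes, 37 were higher in IBD and 4 lower, 11 of them at the study's threshold (median log2 fold change 0.21, camera adjusted p = 2.33e-14). With an estimated correlation this became adjusted p = 0.237. KIF11, a spindle motor, differed by 0.60 (standard error 0.17, p = 0.00121), CCNB2, a mitotic cyclin, by 0.60 (standard error 0.20, p = 0.00406), and NDC80, a kinetochore protein, by 0.60 (standard error 0.20, p = 0.00408). Adjusted over the list alone, 1 mitotic gene passed, and 0 passed over all genes tested, both by limma. Cell cycle regulators (29 of 37 higher, adjusted p = 0.0116) and nuclear pore genes (18 of 22 higher, adjusted p = 0.00723) were called, each with adjusted p = 0.595 with an estimated correlation. Toll-like and IL-1 receptor signalling, which relays microbial and IL-1 signals, had 21 of 30 genes higher (adjusted p = 0.0116, adjusted p = 0.525 with an estimated correlation), with its ubiquitin ligase TRAF6 higher by 0.30 (p = 0.0462). Eosinophil and basophil genes were higher in 10 of 13 cases (adjusted p = 0.0487, adjusted p = 0.647 with an estimated correlation). The spliceosome list had 40 of 56 genes higher (adjusted p = 0.114, and 0.00829 with blood cell scores as covariates), neutrophil genes 17 of 27 (adjusted p = 0.397), immature neutrophil granule genes 11 of 18 (adjusted p = 0.272), and NF-κB targets 14 of 32 (adjusted p = 0.763). Without the IBS array of lowest correlation, the cell cycle regulator (adjusted p = 0.102) and the eosinophil and basophil lists (adjusted p = 0.0767) were no longer called.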

Pathway analysis suggests that some of these genes are linked to DNA damage response, MAPK signaling, PPAR-γ activation, interferon signaling and endoplasmic reticulum stress pathways (Fig 5C).

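Of 38 genes induced by type I interferon, 35 were higher in IBD at baseline and 3 lower. At the study's threshold were 12 of them, and the median log2 fold change of the list was 0.31. Camera gave adjusted p = 1.35e-11 for this list, and adjusted p = 0.237 with an estimated correlation. IFI44, a protein induced by interferon, differed by 0.73 (standard error 0.25, p = 0.00665), IFIH1, a sensor of viral RNA, by 0.54 (standard error 0.18, p = 0.00564), and PARP9 by 0.39 (standard error 0.13, p = 0.00466). Of 49 genes of DNA damage and repair, 40 were higher in IBD and 9 lower (median 0.14, adjusted p = 6.39e-06, adjusted p = 0.414 with an estimated correlation). XRCC4, which joins broken DNA ends, was higher by 0.53 (standard error 0.26, p = 0.0439) and RFC1, a subunit of the clamp loader, by 0.28 (standard error 0.12, p = 0.028). Endoplasmic reticulum stress and ERAD genes were higher in 24 of 34 cases (median 0.05, adjusted p = 0.0344, adjusted p = 0.595 with an estimated correlation), and without the IBS array of lowest correlation this list was not called (adjusted p = 0.102). EIF2AK3, the stress sensor PERK, had a log2 fold change of 0.37 (standard error 0.22, p = 0.0982), short of the threshold. The MAP kinase cascade split evenly, with 15 genes higher and 13 lower (adjusted p = 0.302). Adjusted over the list alone, 0 genes of these 4 lists passed by limma and 0 over all genes tested, with 12 interferon and 3 repair genes at an unadjusted p under 0.05. A permutation of the disease labels over the patients called 0 of the 30 lists (lowest adjusted p = 0.206), while camera called 12. From the enriched pathways, the paper proposes that genes distinguishing the diseases take part in the DNA damage response, MAPK and interferon signalling and endoplasmic reticulum stress.

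**Figure D1:**
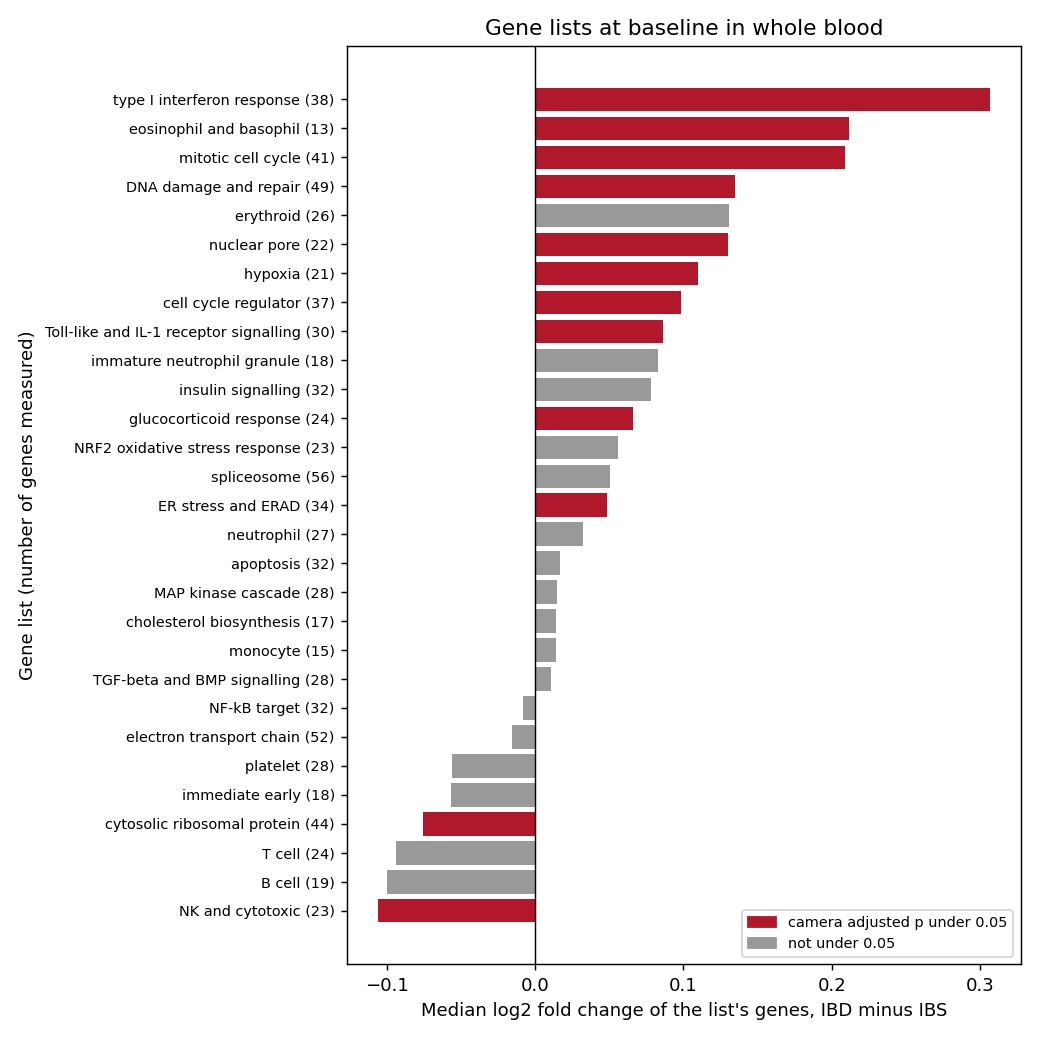
Bars show the median log2 fold change, IBD minus IBS at baseline, of the measured genes of 29 lists (number of genes in parentheses) over 19 IBD and 14 IBS arrays. Red bars mark lists with a camera adjusted p under 0.05 at the preset correlation, with the type I interferon list at 0.31 and the natural killer list at -0.11.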

**Fig 5:**
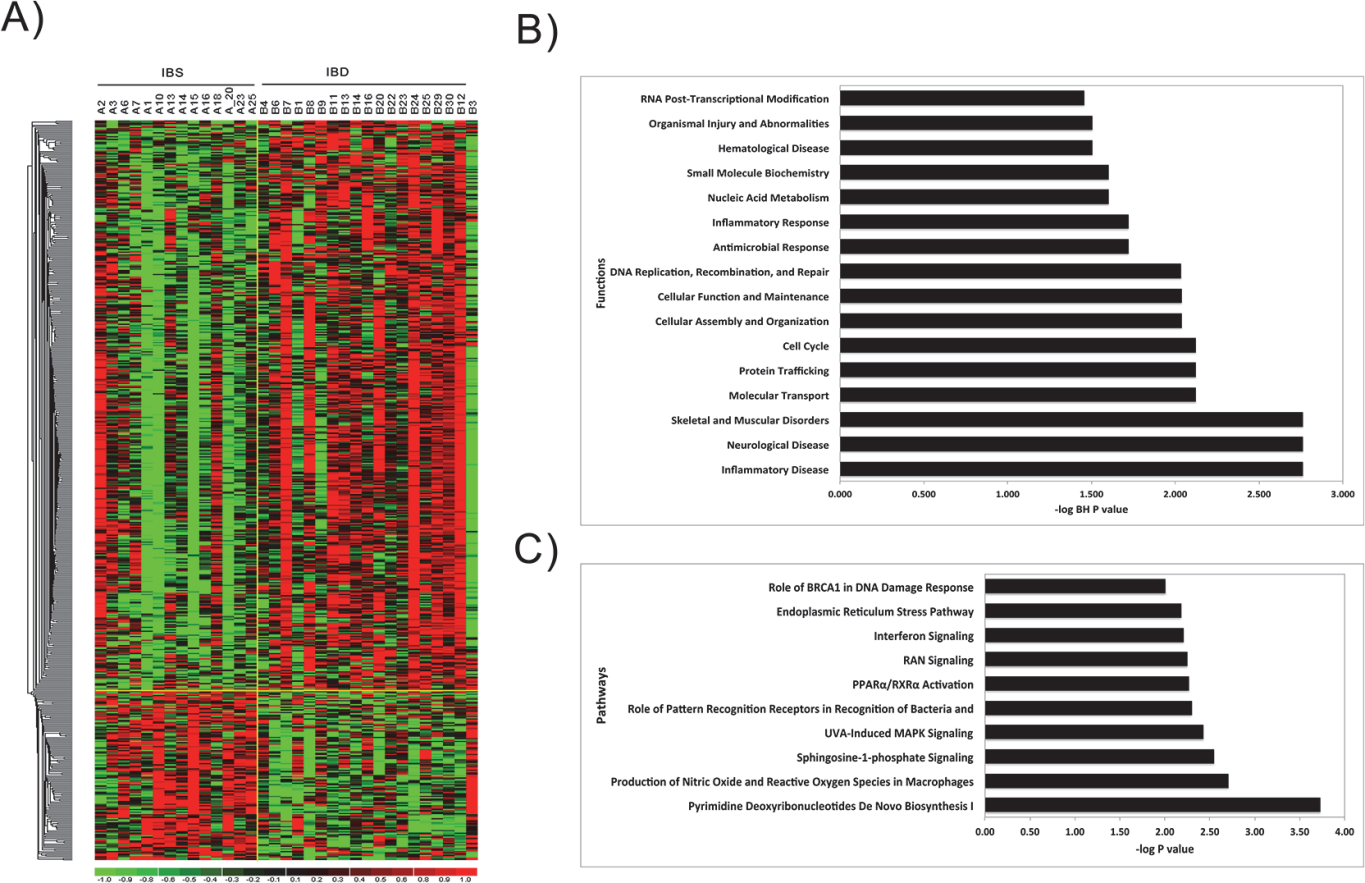
Transcriptional differences between IBS and IBD patients at baseline, pre-intervention, shown by A) a heatmap of significantly differentially expressed genes, B) functional categories enrichment analysis, and C) pathways enrichment analysis. A) Relative Gene expression difference between IBD and IBS for significantly differentially expressed genes are shown with a pseudocolor scale (-1 to 1) with red color denoting higher gene expression among IBD patients and green color denoting higher expression among IBS patients. The rows represent the genes and columns represent individual patients. A large fraction of differentially expressed genes were found to be upregulated in **IBD** patients at baseline relative to **IBS** patients. B) Selected top functional categories of differentially expressed genes. The Y–axis represent functional categories and X-axis-log transformed P value (i.e., a value of 2 represents a P value of. 01), C) Selected pathways of by differentially expressed genes. The Y—axis represent pathways and X-axis-log transformed P value.

#### Genomic alterations induced by the RR-MBI in IBS patients

A total of 191 transcripts were significantly differentially expressed (AFC≥1.2 and p≤0.05) post-intervention compared to pre-intervention. 

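BIVM, a gene of unsettled function, was higher after the intervention in IBS by 0.51 (standard error 0.16, p = 0.00271) in 11 of 14 patients. Among the genes lower was TNFSF11, the RANK ligand, which went from 3.47 ± 0.25 (SD, n = 14) to 3.13 ± 0.19 on the log2 scale, a log2 fold change of -0.34 (standard error 0.09, p = 0.000591), and was lower in 11 of 14 patients. ITPRID1 was lower in 13 of 14 patients, with a log2 fold change of -0.38 (standard error 0.12, p = 0.00392). CTDSPL, a phosphatase that acts on RNA polymerase II and RB proteins, had a log2 fold change of -0.41 at its probe set of smallest p (standard error 0.14, p = 0.00675) and was lower in 12 of 14 patients. SGCB, a sarcoglycan of the muscle membrane complex, was higher by 0.34 (standard error 0.12, p = 0.00759) in 12 of 14, and GDAP1, a mitochondrial fission protein, by 0.32 (standard error 0.11, p = 0.00992). The means of TNFSF11, ITPRID1, SGCB and this CTDSPL probe set lay close to background, near the filter level of 3.32. In all, 231 probe sets of 158 named genes were at the study's threshold, 98 higher and 133 lower. With arrays centred on their medians 118 were higher and 112 lower. With the patient as a block there were 841, of which 508 were higher and 333 lower, while at an unadjusted p under 0.05 alone 1010 were higher and 1004 lower. At an adjusted p under 0.05 limma called 0 probe sets (613 at an unadjusted p under 0.05), limma with the block 0 (2014), the unpaired t-test 0 (703) and the paired t-test 0 (1883). With blood cell scores as covariates SGCB (0.20, p = 0.0843), GDAP1 (0.23, p = 0.0592) and CTDSPL (-0.25, p = 0.0573) were no longer at the threshold. Without the 1 baseline array of lowest correlation and its patient, 116 probe sets were at the study's threshold, 37 higher and 79 lower, and with the block 550, 169 higher and 381 lower.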

A heatmap depicts the relative expression levels of the selected top differentially expressed genes (Fig 6A). The highest-ranking GO clusters of biological processes and metabolic functions enriched in these RR-MBI response genes based on analysis by DAVID are shown in S4 Table. Stress/inflammatory response is the most highly enriched GO cluster and includes the selected processes of cellular response to stress and inflammatory response. 

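Genes of platelets were lower together at week 10 in IBS: all 28 measured members of the platelet list had a lower mean than at baseline, 2 of them at the study's threshold, with a median log2 fold change of -0.22. The camera test gave adjusted p = 1.46e-09, and adjusted p = 0.440 with an estimated correlation. ITGB5, an integrin chain, had a log2 fold change of -0.34 (standard error 0.16, p = 0.042), and ALOX12, the platelet lipoxygenase, one of -0.35 (standard error 0.17, p = 0.0494), lower in 12 of 14 patients. TMEM40 and SPARC, a matrix protein stored in platelets, had log2 fold changes of -0.40 (p = 0.0654) and -0.28 (p = 0.069), and with the patient as a block both were at the study's threshold (p = 0.0333 and p = 0.0411). The mean of the list was lower in 11 of 14 patients. Red cell genes were also lower, 26 of 26 (median -0.24, adjusted p = 0.000423, adjusted p = 0.625 with an estimated correlation). Genes of the NRF2 oxidative stress response were higher in 11 and lower in 12 cases (adjusted p = 0.489), with NQO1, a quinone reductase, at a log2 fold change of 0.32 (p = 0.0174). Among platelet genes 0 passed by limma over all genes tested and 0 adjusted over the list alone, with 2 at an unadjusted p under 0.05. Permuting the visits of the patients called 0 lists (lowest adjusted p = 0.56).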

Pathway enrichment analysis using IPA tools identified significant associations (Fisher’s Exact test p-value <0.05) with integrin and endocytosis signaling, nNOS signaling, paxillin signaling, tryptophan degradation signaling, NF-κB activation and glutathione redox reaction II (Fig 6B).

**Fig 6:**
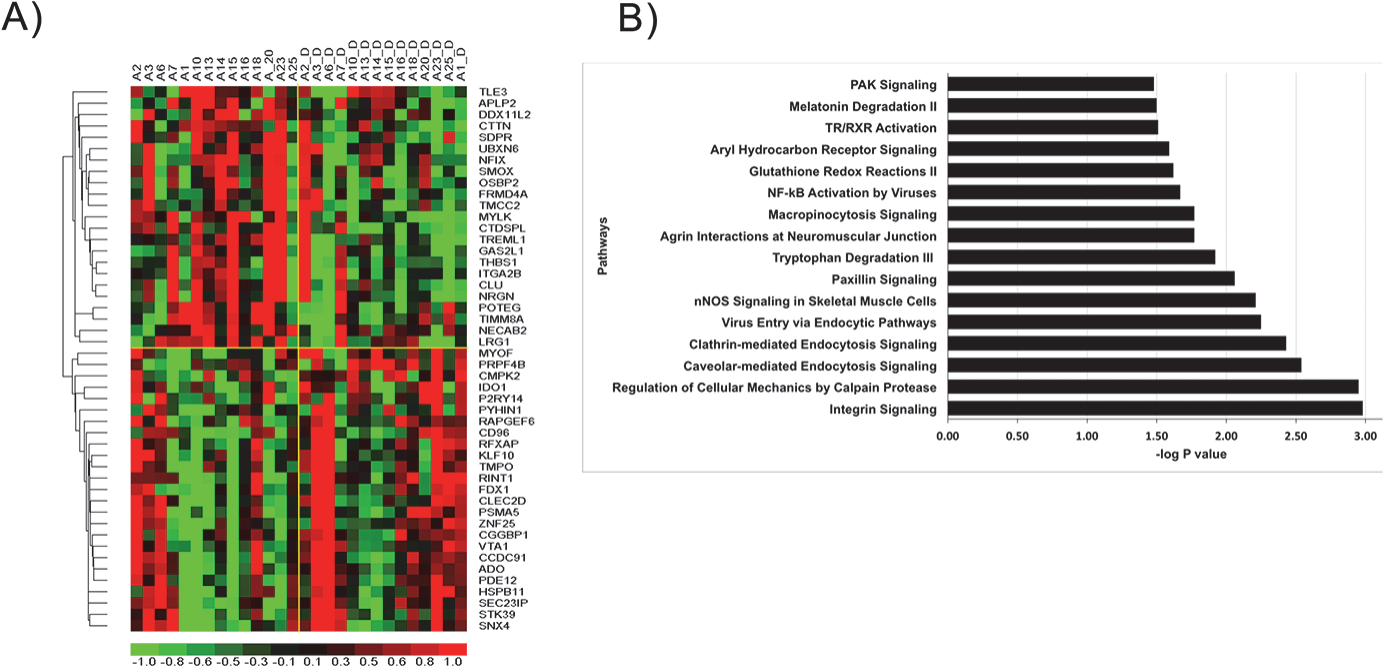
Transcriptional changes and significantly affected pathways for IBS patients pre- to post-mind body intervention. A) Heatmap of selected top differentially expressed genes identified by comparing pre- to post-mind body intervention transcriptional profiles. Gene expression is shown with a pseudocolor scale (-1 to 1) with red color denoting increased gene expression post-intervention and green color denoting decreased expression post-intervention. The rows represent the genes and columns represent individual subjects in **IBS** group. B) Top pathways of genes with altered expression among **IBS** and IBD patients. Pathway enrichment analysis was performed on differentially expressed genes and significance of effect on pathway was determined using Fisher’s Exact Test p value. Each bar represents a significantly enriched pathway. The p value is depicted as —log10 (p value) on primary X-axis.

#### Interactive Network analysis of RR-MBI-induced gene expression changes in IBS identifies networks and key nodes related to cell cycle, cellular proliferation, hematological systems, and inflammation (Details S1 Protocol)

The analysis of interactive network based on number of interactions identified multiple key nodes that include UBC, PI3 Complex, TNF, AKT, NF-κB complex, TP53 and IFNβ.

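TNF (207113_PM_s_at), the inflammatory cytokine, had a log2 fold change of 0.07 (standard error 0.14, p = 0.609) in IBS and was higher in 7 of 14 patients. Targets of NF-κB, the transcription factor that relays TNF signals, divided evenly, with 16 of 32 higher and 16 lower (median -0.01, camera adjusted p = 0.796). IL6 was at a log2 fold change of -0.15 (p = 0.0861), CD83, a marker of activated dendritic cells, at 0.18 (p = 0.186), and IRF1, an interferon-responsive regulator, at 0.11 (p = 0.214). Of 38 genes induced by type I interferon, 36 were higher at week 10 and 2 lower (median 0.15, adjusted p = 2.19e-07, adjusted p = 0.440 with an estimated correlation). USP18, a brake on interferon signalling, was higher by 0.48 (standard error 0.22, p = 0.0368) at the study's threshold. The mean of the interferon list rose by 0.18, and by 0.09 with 1 patient left out, and it was higher in 8 of 14 patients. Insulin signalling genes, the list that holds the PI3 kinases and AKT, were higher in 15 and lower in 17 cases (adjusted p = 0.974). Apoptosis genes were higher in 19 and lower in 13 (adjusted p = 0.418), and Toll-like and IL-1 receptor genes in 13 and 17 (adjusted p = 0.974). By limma, 0 genes of the NF-κB and interferon lists passed over all genes tested, and 0 adjusted over the list alone, with 1 interferon gene at an unadjusted p under 0.05.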

#### The RR-MBI upregulates gene sets related to cell cycle, electron transport chain and DNA Damage and Repair in IBS: Gene set enrichment analysis comparing expression changes from week-10 to baseline

GSEA analysis identified 78 pathways that were significantly (p<0.005, FDR<0.075) altered following the RR-MBI (S1 Fig). The significantly altered pathways include a cluster related to cell cycle (e.g., mitotic cell cycle, cell cycle checkpoint, cell cycle M-G1 transition phase), DNA Damage and Repair (e.g., nucleotide excision repair, telomere extension, spliceosome), primary metabolism (e.g., amino acid metabolism, cholesterol biosynthesis), electron transport chain and muscle contraction. 

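Spliceosome genes and the enzymes of cholesterol synthesis and respiration were higher at week 10 in IBS, by small amounts. Of 56 spliceosome genes, 47 were higher (median log2 fold change 0.08, camera adjusted p = 0.000949, adjusted p = 0.440 with an estimated correlation), SNRPA1, a protein of the U2 particle, by 0.24 (standard error 0.10, p = 0.0255). Cholesterol biosynthesis genes were higher in 12 of 17 cases (median 0.11, adjusted p = 0.0115, adjusted p = 0.440 with an estimated correlation), with HMGCS1, an early enzyme of the pathway, at 0.30 (standard error 0.21, p = 0.161). Electron transport chain genes were higher in 44 of 52 (median 0.06, adjusted p = 0.00242, adjusted p = 0.696 with an estimated correlation), with NDUFS1, a subunit of complex I, at 0.24 (p = 0.0847). Nuclear pore genes were higher in 19 of 22 (median 0.10, adjusted p = 0.00138, adjusted p = 0.440 with an estimated correlation). Over the same weeks natural killer genes were higher in 21 of 23 cases (adjusted p = 0.000949, adjusted p = 0.542 with an estimated correlation) and T cell genes in 19 of 24 (adjusted p = 0.0346, adjusted p = 0.625 with an estimated correlation). Neutrophil genes were lower in 26 of 27 (adjusted p = 0.000127, adjusted p = 0.542 with an estimated correlation) and immature neutrophil granule genes in 16 of 18 (adjusted p = 0.000949, adjusted p = 0.481 with an estimated correlation). With blood cell scores as covariates the spliceosome (adjusted p = 0.118), cholesterol (adjusted p = 0.449) and electron transport (adjusted p = 0.603) lists were no longer called. Leaving out 1 patient took the mean change from 0.07 to 0.04 for the spliceosome, from 0.10 to 0.05 for cholesterol synthesis, from 0.07 to 0.03 for electron transport, from 0.10 to 0.06 for the nuclear pore, from 0.17 to 0.08 for natural killer, from 0.09 to 0.05 for T cell, from -0.14 to -0.07 for neutrophil and from -0.23 to -0.14 for immature neutrophil genes.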

The GSEA analysis shows that cell cycle and DNA damage-related pathways are mostly upregulated in IBS patients after 10-weeks of RR-MBI (S2 Fig).

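Mitotic and DNA repair genes were higher after the intervention in IBS. Of 41 mitotic cell cycle genes, 40 were higher at week 10 and 1 lower (median log2 fold change 0.27, camera adjusted p = 2.01e-11, adjusted p = 0.440 with an estimated correlation). CCNA2, the cyclin of S phase and mitotic entry, was higher by 0.32 (standard error 0.12, p = 0.0146) and in 10 of 14 patients. AURKA, a kinase of the spindle poles, and NUSAP1, a spindle protein, had log2 fold changes of 0.39 (p = 0.0674) and 0.47 (p = 0.0848). Of 49 genes of DNA damage and repair, 48 were higher and 1 lower (median 0.10, adjusted p = 4.59e-07, adjusted p = 0.440 with an estimated correlation). RFC5, a clamp loader subunit, was higher by 0.30 (standard error 0.14, p = 0.0393) and MNAT1, a subunit of the repair and transcription factor TFIIH, by 0.24 (p = 0.0398). Cell cycle regulators were higher in 30 of 37 cases (median 0.11, adjusted p = 0.00242, adjusted p = 0.440 with an estimated correlation), while CDKN2D, an inhibitor of the cyclin D kinases, had a log2 fold change of -0.25 (p = 0.0187). Adjusted over the list alone, 0 genes of these lists passed by limma and 0 over all genes tested, with 1 mitotic and 2 repair genes higher at an unadjusted p under 0.05. With 1 patient left out the mean change of the mitotic list was 0.08 in place of 0.28, that of the repair list 0.08 in place of 0.13 and that of the regulators 0.06 in place of 0.09, and with blood cell scores as covariates the regulators were not called (adjusted p = 0.118). From its own gene set enrichment analysis, the paper concludes that cell cycle and DNA damage pathways mostly go up in IBS over the RR-MBI.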

#### Genomic alterations induced by the RR-MBI in IBD patients

The RR-MBI resulted in significant differential expression of 1,059 transcripts in IBD patients. 

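In IBD, GOSR1, a SNARE protein of Golgi transport, had a log2 fold change of -0.40 (standard error 0.11, p = 0.000937) at week 10 and was lower in 15 of 19 patients. SSH1, a phosphatase that activates the actin-severing protein cofilin, had one of -0.46 (standard error 0.14, p = 0.00208) and was lower in 16 of 19. TFCP2, a transcription factor, was at -0.50 (standard error 0.15, p = 0.00189) and GALK2, a sugar kinase, at -0.29 (standard error 0.08, p = 0.00105). NCBP3, a protein bound to the caps of messenger RNA, was lower in 18 of 19 patients (log2 fold change -0.31, standard error 0.10), and with array weights the change was -0.26, under the fold threshold. ANLN, the scaffold protein anillin that dividing cells need for cytokinesis, went from 3.14 ± 0.23 (SD, n = 19) to 2.85 ± 0.19 (log2 fold change -0.29, standard error 0.07, p = 0.000225), which is below the filter level of 3.32 and so close to background. Genes that went up included ENHO, the precursor of the peptide adropin, by 0.47 (standard error 0.14, p = 0.0016, 16 of 19 patients higher), and FGFR3, a growth factor receptor, by 0.29 (standard error 0.09, p = 0.00178, 16 of 19). The means of FGFR3 were also near that level, as were those of GALK2 (3.89 at baseline and 3.60 at week 10). At the study's threshold were 730 probe sets of 561 named genes, with a median absolute log2 fold change of 0.32 and 0 beyond 2-fold. With the patient as a block the count was 1392, of 1011 named genes. At an adjusted p under 0.05 limma called 0 probe sets (2246 at an unadjusted p under 0.05, lowest adjusted p = 0.910), limma with the block 0 (4521, lowest adjusted p = 0.214), and both forms of the t-test 0. Without the patient of the baseline array of outlying RNA quality 614 were at the study's threshold, and FGFR3 differed by 0.22, under the fold threshold.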

Around 73% of these genes were downregulated. 

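Of the 730 probe sets at the study's threshold in IBD, 554 (75.9%) were lower at week 10 and 176 higher, whereas at an unadjusted p under 0.05 without the fold threshold 926 were lower and 1320 higher. Genes of mature and immature neutrophils were mostly lower as well. Of 27 neutrophil genes, 23 were lower (median log2 fold change -0.06, camera adjusted p = 0.002, adjusted p = 0.534 with an estimated correlation). CYP4F3, which inactivates leukotriene B4, was at -0.37 (standard error 0.17, p = 0.039). Granule genes of immature neutrophils were lower in 17 of 18 cases (median -0.17, adjusted p = 0.0022, adjusted p = 0.532 with an estimated correlation). Nuclear pore genes were lower in 16 of 22 (median -0.08, adjusted p = 0.00733, adjusted p = 0.532 with an estimated correlation), NUP153 by a log2 fold change of -0.34 (p = 0.0138). Against this trend, cytosolic ribosomal proteins were higher in 43 of 44 cases (median 0.07, adjusted p = 6.13e-05) and electron transport chain genes in 45 of 52 (median 0.10, adjusted p = 0.00131), each with adjusted p = 0.532 with an estimated correlation. Platelet genes were lower in 21 of 28 (median -0.06, adjusted p = 0.0183, adjusted p = 0.618 with an estimated correlation). Among the lists not called were erythroid (11 of 26 higher, adjusted p = 0.309), spliceosome (28 of 56 higher, adjusted p = 0.224) and cholesterol biosynthesis (9 of 17 higher, adjusted p = 0.623). With 1 patient left out the mean change was -0.04 in place of -0.09 for neutrophil genes and -0.04 in place of -0.07 for the nuclear pore. With the RNA quality measures as covariates the share of lower probe sets was 60.8%, and the electron transport list was no longer called (adjusted p = 0.115).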

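COPA, a coat protein of Golgi vesicles, and GOSR1 changed differently in the diseases, with differences of the log2 fold changes, IBD minus IBS, of -0.52 (standard error 0.13, p = 0.000285) and -0.69 (standard error 0.18, p = 0.00032). BIVM differed by -0.70 (standard error 0.21, p = 0.00105), and EPG5, which acts in autophagy, by -0.70 (standard error 0.21, p = 0.00131). The opposite held for MAP6, a microtubule stabilizer, at 0.43 (standard error 0.11, p = 0.000345), and TNFSF11 at 0.44 (standard error 0.12, p = 0.000666), both with means close to background. Mitotic genes had a lower change in IBD than in IBS in 39 of 41 cases (median difference -0.33, camera adjusted p = 7.64e-11), as did 39 of 49 DNA repair genes (median -0.19, adjusted p = 1.09e-07), and both had adjusted p = 0.349 with an estimated correlation. With 1 IBS patient left out, the mean change of the mitotic list in IBS was 0.08 in place of 0.28, so much of its difference rests on that patient. The platelet list did not pass (22 of 28 higher, adjusted p = 0.0894), and with the patient as a block it did (adjusted p = 0.0288, and 0.776 with an estimated correlation), as it did without the patient of the array of lowest correlation (adjusted p = 0.0429). Over all probe sets, 2112 differed in their change between the diseases at the study's threshold, 1293 higher and 819 lower in IBD, and 4112 with the patient as a block, where 1916 were higher and 2196 lower (2740 and 2476 at an unadjusted p under 0.05 alone). At an adjusted p under 0.05 limma called 0 probe sets with or without the block (2641 and 5216 at an unadjusted p under 0.05). Without the IBS patient of the array of lowest correlation 1168 were at the study's threshold, and with the block 2729, 1346 higher and 1383 lower. The IBD group was the larger one, and 14 of its 19 patients drawn at random 100 times gave a median of 963.5 probe sets at the study's threshold (lowest 112, highest 5437), with 5 draws at or below the IBS count, and with the block a median of 1815 (lowest 359, highest 7291), with 11 draws at or below it.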

The number of transcripts with altered expression following the RR-MBI in IBD was much higher (1059) than in IBS (191). A heatmap of selected genes altered by the RR-MBI is shown in Fig 7A, revealing a clear distinction between the subjects before and after the RR-MBI. Among the genes that were reduced in expression upon completion of the RR-MBI, there are several genes which have been directly implicated in inflammatory processes that play a critical role in IBD, particularly several genes involved in interferon regulation and signaling. For example, cortactin (CTTN, Fig 7A), an actin-binding protein, is required for endothelial barrier functions, vascular permeability, neutrophil recruitment, and leukocyte adhesion and extravasation during inflammation [44]. 

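CTTN (227473_PM_at), which encodes cortactin, was at 7.35 ± 0.91 (SD, n = 19) in IBD at baseline and at 7.10 ± 0.68 at week 10, a log2 fold change of -0.25 (standard error 0.25, p = 0.318), and was lower in 13 of 19 patients. A second bright CTTN probe set, 201059_PM_at, had a log2 fold change of -0.24 (standard error 0.19, p = 0.209). The difference between the IBD change and the IBS change of CTTN was 0.24 (standard error 0.36, p = 0.51). Without the patient whose baseline array stood apart in RNA quality, the log2 fold change of CTTN in IBD was -0.47 (p = 0.0233), at the study's threshold.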

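RAB11A (200863_PM_s_at), a small GTPase of recycling endosomes, was at 10.64 ± 0.27 (SD, n = 19) in IBD at baseline and at 10.61 ± 0.20 at week 10, with a log2 fold change of -0.03 (standard error 0.08, p = 0.735) and 10 of 19 patients lower. A further RAB11A probe set, 200864_PM_s_at, had a log2 fold change of -0.44 (p = 0.0651, and 0.0533 with the patient as a block). The probe set 234998_PM_at of RAB11A had one of -0.12 (p = 0.245, and 0.0926 with the block). Toll-like and IL-1 receptor signalling genes were lower at week 10 in 21 of 30 cases (median -0.06, camera adjusted p = 0.00131, adjusted p = 0.355 with an estimated correlation). TIRAP, an adaptor that TLR4 uses at the membrane, had a log2 fold change of -0.29 (standard error 0.12, p = 0.0168), and IL1RAP, the shared subunit of the IL-1 receptors, one of -0.49 (standard error 0.24, p = 0.0452). IL1R1, the signalling IL-1 receptor, was at -0.41 (p = 0.0832) and IRAK2, a kinase of the same pathway, at -0.30 (p = 0.0821), and with the patient as a block both were at the study's threshold (p = 0.0344 and p = 0.0229). TIRAP and IL1RAP were the 2 members at the study's threshold, while 0 passed by limma over all genes tested or adjusted over the list alone.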

The GTPase RAB11A (Fig 7A) is involved in recruitment of TLR4 to phagosomes and IRF3 signaling, both of which are key events in the innate immune response and host defenses against bacterial infection and are highly relevant for IBD [45]. 

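EDEM1 (203279_PM_at), a lectin that hands misfolded glycoproteins to degradation, was at 8.40 ± 0.54 (SD, n = 19) in IBD at baseline and at 8.24 ± 0.45 at week 10, a log2 fold change of -0.16 (standard error 0.16, p = 0.306), with 12 of 19 patients lower. EDEM3 (220926_PM_s_at), which trims mannose from such glycoproteins, went from 7.03 ± 0.99 to 6.60 ± 0.58, a log2 fold change of -0.43 (standard error 0.25, p = 0.0946), with 13 of 19 patients lower. A further EDEM3 probe set, 223243_PM_s_at, had a log2 fold change of -0.31 (p = 0.0728), and with the patient as a block it was at the study's threshold (p = 0.0196). The EDEM1 probe set 230659_PM_at was at -0.44 (p = 0.225, and 0.2 with the block). With the patient as a block neither main probe set was at the study's threshold (EDEM1 p = 0.213, EDEM3 p = 0.0799).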

Several endoplasmic reticulum (ER) stress markers involved in the unfolding protein response, such as EDEM1 and EDEM3 (Fig 7A), are reduced upon completing the RR-MBI. This suggests that the RR-MBI reduces ER-associated degradation (ERAD) activity. 

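Of 34 other genes of endoplasmic reticulum stress and ERAD, 24 were lower at week 10 in IBD and 10 higher (median log2 fold change -0.07, camera adjusted p = 0.00245, adjusted p = 0.199 with an estimated correlation). ERN1, the stress sensor IRE1, was lower with a log2 fold change of -0.41 (standard error 0.16, p = 0.0173). EIF2AK3, the sensor PERK, was at -0.32 (standard error 0.17, p = 0.0743), and with the patient as a block it was at the study's threshold (p = 0.0367). UGGT1, which senses the folding of glycoproteins, was at -0.17 (p = 0.0413), under the fold threshold. The change of this list differed between the diseases, with 24 of 34 genes lower in IBD relative to IBS (adjusted p = 0.00738, adjusted p = 0.349 with an estimated correlation). Over all genes tested 0 passed by limma, and 0 adjusted over the list alone, with 2 lower at an unadjusted p under 0.05. A permutation of the visits within patients called 0 of the 30 lists in IBD (lowest adjusted p = 0.241). From the lower expression of EDEM1 and EDEM3, the paper proposes that the RR-MBI lowers ERAD activity.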

Interestingly, upregulation of markers of ERAD activity such as EDEM1 has been observed in actively inflamed IBD [46].

**Fig 7:**
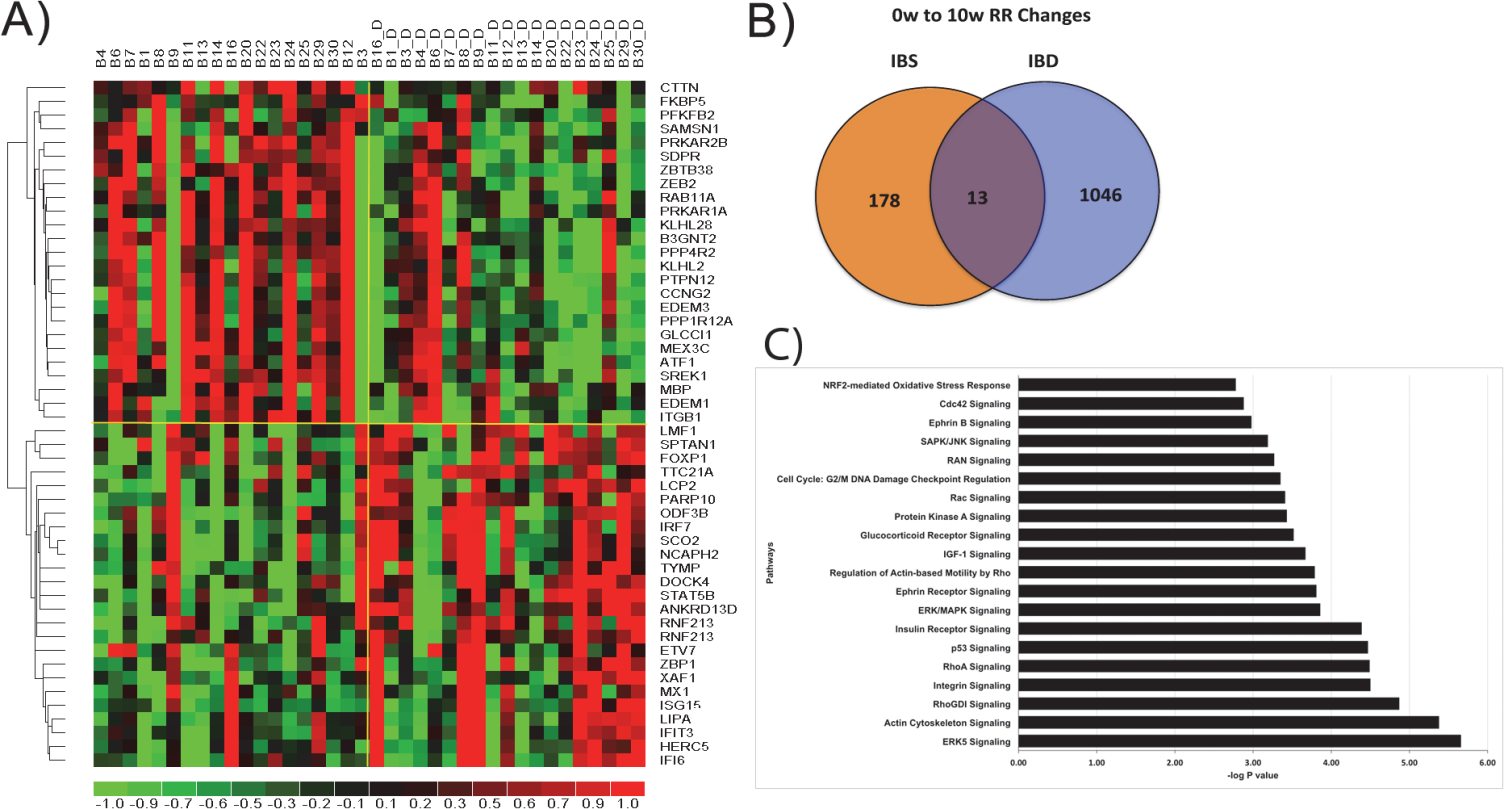
Transcriptional changes and pathways modulated pre- to post-RR-MBI among IBD patients. A) Heatmap of selected differently expressed genes identified by comparing pre- to post-mind body intervention transcriptional profiles of **IBD** patients. Gene expression is shown with a pseudocolor scale (-1 to 1) with red color denoting increased fold change in gene expression and green color denoting decrease. The rows represent the genes and columns represent individual subjects in **IBD** group. B) Venn Diagram depicting common genes between **IBS** and **IBD**. Only 13 genes were commonly altered between IBS and IBD. **C)** Top pathways significantly affected by differentially expressed genes in **IBD** group. The statistical significance of effect on pathways was calculated using Fisher’s Exact Test. The pathways with P value <. 05 were considered significantly effected. Each bar represents a significantly enriched pathway. The p value is depicted as —log10 (p value) on the x-axis.

Among the genes that are upregulated in response to the RR-MBI in IBD patients is a key transcriptional regulator for generating quiescent naïve T cells, FOXP1 [47] (Fig 7A). Reduced FOXP1 expression leads to T cell proliferation and activation which is directly involved in immune response and inflammation linked to IBD. Thus, it appears that RR-MBI-mediated upregulation of FOXP1 may reduce T cell activation and potentially attenuate inflammation. Similarly, enhanced expression of IRF7 (Fig 7A), a transcriptional regulator of interferon expression, in response to the RR-MBI may limit the inflammatory sequelae of IBD [48]. 

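FOXP1 (223287_PM_s_at), a transcription factor that keeps T cells quiescent, was at 10.55 ± 0.27 (SD, n = 19) in IBD at baseline and at 10.61 ± 0.30 at week 10, a log2 fold change of 0.07 (standard error 0.09, p = 0.461), with 13 of 19 patients higher. Markers of T cells were higher at week 10 in 18 of 24 cases (median 0.10, camera adjusted p = 0.182), which did not pass the test. CD3D, a chain of the T cell receptor complex, had a log2 fold change of 0.20 (standard error 0.16, p = 0.212), ZAP70, the kinase that this receptor activates, one of 0.23 (standard error 0.17, p = 0.199), and CD5, which dampens T cell receptor signals, one of 0.20 (p = 0.227). By limma 0 T cell genes passed over all genes tested and 0 adjusted over the list alone, and 0 were at an unadjusted p under 0.05.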

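IRF7 (208436_PM_s_at), the master regulator of type I interferon production, went from 7.63 ± 0.65 (SD, n = 19) at baseline to 7.90 ± 0.84 at week 10 in IBD, a log2 fold change of 0.27 (standard error 0.23, p = 0.256), with 13 of 19 patients higher. IRF9, the regulator that binds interferon-stimulated promoters with STAT proteins, had a log2 fold change of 0.02 (p = 0.839). IFIT1, an antiviral protein induced by interferon, was at 0.10 (p = 0.758). IRF9 and IFIT1 were chosen as examples after their values were seen.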

Another upregulated gene of interest is STAT5B (Fig 7A). 

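STAT5B (212549_PM_at), which relays cytokine signals such as those of IL-2, was at 9.92 ± 0.26 (SD, n = 19) in IBD at baseline and at 9.80 ± 0.20 at week 10. Its log2 fold change was -0.12 (standard error 0.08, p = 0.123 from limma), with 12 of 19 patients lower and 7 higher. Of 4 further STAT5B probe sets, 1555086_PM_at and 1555088_PM_x_at were higher at week 10, with log2 fold changes of 0.21 (p = 0.361) and 0.13 (p = 0.557), and 2 were lower. The difference between the IBD change and the IBS change of STAT5B was -0.10 (standard error 0.14, p = 0.499).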

STAT5B expression is reduced in the colon of Crohn’s disease patients and STAT5B deficient mice are more susceptible to colitis [49]. STAT5B has been postulated to reduce inflammation and to play a protective role in inflammation. STAT5B activation increases the suppressor function of regulatory T cells (Tregs) while inhibiting effector T cells (Teffs); furthermore, a reduction in Tregs has been observed in IBD [50]. Thus, the increase in STAT5B expression in response to the RR-MBI in IBD patients may reduce inflammatory processes and enhance Treg function in IBD. MX1 (Fig 7A) is also upregulated by the RR-MBI in IBD patients. 

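MX1 (202086_PM_at), an antiviral GTPase induced by interferon, was at 9.50 ± 0.68 (SD, n = 19) in IBD at baseline and at 9.76 ± 1.02 at week 10, a log2 fold change of 0.26 (standard error 0.27, p = 0.335), with 11 of 19 patients higher. Of 38 other genes induced by type I interferon, 31 were higher at week 10 in IBD and 7 lower (median 0.12, camera adjusted p = 0.0462, adjusted p = 0.742 with an estimated correlation). BST2, the antiviral protein tetherin, had a log2 fold change of 0.33 (standard error 0.19, p = 0.0942) and IFI35 one of 0.28 (p = 0.103), and with the patient as a block both were at the study's threshold (p = 0.0404 and p = 0.0346). LY6E, a membrane protein induced by interferon, was at 0.49 (standard error 0.30, p = 0.107). By limma 0 members passed over all genes tested, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The mean of the list was higher in 9 of 19 patients, and its change was 0.13, or 0.04 with 1 patient left out. With RNA quality measures as covariates the list was no longer called (adjusted p = 0.273).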

MX1 downregulation has been shown to lead to increased cytokine and chemokine production concomitant with recruitment of monocytes and granulocytes and an increase in inflammation [51].

Comparing the differentially-expressed genes in the two patient groups demonstrated that 13 transcripts were affected by the RR-MBI in both IBS and IBD patients, as shown in the Venn diagram in Fig 7B. 

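PANK3, a kinase of coenzyme A synthesis, was higher at week 10 in IBS by 0.27 (standard error 0.13, p = 0.0463), whereas in IBD its log2 fold change was -0.28 (standard error 0.12, p = 0.0266). FBXO5, which holds back the anaphase-promoting complex, was higher in IBS by 0.53 (standard error 0.26, p = 0.0493), with -0.38 in IBD (standard error 0.17, p = 0.0278). These genes and 3 probe sets without a gene name were the 5 at the study's threshold in both diseases, all with opposite directions, where independent lists of these sizes share 3.34. With the patient as a block 26 were shared (independent lists 23.2), of which 21 went in opposite directions and 5 were lower in both. Named among those 5 were CTDSPL, SPP1, which encodes osteopontin, TNFSF4, the ligand of the T cell receptor OX40, and DAAM2, a formin, while GOSR1, SMAD1, which relays BMP signals, and SOCS5, a suppressor of cytokine signals, went in opposite directions. The genes named here were chosen after their values were seen. The unpaired t-test gave 2 shared probe sets and the paired t-test 13, 3 in the same direction and 10 in opposite ones (independent lists 9.53). Across the probe sets tested the log2 fold changes of the diseases correlated at r = -0.277 (Spearman -0.273), and genes are not independent replicates. In 24 of 100 random swaps of the visits within patients, the real visits included, the correlation was as far from 0.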

The list of 13 genes affected in common (S3 Table) includes genes already linked with IBD (e.g., FKBP5, ITGB3).

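FKBP5 (224840_PM_at), a co-chaperone that glucocorticoids induce, went from 10.58 ± 0.63 (SD, n = 19) to 10.16 ± 0.48 in IBD, a log2 fold change of -0.42 (standard error 0.18, p = 0.0232), and in IBS its log2 fold change was -0.03 (p = 0.814). The difference between these changes was -0.38 (p = 0.113), at the study's threshold with the patient as a block (p = 0.0349). A further FKBP5 probe set, 204560_PM_at, had a log2 fold change of -0.36 in IBS (p = 0.0145), at the threshold, and of -0.44 in IBD (p = 0.159). ITGB3 (204627_PM_s_at), the beta chain of the platelet fibrinogen receptor, had log2 fold changes of -0.20 in IBD (p = 0.315) and -0.23 in IBS (p = 0.268). With the patient as a block these had p = 0.059 and p = 0.0565. Of the ITGB3 probe sets, only 204628_PM_s_at in IBS (-0.39, p = 0.004) and only 215240_PM_at in IBD (-0.30, p = 0.0191) were at the study's threshold with the block. CTTN was at the study's threshold in IBS, with a log2 fold change of -0.49 (standard error 0.24, p = 0.0476) and 11 of 14 patients lower, and this call was lost without the patient of the array of lowest correlation (-0.42, p = 0.105), in the unpaired t-test (p = 0.0614), with centred arrays (p = 0.0503), with array weights (-0.29, p = 0.203) and with cell scores (-0.25, p = 0.302). At its brightest probe set CTDSPL had log2 fold changes of -0.42 in IBS (p = 0.0178, and with cell scores -0.20, p = 0.056) and -0.28 in IBD (p = 0.172, and with the patient as a block p = 0.02, at the study's threshold). The other 8 genes of S3 Table, among them the platelet genes TUBB1, CLU and CAVIN2 and the red cell genes TAL1 and TRIM58, did not reach the threshold in either disease at their brightest probe set. Of the 12 genes of S3 Table, 11 were lower and 1 higher in IBS with 2 at the threshold, and 10 were lower and 2 higher in IBD with 1 at the threshold. With the patient as a block 6 were at the threshold in IBS, among them FRMD4A (p = 0.0128), SH3BGRL2 (p = 0.0155), CLU (p = 0.0173) and TRIM58 (p = 0.0188), and 2 in IBD. Counted at any of its probe sets, 3 genes were at the threshold in IBS and 1 in IBD, and with the block 12 and 3. The study chose these genes on the same arrays, so their shared direction is not independent evidence.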

Gene ontology (GO) enrichment analysis with DAVID identified ATP nucleotide binding, cellular processes, cell death/apoptosis, immune system processes, immune cell activation, regulation of immune system, kinase activity, glucose metabolism, and stress response as GO categories with highly significant overrepresentation of differentially expressed genes (Table 4). 

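B cell markers were higher in IBD at week 10 in 16 of 19 cases (median log2 fold change 0.12, camera adjusted p = 0.182), and with the patient as a block the list was called (adjusted p = 0.0142, and 0.546 with an estimated correlation). The mean of the B cell list was higher by 0.11, and by 0.06 with 1 patient left out. CD79B, a signalling chain of the B cell receptor, had a log2 fold change of 0.37 (standard error 0.20, p = 0.0774) and was at the study's threshold with the block (p = 0.00364). Natural killer and cytotoxic genes were lower in 19 of 23 cases (median -0.14, adjusted p = 0.00374, adjusted p = 0.534 with an estimated correlation). KLRD1, the receptor CD94, had a log2 fold change of -0.34 (standard error 0.21, p = 0.121) and NCAM1, the marker CD56, one of -0.36 (standard error 0.24, p = 0.135), both at the study's threshold with the block (p = 0.00122 and p = 0.0317). Targets of NF-κB did not move together, with 15 of 32 higher and 17 lower (adjusted p = 0.623). TNFAIP3, the deubiquitinase A20 that restrains NF-κB, had a log2 fold change of -0.22 (standard error 0.10, p = 0.0361), and NFKB2 and NFKBIE, which belong to the pathway itself, log2 fold changes of 0.20 (p = 0.155) and 0.20 (p = 0.0711). Monocyte markers (9 of 15 higher, adjusted p = 0.853), eosinophil and basophil markers (6 of 13 higher, adjusted p = 0.229) and immediate early genes (7 of 18 higher, adjusted p = 0.353) did not pass either. In these lists 0 genes passed by limma over all genes tested and 0 adjusted over the list alone, with 0 natural killer genes at an unadjusted p under 0.05.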

Most interestingly in the context of IBD and the RR-MBI, leukocyte, T cell and B cell activation, as well as NF-κB regulation, immune and defense responses and cellular response to stress were significantly affected biological processes. 

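Mitotic cell cycle genes were lower at week 10 in IBD in 29 of 41 cases and higher in 12 (median log2 fold change -0.07, camera adjusted p = 0.002, adjusted p = 0.532 with an estimated correlation). KIF11, a motor of the mitotic spindle, had a log2 fold change of -0.30 (standard error 0.16, p = 0.0745) and CCNB2, a mitotic cyclin, one of -0.33 (standard error 0.20, p = 0.115), and with the patient as a block both were at the study's threshold (p = 0.0293 and p = 0.0309). CENPE, a kinetochore motor, was at -0.20 (p = 0.0592). DNA damage and repair genes were lower in 34 of 49 cases (median -0.07, adjusted p = 0.00103, adjusted p = 0.371 with an estimated correlation). PRKDC, the kinase that holds broken DNA ends, had a log2 fold change of -0.34 (standard error 0.14, p = 0.0175), and RAD23B, which recognizes damage for excision repair, one of -0.28 (standard error 0.13, p = 0.0335). Cell cycle regulators were lower in 22 of 37 (median -0.02, adjusted p = 0.0462, adjusted p = 0.532 with an estimated correlation). That list was no longer called with the patient as a block (adjusted p = 0.0631), without the patient of the array of outlying RNA quality (adjusted p = 0.0595) or with the RNA quality measures as covariates (adjusted p = 0.0745), and its mean change of -0.05 was -0.03 with 1 patient left out. Adjusted over the list alone, 0 mitotic or repair genes passed by limma and 0 over all genes tested, with 3 repair genes lower at an unadjusted p under 0.05.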

Unlike the IBS group, genes with significant changes in expression in the IBD group were not linked to cell cycle and cellular movement related processes.

**Table 4:** Gene-Ontology (GO) enrichment analysis of genes altered in IBD patients after the RR-MBI.

Major GO Cluster	Enrichment Score	Selected Processes	P value
**IBD**			
**ATP and Nucleotide Binding**	5.99		
		Nucleotide binding	1.45E-08
		ATP binding	5.52E-07
		Protein serine/threonine kinase activity	2.44E-06
**Protein transport**	5.46		
**Cellular process**	4.42		
		Primary metabolic process	2.39E-07
		Nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	4.73E-04
**Negative regulation of cellular process**	4.25	Negative regulation of transcription	2.45e-05
** Cell death/apoptosis**	3.66		
		Regulation of apoptosis	7.93E-06
		Regulation of programmed cell death	1.07E-05
		Induction of apoptosis	0.037
		Induction of programmed cell death	0.038
**Macromolecule catabolic process**	2.88		
		Cellular protein catabolic process	1.31E-04
		Ubiquitin-dependent protein catabolic process	2.84E-04
		Protein ubiquitination	0.005
**Regulation of kinase activity**	2.71		
		Regulation of protein kinase activity	0.003
		Regulation of MAP kinase activity	0.019
**Nucleoside-triphosphatase activity**	2.55		
		ATPase activity	0.050
**Immune system process**	2.42		
		Regulation of immune system process	5.25E-05
		Regulation of myeloid cell differentiation	1.19E-04
**Immune cell activation**	2.39		
		Leukocyte activation	4.44E-05
		T cell activation	0.019
		B cell activation	0.030
**Vesicle-mediated transport**	2.24		
		Vesicle-mediated transport	8.12E-05
**Regulation of binding**	2.2		
		Positive regulation of binding	0.001
		Positive regulation of NF-κB transcription factor activity	0.010
**Regulation of immune system process**	2		
		Positive regulation of immune response	0.010
		Positive regulation of defense response	0.024
**Glucose metabolism**	2		
		Energy reserve metabolic process	0.004
		Glucose metabolic process	0.016
**Stress response**	1.97		
		Cellular response to stress	0.002
		Response to stress	0.010

The enrichment score for each biological group indicates its importance (enrichment) and was calculated by taking the geometric mean of enrichment p-values (EASE scores) for each GO term associated with the gene members in the group. An enrichment score of 2 is equivalent to a non-log p-value of 0.01.

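Genes that glucocorticoids induce were lower at week 10 in IBD in 20 of 24 cases and higher in 4, without FKBP5 in the list (median log2 fold change -0.18, camera adjusted p = 4.23e-05, adjusted p = 0.199 with an estimated correlation). GADD45A, a stress-induced growth arrest gene, had a log2 fold change of -0.50 (standard error 0.18, p = 0.00863) and was lower in 15 of 19 patients. ADORA3 was at -0.46 (standard error 0.24, p = 0.0655) and CRISPLD2 at -0.39 (standard error 0.19, p = 0.0509), and with the patient as a block both were at the study's threshold (p = 0.00851 and p = 0.0115). The mean of this list was lower in 14 of 19 patients. Insulin signalling genes were lower in 24 of 32 cases (median -0.08, adjusted p = 0.000968, adjusted p = 0.199 with an estimated correlation), and the mean of the list was lower in 15 of 19 patients. IRS1, the insulin receptor substrate, had a log2 fold change of -0.37 (standard error 0.15, p = 0.022) and GSK3B, the glycogen synthase kinase, one of -0.31 (standard error 0.15, p = 0.0491). The MAP kinase cascade did not pass, with 13 of 28 genes higher and 15 lower (adjusted p = 0.262, and 0.0472 with the mean of all probe sets of a gene), RPS6KA3, a kinase activated by ERK, being at -0.15 (p = 0.0326). The NRF2 oxidative stress list was lower in 15 of 23 cases (adjusted p = 0.0828), and was called with the patient as a block (adjusted p = 0.0355, and 0.428 with an estimated correlation) and without the patient of the array of outlying RNA quality (adjusted p = 0.00704), with TXNRD1, a thioredoxin reductase, at -0.31 (p = 0.0174). The mean of the NRF2 list had a change of -0.05, and of -0.03 with 1 patient left out. In the glucocorticoid and insulin lists 0 genes passed by limma over all genes tested and 0 adjusted over the list alone, with 2 lower in each at an unadjusted p under 0.05.

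**Figure D2:**
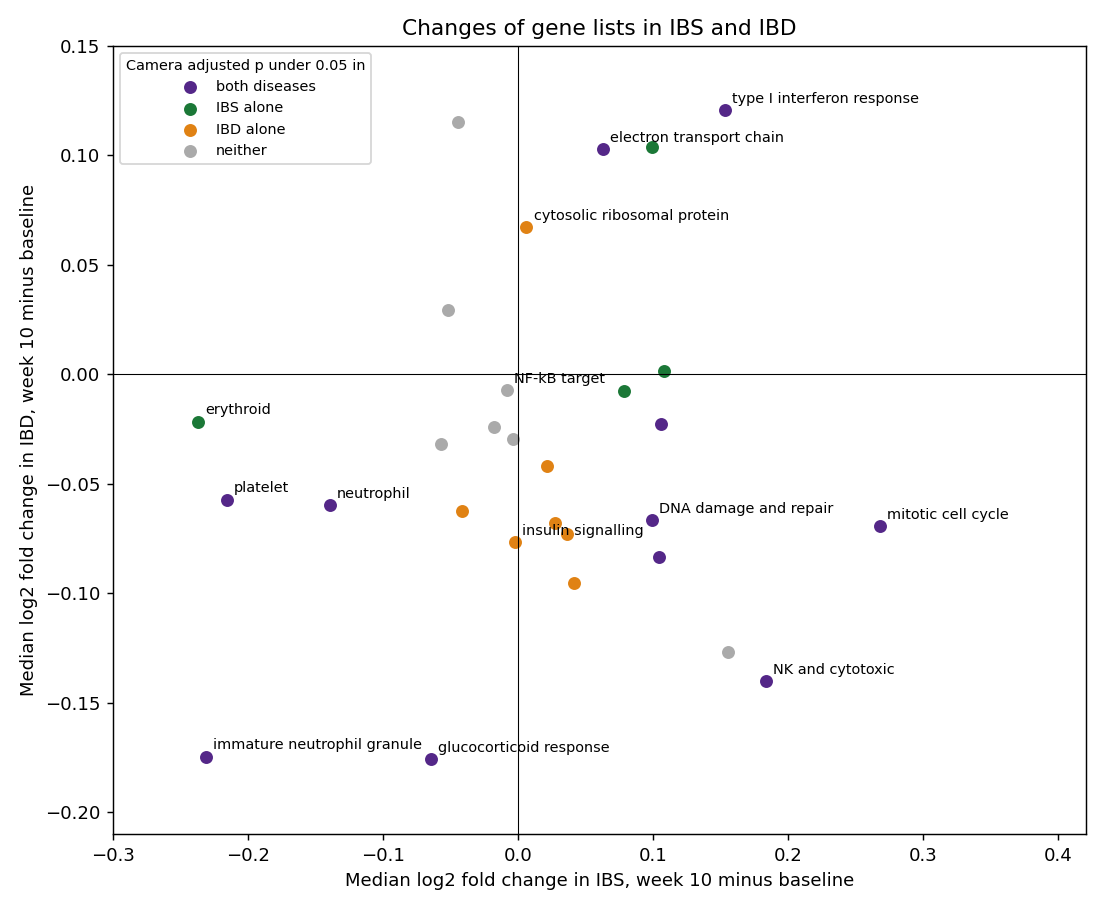
Each point is 1 of 29 gene lists, placed by the median log2 fold change of its genes, week 10 minus baseline, in 14 IBS patients (x axis) and 19 IBD patients (y axis). Colours mark camera calls at the preset correlation; the mitotic list lies at 0.27 in IBS and -0.07 in IBD, and the glucocorticoid list at -0.06 and -0.18.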

IPA analysis of the differentially expressed genes in IBD following the RR-MBI revealed significant enrichment for cellular growth and proliferation (e.g., ERK5 Signaling, ERK/MAPK, RhoA, Integrin, P53, Cdc42, and Actin-cytoskeleton signaling), inflammation and stress response (e.g., IGF1 and glucocorticoid receptor signaling, and NRF2-mediated oxidative stress response), as well as insulin-signaling related pathways (Fig 7C).

#### Interactive network analysis of RR-MBI-induced gene expression changes in IBD identifies networks and key nodes related to cell morphology, inflammation and apoptosis

Interactive network analysis with the Ingenuity Knowledge Base (Qiagen) identified >20 significantly (i.e., score >20) altered interactive networks linked to cell morphology and tissue development, apoptosis and inflammation. Networks with related functions were merged to generate an integrated picture of biological relationship for better understanding of the underlying mechanism of changes associated with an RR-MBI. We merged the networks “cell and tissue morphology,” “apoptosis,” “hematological,” and “inflammation” to generate a global overview of the effect of the RR-MBI on IBD (Fig 8). 

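Apoptosis genes were lower at week 10 in IBD in 20 of 32 cases and higher in 12 (median log2 fold change -0.04, camera adjusted p = 0.0422, adjusted p = 0.199 with an estimated correlation). APAF1, the core of the apoptosome that activates caspases, had a log2 fold change of -0.34 (standard error 0.14, p = 0.0177). BCL2L11, the death-promoting protein BIM, was at -0.17 (p = 0.144). Both promote cell death, and APAF1 was the 1 member at the study's threshold. The list was no longer called with the patient as a block (adjusted p = 0.0599), without the patient of the array of outlying RNA quality (adjusted p = 0.0585), with the mean of all probe sets of a gene (adjusted p = 0.101) or with cell scores (adjusted p = 0.0583). Over all genes tested and adjusted over the list alone, limma called 0 apoptosis genes, with 1 lower at an unadjusted p under 0.05. With the block 1100 of the 1392 probe sets at the study's threshold (79.0%) were lower, and at an unadjusted p under 0.05 alone 2244 were lower and 2277 higher.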

The genes altered by the RR-MBI in IBD were mostly (~85%) downregulated, suggesting that the RR-MBI serves to downregulate or inhibit apoptosis and inflammation related processes. On the basis of network analysis, key focus hubs included: UBC, NF-κB, ERK1/2, MAPK8, MAPK, p38 MAPK, MAP3K7 and APP.

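MAP3K7 (206854_PM_s_at), the kinase TAK1 that links Toll-like, IL-1 and TNF receptors to NF-κB and the MAP kinases, went from 7.94 ± 0.48 (SD, n = 19) to 7.61 ± 0.43 in IBD. Its log2 fold change was -0.33 (standard error 0.14, p = 0.0272), at the study's threshold, with 14 of 19 patients lower, and it differed from the change in IBS by -0.52 (p = 0.0189). MAPK8 (226048_PM_at), the stress kinase JNK1, went from 7.58 to 7.37, a log2 fold change of -0.21 (standard error 0.16, p = 0.184), with 13 of 19 patients lower. APP (200602_PM_at), the amyloid precursor protein, had a log2 fold change of -0.21 (standard error 0.11, p = 0.0638) with 14 of 19 patients lower, under the fold threshold. With the patient as a block APP had p = 0.0217 at the same fold change.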

**Fig 8:**
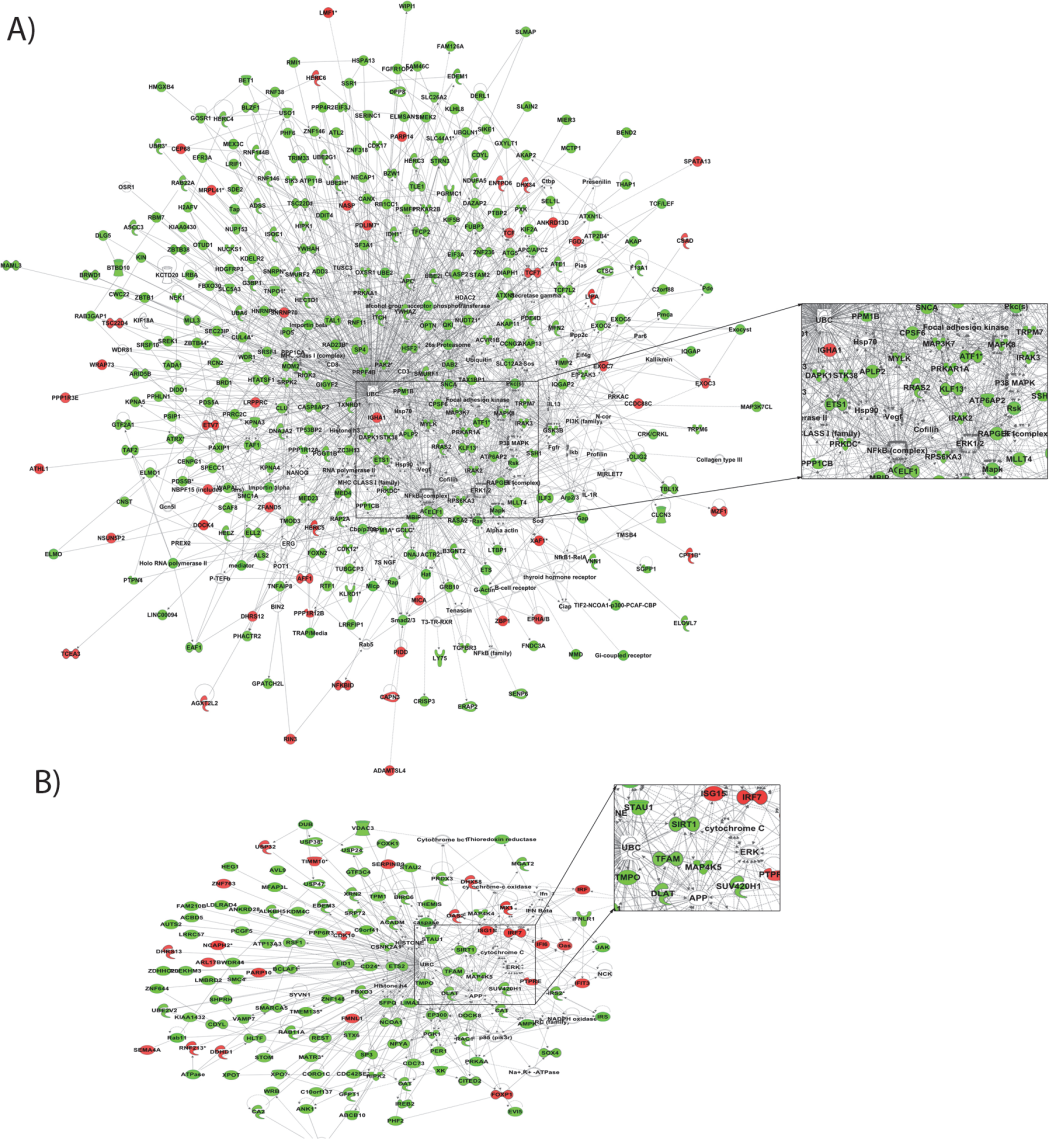
Network representation of the biological functions significantly altered by 8-weeks of RR-MBI in IBD patients. Networks shown: A) Cellular morphology and tissue development related genes with UBC, MAPK8, NF-κB and ERK1/2 as primary regulatory nodes; B) Genes involved in cell death, apoptosis and inflammation with UBC, APP and IRF7 as a critical regulatory node. We used the Ingenuity Pathways Analysis tool (IPA 8.0) to generate the networks of genes altered by RR-MBI in **IBD** patients and merged the major networks with obvious related functions. Each node represents a gene and each edge represent a molecular interaction. The intensity of the node color indicates the degree of upregulation (red) and downregulation (green), while white nodes indicate non-modified genes that may be affected in a non-transcriptional manner.

#### RR-MBI downregulates gene sets related to cell cycle and the immune system in IBD

GSEA analysis identified 60 pathways that were significantly (p<0.005, FDR<0.075) altered following the RR-MBI (S3 Fig). 

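TGF-beta and BMP signalling and hypoxia genes were lower at week 10 in IBD. Of 28 TGF-beta and BMP genes, 17 were lower and 11 higher (median log2 fold change -0.07, camera adjusted p = 0.00966, adjusted p = 0.199 with an estimated correlation). SMURF1, a ubiquitin ligase that removes BMP signalling proteins, had a log2 fold change of -0.33 (standard error 0.12, p = 0.00724), SMAD7, an inhibitor of the pathway, one of -0.42 (standard error 0.20, p = 0.0404), and ACVR1, a BMP receptor, one of -0.29 (standard error 0.12, p = 0.0225). SMURF1 and SMAD7 restrain the pathway, while ACVR1 starts its signal. Hypoxia genes were lower in 19 of 21 cases (median -0.10, adjusted p = 0.000528, adjusted p = 0.218 with an estimated correlation). HK2, hexokinase 2, was lower with a log2 fold change of -0.34 (standard error 0.14, p = 0.0153). VEGFA was at -0.33 (p = 0.127) and DDIT4, an inhibitor of the kinase mTOR, at -0.33 (p = 0.0804), and with the patient as a block both were at the study's threshold (p = 0.0359 and p = 0.0322). Adjusted over the list alone, 0 genes of these lists passed by limma and 0 over all genes tested, with 3 TGF-beta and BMP genes and 1 hypoxia gene lower at an unadjusted p under 0.05.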

The significantly altered pathways include a cluster related to cell cycle (e.g., mitotic cell cycle, G1 phase, G2 phase, G1-G2-M phase, P53 signaling), apoptosis (e.g., apoptosis, BAD pathway), immune system (e.g., TLR, IFN, TNFR1, PPARA, P38MAPK, IL1R pathways), extracellular matrix related pathways (e.g., TGFB and BMP), insulin, and hypoxia. Further to identify the core subset of genes from significantly enriched genesets that is strongly associated with effect of the RR-MBI on IBD, we performed leading edge analysis. As noted above, leading edge analysis identifies a core subset of genes that accounts for the enrichment signal, which can lead to hypotheses about the biological mechanism of the intervention. Leading edge analysis identified multiple cell cycle and apoptosis-related molecules (MAPK1, CCND1, MAP2K1, MAPK8) as associated with the RR-MBI (Fig 9A). All of these molecules were significantly downregulated after the RR-MBI (Fig 9B). Some of these molecules were also identified as key focus molecules related to cell cycle and apoptosis (MAPK, MAPK8, MAP3K7) in the interactive network analysis.

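CCND1 (208712_PM_at), cyclin D1 of the G1 phase, was close to background in IBD blood, at 3.73 at baseline and 3.72 at week 10, with a log2 fold change of -0.01 (standard error 0.10, p = 0.904) and 12 of 19 patients lower. A further CCND1 probe set, 208711_PM_s_at, was higher by 0.12 (p = 0.0558), under the fold threshold. MAP2K1 (202670_PM_at), the kinase MEK1 that activates ERK, had a log2 fold change of -0.23 (standard error 0.18, p = 0.228), with 14 of 19 patients lower. Neither gene, nor MAPK8, was at the study's threshold, and with the patient as a block MAP2K1 had p = 0.0942. Of the 13 genes that the paper's text names for IBD and that were measured, 10 were lower, 3 were higher and 1, MAP3K7, was at the threshold. The study took these genes from the same arrays, so their direction is not independent evidence.

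**Figure D3:**
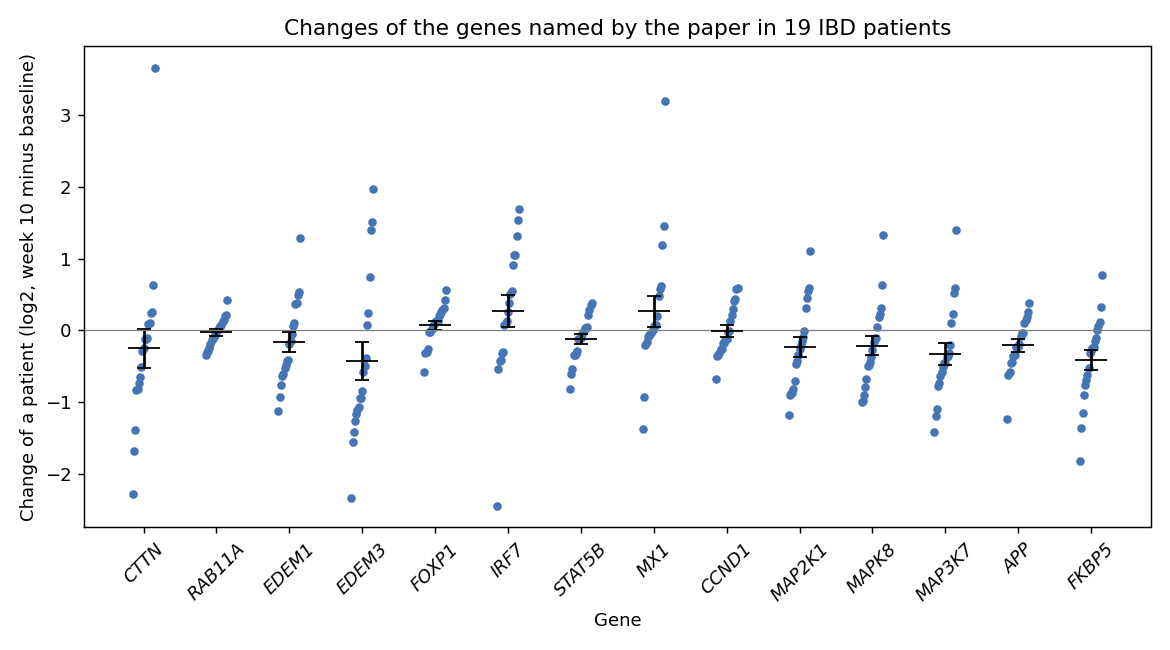
Points are the log2 changes, week 10 minus baseline, of 19 IBD patients for the genes the paper names and FKBP5 (x axis). Horizontal bars are the means and vertical bars their standard errors, with means of -0.33 for MAP3K7, -0.42 for FKBP5 and -0.01 for CCND1.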

**Fig 9:**
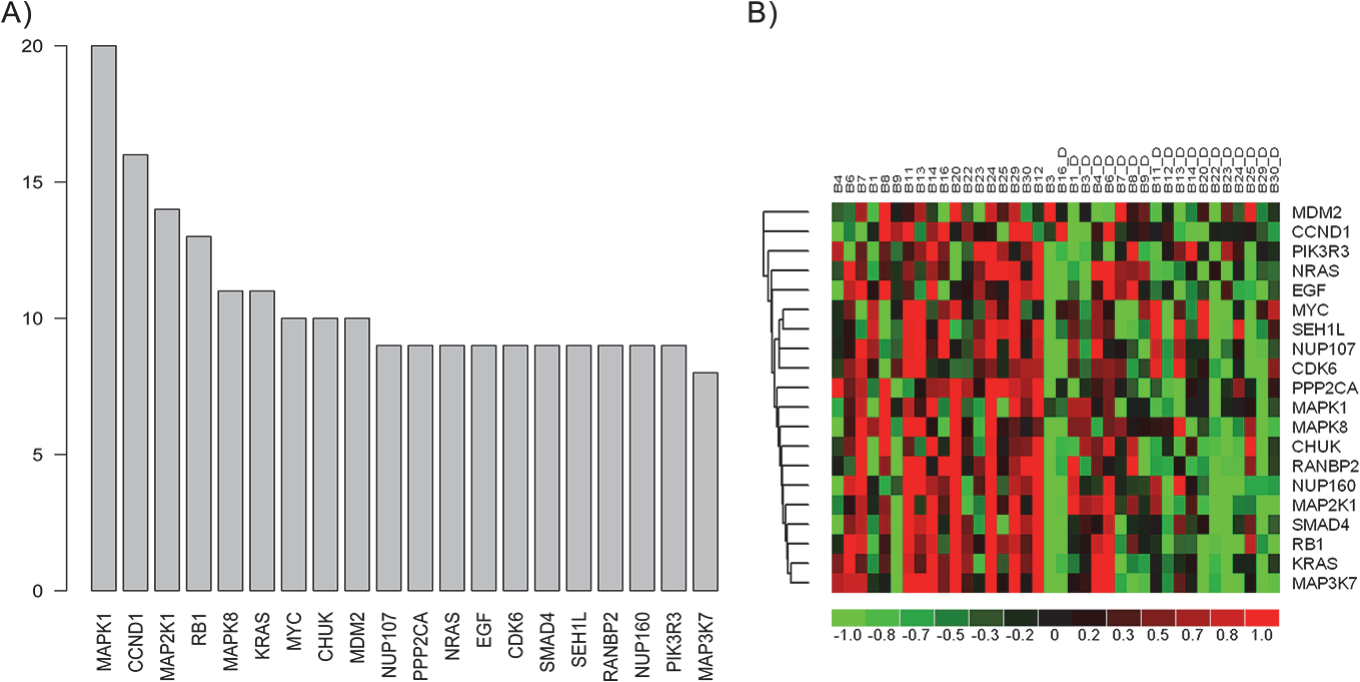
Identification of potential key genes responsible for delivering the beneficial effects of RR-MBI in IBD identified using Gene Set Enrichment Analysis and leading edge analysis. A) Bar graph depicting the abundance of genes in significantly enriched geneset (S2 Fig). B) Heatmap of most abundant genes in **IBD** patients depicting the pattern of downregulation after the RR-MBI.

## Discussion

While genetic predisposition, microbiome, and transcriptional profiling studies in IBS and IBD have indicated a role of oxidative stress related pathways [52–56], little progress has been made exploring the beneficial effects of mind-body interventions (MBIs) in these diseases. Our group has previously shown that regular elicitation of the relaxation response (RR) alters the expression of inflammatory molecules [27,28]. Building on these findings, we performed what we believe to be the first study to determine psychological, inflammatory, and genomic markers of a mind-body intervention in a combined group of patients with IBS and IBD.

In this open, uncontrolled study of an RR-MBI for GI disorders, mixed groups of patients with IBS and IBD jointly participated in a 9-week group intervention. In both IBS and IBD patients, trait anxiety decreased significantly over the course of the intervention; this improvement was maintained during the follow-up period. Pain catastrophizing also decreased significantly in both IBS and IBD patients but, interestingly, the timing was different: Whereas IBD patients had significantly decreased pain catastrophizing at the end of the intervention which was maintained during the follow-up period, IBS patients did not have significantly decreased pain catastrophizing scores until the completion of the follow-up period. There were also improvements in disease-specific measures of both symptom severity (for IBS) and quality of life (for both IBS and IBD). These findings suggest that an RR-MBI can be effective in decreasing distress and improving quality of life in both IBS and IBD.

The combined clinical group exposure to an MBI was a unique way to streamline resources for seemingly disparate clinical populations. Because the financial resources and access to personnel needed to deliver behavioral interventions are often lacking in GI clinics, it is common for these treatments to be unavailable. The group setting allows for more resource-efficient delivery of care to a broader audience of patients with gastrointestinal disorders but, despite the evidence presented here for its value, it continues to be unclear whether it provides the same benefits as individual treatment.

In addition to improvements on self-report measures, our data provide the first evidence that an RR-MBI in IBS and IBD patients is associated with specific gene expression changes. Although many of the RR-specific gene expression changes differed significantly between IBS and IBD patients and significantly more gene expression changes were observed in IBD than in IBS, changes in upstream and downstream targets of NF-κB (e.g. MAPK, P38 MAPK, MAPK8) after the RR-MBI were common to both IBS and IBD, supporting the notion that RR elicitation may counteract the effects of stress on IBS and IBD through common changes in stress-related gene expression. There is a growing understanding of central (i.e., brain) changes brought about by behavioral interventions in GI disorders. For example, Lowen et al. recently demonstrated that the abnormal processing and enhanced perception of visceral stimuli in IBS can be normalized by both hypnotherapy and an educational intervention [57]. It is also known that placebo can produce adequate relief of IBS symptoms and this is a limitation to our study design with respect to IBS. In one study serum levels of TNF-related weak inducer of apoptosis (TWEAK) at baseline were higher (p = 0.0144) in IBS patients who reported adequate relief and in particular in those who received the placebo treatment [58]. This suggests that modulation of inflammation and apoptosis may be common to brain-based improvements in IBS, including those related to placebo. The transcriptome changes we demonstrate here suggest a mechanism by which MBIs can bring about concomitant peripheral changes.

Despite clear changes in both quality of life and gene expression with the RR-MBI, there were no clear changes in ESR and CRP, commonly used markers of gross inflammation. ESR and CRP are relatively blunt markers of active inflammation and frequently respond rather slowly to changes in inflammatory processes. For the IBS patients, who suffer from a disorder that does not involve gross inflammation, it may not be surprising that these markers showed no changes. For the IBD patients, who suffer from a disorder that does involve gross inflammation, the key may have been their inflammatory state before and during the study. They were clinically stable—in remission from severe inflammation despite the fact that they were still suffering from symptoms related to IBD. (Indeed, clinically there can often be a disconnect between gross inflammation and symptoms in IBD.) More specific markers, such as fecal calprotectin or lactoferrin, responsive to more subtle inflammatory changes, may be able to reveal underlying changes, whether for IBD in remission or for hypothesized micro-inflammation in IBS. In future studies, use of placebo control conditions and specific inflammatory markers will be used. The choice of such markers could be informed both by advances in the understanding of inflammation in IBS and IBD and by the inflammation-related genomics findings we report here.

The comparison of baseline gene expression profiles of IBS and IBD groups indicated significant differences in the expression profile of genes linked to inflammation, suggesting that the IBD and IBS populations differ in baseline levels of inflammatory component compared. Associated with an RR-MBI and concomitant daily RR elicitation, transcriptome changes were identified in both the IBS and IBD groups. Some of these transcriptome changes, including those in inflammation and immune pathways, overlap with transcriptome changes induced by RR elicitation in a healthy population [27,28]. This suggests that the RR modulates a core set of common inflammation and immune pathways in both healthy and disease populations as one mechanism by which it has its beneficial effects specifically in IBD population.

In IBD patients, the RR-MBI reduced expression of various genes that are directly involved in key pathophysiological processes and pathways linked to IBD development and progression. This included a whole set of genes linked to interferon regulation and signaling, genes associated with inflammation, endothelial barrier functions, vascular permeability, neutrophil recruitment, and leukocyte adhesion and extravasation, innate immune response genes, T cell differentiation genes as well as several ER stress markers. 

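Mitotic, hypoxia, glucocorticoid response, Toll-like and IL-1 receptor, and endoplasmic reticulum stress genes were called by camera as higher in IBD than in IBS at baseline and as lower at week 10 than at baseline in IBD. With an estimated correlation none of these lists was called, with adjusted p of 0.237 or more at baseline and 0.199 or more for the change, nor was any with a permutation of patients. Ribosomal protein genes were called as lower in IBD at baseline and as higher at week 10 than at baseline, and natural killer genes as lower in both comparisons, again in neither case with an estimated correlation (adjusted p = 0.647 at baseline for both, and 0.532 and 0.534 for the change). Interferon genes, higher in IBD at baseline, had a median log2 fold change of 0.12 over the RR-MBI, with the list's mean higher in 9 and lower in 10 of 19 patients. Across the probe sets, the change in IBD correlated with the baseline difference at r = -0.660, and genes are not independent replicates. These comparisons, of lists as of probe sets, share the IBD baseline arrays, which by itself favours opposite directions, and simulated data without any effect gave a median r of -0.381, with 2 of 100 simulations at or below the observed value. With the IBD patients divided at random, some for the baseline difference and the others for the change, the median r over 100 divisions was -0.242, ranging from -0.42 to 0.10. The covariance was -0.0125 with all patients, -0.0058 in the simulations and -0.00712 with the patients divided. Of the 1049 probe sets at the study's threshold at baseline, 25 differed between the diseases in the same direction at that threshold at week 10 and 6 in the opposite direction. The 1049 were selected on the baseline arrays, which by itself favours few calls at week 10. These counts therefore do not show that a baseline difference was lost.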

Most importantly, the direction of the expression changes of these genes impacted by the RR-MBI appears to counter the inflammation and immune system disturbances observed in IBD and is expected to dampen the deregulated immune responses.

In the IBS group, participation with the RR-MBI was significantly associated with changes in a network enriched in genes linked to the cell cycle, cellular proliferation and inflammation; the NF-κB complex, MAPK and TNF were key focus molecules suggesting their key role in relaying effects of RR in the IBS population.

Similar Interactive network analysis in the IBD group network focus hubs are formed by inflammation-related genes (e.g., NF-κB) and kinases (e.g. ERK1/2, MAPK8, MAPK, MAP3K7). The genes forming focus hubs are considered the most critical for the overall function of the network. This suggests that NF-κB activity, along with altered expression of its up- and down-stream regulators, was central to the changes associated with the RR-MBI. Multiple studies have shown that enhanced NF-κB activity leads to increased expression of multiple cytokines that play a central role in the onset and progression of IBD [59]. The interactive network analysis shows that most of target genes for key focus molecules are downregulated by RR elicitation in IBD population, suggesting a parallel decrease in inflammation.

To further refine and strengthen our finding, we performed a complementary analysis using GSEA on the transcriptome changes in IBS and IBD subjects, which resulted from participation in an RR-MBI. In IBS patients GSEA analysis identified significant upregulation of multiple cell cycle related DNA Repair and mRNA processing pathways (S2 Fig). On the other hand, in IBD patients GSEA analysis identified significant downregulation of multiple cell cycle-, immune system- and apoptosis-related pathways, corroborating the results from the traditional individual gene based analysis. Further analysis of genes from these pathways identified multiple NF-κB upstream kinases (MAPK1, MAP2K1, MAPK8) as molecules that may be associated with effects of an RR-MBI. Studies using both gene expression profiling and protein-based assays have shown activation of Mitogen-activated protein kinases (MAPK) to be important in IBD [59]. AN RR-MBI might be relaying its beneficial effects by downregulating expression or deactivating MAPK in such a way that multiple pro-inflammatory cytokines are downregulated.

This single-center, uncontrolled, open-label study of a multimodal intervention has inherent limitations. First among these is a limitation common to any multimodal intervention such as the RR-MBI used here, namely, the inability to pinpoint any particular component of the intervention (e.g., RR-elicitation practice, building cognitive skills, or interaction with a group of fellow sufferers) as the “active ingredient.” Future work will be needed to determine whether certain components of the intervention are more important than others or whether the components combine to provide synergistic benefit. Furthermore, without the benefit of a randomized trial, it is impossible to say more than that the changes reported here are associated with participation in the RR-MBI. Still, the findings here do provide a first look at the effects MBI in general may have on psychological, inflammatory and genomic markers in IBS and IBD patients. Although our gene expression data was drawn from peripheral blood and not from either the brain or gut (where one would expect the interface between MBI and GI disorders), a growing body of evidence suggests the ability of mind-body and other behavioral interventions [27–30] to affect gene expression in peripheral blood mononuclear cells. Furthermore, there is evidence that peripheral blood gene expression is moderately correlated with gene expression levels in other tissues, including brain [60,61]. This correlation may permit identification of promising PBMC biomarkers for stress-related neuroimmunological disorders and their mind body management [62]. These results provide a platform for starting clinical trials to validate the role of focus genes and pathways in delivering the beneficial effects of RR-MBI in IBS and IBD.

## Conclusion

In this uncontrolled pilot study, improvement in symptoms and quality of life in IBS and IBD patients was associated with receiving a group RR-MBI. With scarce health care resources, especially in the administration of psychological interventions, a group setting delivery to a wider GI population may be cost effective. Specific alterations in gene expression, impacting key immune processes and inflammatory pathways linked to IBD, were induced by the RR-MBI, suggesting that an RR-MBI may elicit not only beneficial psychological effects, but also pathophysiological effects on inflammatory pathways directly involved in IBD manifestations.

## Supporting Information

S1 TREND Checklist TREND checklist.

S1 Fig Interactive Network representation of the biological functions significantly altered by 8-weeks of RR-MBI among IBS patients. Networks shown: A) Cell cycle and cellular proliferation related genes with UBC, MAPK and TNF as primary regulatory nodes; B) Genes involved in hematological systems and inflammation with TP53 and NF-κB as a critical regulatory node. We used the Ingenuity Pathways Analysis tool (IPA 8.0) to generate the networks of genes altered by RR-MBI among **IBS** patients and merged the major networks with related functions. Each node represents a gene and each edge represent a molecular interaction. The intensity of the node color indicates the degree of upregulation (red) and downregulation (green), while white nodes indicate non-modified genes that may be affected in a non-transcriptional manner.
(TIF)

S2 Fig Enrichment map of pathways significantly affected by the RR-MBI among IBS patients. The significantly affected pathways were identified on the basis of normalized p value and False Discovery Rate using a Gene Set Enrichment Analysis (GSEA) approach. In the enrichment map, each node represents a biological pathway and each line represents a group of common enriched genes between the connected pathways. The red and blue color nodes indicate up- and down- regulated pathways, respectively. Thicker lines indicated a larger number of genes.
(PDF)

S3 Fig Enrichment map of pathways significantly affected by the RR-MBI among IBD patients. The significantly affected pathways were identified on the basis of normalized p value and False Discovery Rate using a Gene Set Enrichment Analysis (GSEA) approach. In the enrichment map, each node represents a biological pathway and each line represents a group of common enriched genes between the connected pathways. Blue color nodes indicate down- regulated pathways. In the IBD group, most pathways were downregulated after the RR-MBI. Thicker lines indicated a larger number of genes.
(PDF)

S1 Table Outcome measures after intervention and at 3-week follow-up for Irritable Bowel Syndrome (IBS) (N = 19, top) and Inflammatory Bowel Disease (IBD) (N = 29, bottom).

S2 Table List of Significantly differentially expressed genes between IBS and IBD at baseline.

S3 Table Genes commonly affected by 8-weeks of RR intervention in IBS and IBD groups.

S4 Table Gene-Ontology (GO) enrichment analysis of genes altered in IBS patients after the RR-MBI. The enrichment score for each biological group indicates its importance (enrichment) and was calculated by taking the geometric mean of enrichment p-values (EASE scores) for each GO term associated with the gene members in the group. An enrichment score of 2 is equivalent to a non-log p-value of 0.01.
(DOCX)

S1 Protocol Trial protocol.

# Supplementary material for: Genomic and Clinical Effects Associated with a Relaxation Response Mind-Body Intervention in Patients with Irritable Bowel Syndrome and Inflammatory Bowel Disease
**Source:** PLoS One. 2015 Apr 30;10(4):e0123861. doi: 10.1371/journal.pone.0123861
**Supplement:** S1 TREND Checklist

TREND Statement Checklist

Paper Section/<br>Topic	Item No	Descriptor	Reported?	
			✓	Pg #
Title and Abstract				
Title and Abstract	1	- Information on how unit were allocated to interventions NA - Structured abstract recommended - Information on target population or study sample	✓<br>✓<br>✓	NA<br>pg 3<br>pg 7-8
Introduction				
Background	2	- Scientific background and explanation of rationale - Theories used in designing behavioral interventions	✓<br>✓	4-5<br>5-7
Methods				
Participants	3	- Eligibility criteria for participants, including criteria at different levels in recruitment/sampling plan (e.g., cities, clinics, subjects) - Method of recruitment (e.g., referral, self-selection), including the sampling method if a systematic sampling plan was implemented - Recruitment setting - Settings and locations where the data were collected	✓<br>✓<br>✓<br>✓	7-8<br>8<br>8<br>8
Interventions	4	- Details of the interventions intended for each study condition and how and when they were actually administered, specifically including: - Content: what was given? - Delivery method: how was the content given? - Unit of delivery: how were the subjects grouped during delivery? - Deliverer: who delivered the intervention? - Setting: where was the intervention delivered? - Exposure quantity and duration: how many sessions or episodes or events were intended to be delivered? How long were they intended to last? - Time span: how long was it intended to take to deliver the intervention to each unit? - Activities to increase compliance or adherence (e.g., incentives)	✓	8-9
Objectives	5	Specific objectives and hypotheses	✓	7
Outcomes	6	- Clearly defined primary and secondary outcome measures - Methods used to collect data and any methods used to enhance the quality of measurements - Information on validated instruments such as psychometric and biometric properties	✓<br>✓<br>✓	9-10<br>9-10<br>9-10
Sample Size	7	How sample size was determined and, when applicable, explanation of any interim analyses and stopping rules	NA	NA
Assignment Method	8	- Unit of assignment (the unit being assigned to study condition, e.g., individual, group, community) - Method used to assign units to study conditions, including details of any restriction (e.g., blocking, stratification, minimization) - Inclusion of aspects employed to help minimize potential bias induced due to non-randomization (e.g., matching)	✓<br>NA<br>✓	10-12<br>NA<br>10-12

TREND Statement Checklist

[illegible]

TREND Statement Checklist

Numbers analyzed	16	- Number of participants (denominator) included in each analysis for each study condition, particularly when the denominators change for different outcomes; statement of the results in absolute numbers when feasible - Indication of whether the analysis strategy was "intention to treat" or, if not, description of how non-compliers were treated in the analyses	✓<br>✓	12-18<br>12-18
Outcomes and estimation	17	- For each primary and secondary outcome, a summary of results for each estimation study condition, and the estimated effect size and a confidence interval to indicate the precision - Inclusion of null and negative findings - Inclusion of results from testing pre-specified causal pathways through which the intervention was intended to operate, if any	✓<br>✓<br>✓	12-18
Ancillary analyses	18	Summary of other analyses performed, including subgroup or restricted analyses, indicating which are pre-specified or exploratory	✓	12-18
Adverse events	19	Summary of all important adverse events or unintended effects in each study condition (including summary measures, effect size estimates, and confidence intervals)	NA	NA
**DISCUSSION**				
Interpretation	20	- Interpretation of the results, taking into account study hypotheses, sources of potential bias, imprecision of measures, multiplicative analyses, and other limitations or weaknesses of the study - Discussion of results taking into account the mechanism by which the intervention was intended to work (causal pathways) or alternative mechanisms or explanations - Discussion of the success of and barriers to implementing the intervention, fidelity of implementation - Discussion of research, programmatic, or policy implications	✓<br>✓<br>✓<br>✓	~~12-18~~<br>18-22
Generalizability	21	Generalizability (external validity) of the trial findings, taking into account the study population, the characteristics of the intervention, length of follow-up, incentives, compliance rates, specific sites/settings involved in the study, and other contextual issues	✓	18-22
Overall Evidence	22	General interpretation of the results in the context of current evidence and current theory	✓	18-22

From: Des Jarlais, D. C., Lyles, C., Crepaz, N., & the Trend Group (2004). Improving the reporting quality of nonrandomized evaluations of behavioral and public health interventions: The TREND statement. *American Journal of Public Health*, 94, 361-366. For more information, visit: <http://www.cdc.gov/trendstatement/>

# Supplementary material for: Genomic and Clinical Effects Associated with a Relaxation Response Mind-Body Intervention in Patients with Irritable Bowel Syndrome and Inflammatory Bowel Disease
**Source:** PLoS One. 2015 Apr 30;10(4):e0123861. doi: 10.1371/journal.pone.0123861
**Supplement:** S1 Table

**SUPPLEMENTAL TABLES**

| **Table S1.** Outcome measures after intervention and at 3-week follow-up for Irritable Bowel Syndrome (IBS) (N=19, top) and Inflammatory Bowel Disease (IBD) (N=29, bottom). | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Baseline  (Pre-Intervention) | | | | Week 5  (Mid-Intervention) | | | | Week 10  (Post-Intervention) | | | | Week 13  (Short-Term Follow-Up) | | | |
|  | IBS | | IBD | | IBS | | IBD | | IBS | | IBD | | IBS | | IBD | |
|  | Mean | SE | Mean | SE | Mean | SE | Mean | SE | Mean | SE | Mean | SE | Mean | SE | Mean | SE |
| IBD Questionnaire (IBD-Q) |  |  | 171.2 | 6.1 |  |  | 172.0. | 5.8 |  |  | 185.0** | 5.5 |  |  | 184.3* | 5.4 |
| IBS Quality of Life (IBS-QOL) | 67.1 | 5.1 |  |  | 71.5 | 4.3 |  |  | 74.8* | 3.5 |  |  | 80.6*** | 3.3 |  |  |
| IBS Symptom Severity Index (IBS-SSI) | 215.1 | 24.4 |  |  | 153.7** | 23.3 |  |  | 127.5*** | 23.5 |  |  | 147.1* | 26.6 |  |  |
| State-Trait Anxiety Inventory  (STAI-Y) – State Anxiety | 37.2 | 2.9 | 36.9 | 2.5 | 35.8 | 2.9 | 36.0 | 2.6 | 31.6 | 2.9 | 31.6 | 2.8 | 30.8 | 3.4 | 31.7 | 3.0 |
| State-Trait Anxiety Inventory  (STAI-Y) – Trait Anxiety | 39.0 | 2.8 | 39.3 | 2.4 | 35.9 | 2.7 | 36.6 | 2.3 | 34.3* | 2.5 | 32.4** | 2.3 | 33.7* | 2.6 | 33.6* | 2.5 |
| Pain Catastrophizing Scale (PCS) | 10.7 | 2.5 | 14.8 | 1.9 | 12.2 | 2.3 | 14.0 | 2.0 | 10.0 | 1.8 | 10.6* | 2.0 | 5.0* | 1.8 | 9.6** | 2.1 |
| Brief Pain Inventory (BPI) –  Pain Interference | 1.3 | 0.5 | 1.5 | 0.5 | 1.7 | 0.5 | 1.7 | 0.4 | 2.2 | 0.5 | 1.0 | 0.4 | 1.2 | 0.5 | 1.0 | 0.4 |
| Brief Pain Inventory (BPI) –  Pain Severity | 2.0 | 0.5 | 1.5 | 0.3 | 2.3 | 0.5 | 1.7 | 0.3 | 2.3 | 0.5 | 1.0 | 0.4 | 2.0 | 0.6 | 1.1 | 0.4 |
| Erythrocyte Sedimentation Rate (ESR) | 2.5 | 0.2 | 2.4 | 0.2 |  |  |  |  | 2.3 | 0.2 | 2.4 | 0.2 |  |  |  |  |
| C-reactive protein (CRP) | 0.4 | 0.3 | 0.9 | 0.2 |  |  |  |  | 0.6 | 0.3 | 0.8 | 0.3 |  |  |  |  |
| *P<0.05, **P<0.01, ***P<0.001 indicate mixed model analysis comparing baseline scores to post-intervention and short-term follow-up. | | | | | | | | | | | | | | | | |

# Supplementary material for: Genomic and Clinical Effects Associated with a Relaxation Response Mind-Body Intervention in Patients with Irritable Bowel Syndrome and Inflammatory Bowel Disease
**Source:** PLoS One. 2015 Apr 30;10(4):e0123861. doi: 10.1371/journal.pone.0123861
**Supplement:** S3 Table

**SUPPLEMENTAL TABLES**

| **Table S3**: Genes commonly affected by 8-weeks of RR intervention in IBS and IBD groups. | | | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | **IBS** | | **IBD** | |
| **Symbol** | **Name** | **Ratio(Post/Pre)** | **P value** | **Ratio(Post/Pre)** | **P value** |
| CTTN | cortactin | 0.73 | 0.0065492 | 0.76 | 0.0076428 |
| FKBP5 | FK506 binding protein 5 | 0.76 | 0.0123404 | 0.72 | 0.023173 |
| CTDSPL | CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase-like | 0.76 | 0.0119947 | 0.83 | 0.0202512 |
| CTTN | cortactin | 0.72 | 0.0154611 | 0.68 | 0.0071394 |
| ITGB3 | integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61) | 0.77 | 0.0133799 | 0.81 | 0.0017775 |
| FRMD4A | FERM domain containing 4A | 0.82 | 0.0225801 | 0.83 | 0.0103573 |
| SH3BGRL2 | SH3 domain binding glutamic acid-rich protein like 2 | 0.81 | 0.0244347 | 0.81 | 0.0170757 |
| TAL1 | T-cell acute lymphocytic leukemia 1 | 0.78 | 0.0239403 | 0.79 | 0.0046839 |
| OAS2 | 2'-5'-oligoadenylate synthetase 2, 69/71kDa | 1.25 | 0.0286242 | 1.26 | 0.0202044 |
| CLU | clusterin | 0.76 | 0.0309411 | 0.82 | 0.028086 |
| TRIM58 | tripartite motif containing 58 | 0.81 | 0.030843 | 0.79 | 0.04151 |
| SDPR | serum deprivation response | 0.76 | 0.035188 | 0.75 | 0.0096287 |
| TUBB1 | tubulin, beta 1 | 0.81 | 0.0472855 | 0.77 | 0.0332303 |

# Supplementary material for: Genomic and Clinical Effects Associated with a Relaxation Response Mind-Body Intervention in Patients with Irritable Bowel Syndrome and Inflammatory Bowel Disease
**Source:** PLoS One. 2015 Apr 30;10(4):e0123861. doi: 10.1371/journal.pone.0123861
**Supplement:** S4 Table — The enrichment score for each biological group indicates its importance (enrichment) and was calculated by taking the geometric mean of enrichment p-values (EASE scores) for each GO term associated with the gene members in the group. An enrichment score of 2 is equivalent to a non-log p-value of 0.01.

**SUPPLEMENTAL TABLES**

| **Table S4:** Gene-Ontology (GO) enrichment analysis of genes altered in **IBS** patients after the RR-MBI. The enrichment score for each biological group indicates its importance (enrichment) and was calculated by taking the geometric mean of enrichment p-values (EASE scores) for each GO term associated with the gene members in the group. An enrichment score of 2 is equivalent to a non-log p-value of 0.01. | | | |
| --- | --- | --- | --- |
| **Major GO Cluster** | **Enrichment Score** | **Selected Processes** | **P value** |
| **Stress/inflammatory response** | 1.89 |  |  |
|  |  | - Cellular response to stress | 0.002 |
|  |  | - Inflammatory response | 0.020 |
| **Response to Vitamin** | 1.76 |  |  |
|  |  | - Response to vitamin A | 0.006 |
|  |  | - Response to Retinoic acid | 0.030 |
| **Protein transport** | 1.74 |  |  |
| **Hematopoiesis** | 1.47 |  |  |
|  |  | - Hematopoiesis | 0.020 |
|  |  | - Immune system process | 0.037 |
|  |  | - Cell activation | 0.047 |
| **Angiogenesis** | 1.41 |  |  |
|  |  | - Blood vessel morphogenesis | 0.043 |
|  |  | - Angiogenesis | 0.046 |

# Supplementary material for: Genomic and Clinical Effects Associated with a Relaxation Response Mind-Body Intervention in Patients with Irritable Bowel Syndrome and Inflammatory Bowel Disease
**Source:** PLoS One. 2015 Apr 30;10(4):e0123861. doi: 10.1371/journal.pone.0123861
**Supplement:** S1 Protocol

**PARTNERS HUMAN RESEARCH COMMITTEE DETAILED PROTOCOL**

A pilot study on the efficacy of a 10-week mind body intervention on quality of life and inflammatory disease markers in patients with Irritable Bowel Syndrome (IBS) and Inflammatory Bowel Disease (IBD).

**I.** **BACKGROUND AND SIGNIFICANCE**

**Background and Significance —Irritable Bowel Syndrome**

Irritable bowel syndrome (IBS) is a group of functional bowel discomfort symptoms where pain or abdominal discomfort is associated with changes in bowel habits or defecation. The diagnosis of IBS is based on a series of symptoms criteria and investigations that have excluded organic disease. The challenge in defining IBS criteria has been the topic of much discussion over the years since it’s recognition as a prevalent complaint in primary care and gastroenterology clinics. Currently, the Rome lll criteria reflect the well documented research data on IBS and are accepted by most practitioners as the criteria used to diagnose this condition. [1]

Rome lll Criteria for the diagnosis of IBS (2006)

According to the Rome II committees and the Functional Brain Gut Research Group,[2] IBS can be diagnosed based on at least 12 weeks, which need not be consecutive, of the preceding 12 months there was abdominal discomfort or pain that had two out of three of these features:[3]

- Relieved with defecation; and/or
- Onset associated with a change in frequency of stool; and/or
- Onset associated with a change in form (appearance) of stool.

Symptoms that cumulatively support the diagnosis of IBS:

- Abnormal stool frequency (for research purposes, "abnormal" may be defined as greater than 3 bowel movements per day and less than 3 bowel movements per week);
- Abnormal stool form (lumpy/hard or loose/watery stool);
- Abnormal stool passage (straining, urgency, or feeling of incomplete evacuation);
- Bloating or feeling of abdominal distention.

Supportive symptoms of IBS:

- A) Fewer than three bowel movements a week
- B) More than three bowel movements a day
- C) Hard or lumpy stools
- D) Loose (mushy) or watery stools
- E) Straining during a bowel movement
- F) Urgency (having to rush to have a bowel movement)
- G) Feeling of incomplete bowel movement
- H) Passing mucus (white material) during a bowel movement
- I) Abdominal fullness, bloating, or swelling

**Diarrhea-predominant**: At least 1 of B, D, F and none of A, C, E; or at least 2 of B, D, F and one of A or E.
**Constipation-predominant**: At least 1 of A, C, E and none of B, D, F; or at least 2 of A, C, E and one of B, D, F.

The symptoms of IBS have been described by physicians starting in the 19th century. Many of the current hypotheses for etiologies and pathophysiology hypotheses that were formulated and used as working hypotheses since the 1950s are still in existence today. These include: food intolerances, hormonal influences, post infectious, and hypersensitivity. While some providers clearly adhere to their own biases when confronted with a patient with IBS, current hypotheses for the etiology that are supported by research consist of motility disturbances, genetics, bacterial overgrowth, serotonin reuptake inhibitions, infection and inflammation, stress and food allergies. [4] In the evaluation of patients with IBS, psychosocial factors, stress sexual or physical abuse history is vital and requires an extra time commitment by the providers. There is typically a dominant symptom of either diarrhea (greater than 3 loose bowel movements/day or constipation (less than 3 bowel movements a week).

While the etiology of IBS continues to be sought, the diagnosis of
IBS is made by the identification of clinical symptoms consistent with the disorder when all organic causes have been ruled out. Treatment is dependent on the predominant symptom. In diarrhea-predominant symptoms, the use of anti diarrhea drugs and avoidance of certain food intolerances (lactose for those who are lactase deficient for example) and diarrhea inducing medications (for example serotonin reuptake inhibitors, SSRIs) are recommended. For patients with constipation-predominant symptoms the use of bulking agents (fiber), laxatives, avoidance of constipating diets (low fiber diets) and medications (narcotics) are recommended. Antispasmodics agents decrease intestinal smooth muscle active which may result in decreased of abdominal pain if this discomfort is secondary to smooth muscle spasms. The use of antidepressants is being used in concurrence with other interventions. These include SSRIs, and tricyclic antidepressants (TCAs) in lower doses that those used for antidepressant therapy.

Alternative therapies are currently in use either through provider recommendation or self referral by the patient. These include acupuncture, hypnotherapy and Chinese herbal medicine.

**Background and Significance – Inflammatory Bowel Disease**

IBD, comprising Crohn’s disease (CD) and ulcerative colitis (UC) are distinct from IBS in that characteristic chronic inflammation is identified in the small bowel and or colon. The two main diseases of IBD, UC and CD, may in themselves represent a heterogeneous set of diseases culminating on a common set of phenotypes. Both are chronic diseases with spontaneous flares and remissions of unclear etiology. Recent advances have identified genetic and some environmental risk factors which likely interact to provoke the diseases. UC involves confluent mucosal inflammation beginning in the rectum and spreading to various lengths of the colon (proctitis, proctosigmoiditis, left sided disease or pan-colitis). CD is characterized by inflammation essentially anywhere in the colon with the terminal ileum affected in over 70% of the time and the colon involved alone in 20%. Both diseases cause a core set of clinical symptoms which include diarrhea, abdominal pain or cramping and fatigue.

The role of stress in inducing the disease or provoking flares remains a source of controversy. Historically, UC was seen as a paradigm of a psychosomatic disease which leads to interventions as extreme as lobotomies.[5] Most patients remark that stress plays a central role in flares though this has been difficult to demonstrate in clinical studies. A Danish study assessed whether parents, without IBD, who had lost a child were at an increased risk of developing IBD and if parents with IBD who had lost a child were at increased risk of having a flare in the period after the child’s death. Neither endpoint was found to occur.[2] However, other studies have suggested that stress and depression does influence the course of UC or Crohn’s disease. Bitton et al [3]found that flares of UC were preceded more often by stressful events, though the effect was mild, but their study was small, following only 60 people one year and their confidence interval approached one (1.04). Levenstein et al [6] studied an Italian cohort of 62 UC patients for 68 months and showed an increased risk of exacerbation among those who had a higher level of perceived long-term stress (previous 2 years at baseline); though, a short term increase in perceived stress was not associated with an increase risk in flares. However, these findings were questionable because the study followed individuals for over 5 years and it seemed implausible to suggest that previous stress would influence flares at such an interval while short-term stress did not influence flares. In addition, they concluded that depressive symptoms, smoking, disease extent, and disease duration did not influence flares.

**Background and Significance - Mind Body Medicine**

IBS is currently accepted as being multifactor involving various factors including genetics influences. However, psychological factors have always been thought by most experts to play a vital role. As a result, there has been attention in the clinical setting. While there is a tendency by clinicians to classify an illness as psychological after all medical reasons have been exhausted, there is growing support of the idea of a disease that is both biological and psychosocial, integrating responses to both these elements of health. There has been extensive use of pharmacological agents in the treatment of IBS, and yet many patients experience no or abbreviated responses to this traditional approach. Thus, psychologically oriented treatments are currently being used by many practitioners. These approaches range from cognitive behavioral therapy (CBT), hypnotherapy, and psychotherapy, all of which have been tested with clinical trials. Reviews of these studies have been challenging because double blind studies are impossible given the nature of the interventions. Recently, two review articles published in 2008, evaluated the outcomes of behavioral therapies for IBS and show that hypnotherapy, psychotherapy and CBT have all shown efficacy in clinical trials. The benefits of these treatments are clear although the etiology remains uncertain [7].

*Mind Body Medicine and the Relaxation Response:* The “Relaxation Response” (RR) was first measured and described by Herbert Benson, MD, in the early 1970’s. The elicitation of the Relaxation Response “down-regulates” the sympathetic nervous system and is characterized by a set of measurable, predictable and reproducible physiologic changes that include reductions in VO2, VCO2, respiratory rate, blood pressure, and arterial blood lactate[8-17]. Additional physiologic characteristics are prominent low frequency heart rate oscillations [18, 19]and reduced responsively to plasma norepinephrine[20]. Although the precise mechanisms by which the RR induces these changes are not understood, it has been hypothesized that NO is generated resulting in vascular dilatation and decreased activation of the hypothalamic-pituitary-adrenal (HPA) axis[21].

Mind body interventions that include RR and resiliency factor enhancement have been reported to be useful therapeutically (often as an adjunct to medical treatment) in numerous conditions that are caused or exacerbated by stress [22] including: mild to moderate depression/anxiety[23]; anxiety[24-27]; headache[28-30]; back/neck pain[31]; myocardial ischemia[32]; premature ventricular contractions in stable ischemic heart disease [33]or hypertension[34-37]; osteoarthritis[31]; stress symptoms[38]; improved outcomes after cardiac and other surgery[39, 40]; pain relief and anxiety reduction in femoral arteriography and other invasive medical procedures[41, 42]; premenstrual syndrome[43]; infertility[44, 45]; psychosomatic complaints[46]; chronic pain[31, 47]; insomnia[48-50]; musculoskeletal disorders[51]; wound healing[52]; rheumatoid arthritis[53, 54]; fibromyalgia [55]and disease and treatment related symptoms of cancer[56-60]. In our recent review of the literature, we suggest that the RR may be an appropriate and relevant therapeutic state to counteract several stress-related disease processes[61].

*Mind Body Medicine and IBS/IBD:* Studies implicating certain factors (psychological and psychosocial stressors, heightened stress responsivity, immune abnormalities, distress-amplifying cognitive styles, psychiatric co morbidity, and nocioceptive abnormalities) in IBS have led to formulation of multi-level models which hypothesize a dynamic interaction between these factors. Mind body interventions intended to reduce stress may be a promising category of treatment for bowel disorders. Several studies support stress reduction techniques in the treatment of IBS. In a small study of RR meditation, individuals with IBS had a significant reduction in IBS symptom scores at 1 year follow-up when compared with baseline scores[62]. Blanchard et al., in a study of 16 patients, reported greater reduction in symptom scores for patients who underwent relaxation therapy as compared with a control group[63]. Multi-component interventions, combining relaxation therapy, education, and psychotherapy have also shown a reduction in gastrointestinal symptom scores, including continued improvement in symptoms at 4-year follow-up [64-68]. In a study by Elsenbruch et al., patients with ulcerative colitis in remission or those with low disease activity when treated with structured 60-hour training program over 10 weeks that included stress management training, moderate exercise, Mediterranean diet, behavioral techniques and self-care strategies showed significantly greater improvement in quality of life scores as measured by the SF-36 scale Mental Health and the Psychological Health Sum score when compared with changes observed in the usual-care waiting control group[69].

A recent paper by Lackner et al., explored how CBT worked for IBS by performing a SEM analysis of a randomized clinical trial [70]. CBT improved global IBS symptoms independent of its effect on distress, and these improvements were associated with improvements in QOL.Kearney et al’s 2008 article reviewed mind-body interventions for adults with IBS from articles found on MEDLINE. A hypnotherapy intervention showed improvements in GI symptoms, quality of life, disability, anxiety, depression and excess health-care costs. Studies suggest that patients with IBS benefit more from the generally accepted CBT treatment than routine medical care. Relaxation therapy or multimodal therapy (a combination of relaxation therapy, education and psychotherapy) is also suggested to be beneficial for treatment of IBS[71]. Blanchard et al performed a randomized study with three conditions: group-based cognitive therapy, psychoeducational support groups (active control), and intensive symptom and daily stress monitoring. The results showed that the CBT and psychoeducational groups were both superior in management of GI symptoms and patient global ratings to the symptom monitoring group, but there was no difference between the CBT and psychoeducational groups [72].

In summary, taking into account all the literature, we suggest that RR may be an appropriate and relevant therapeutic state to counteract several stress-related disease processes such as IBS and IBD[61]. This proposed study uses a well-developed mind body intervention (RR) that may provide symptom relief for IBS and IBD patients through the physiologic impact of the RR on biological parameters.

*Gene expression:* Though mind-body interventions had been occurring for many years, there had been little exploration of the impact of such interventions on gene expression until recently. A recent pair of studies, reported together,[73] first compared differential gene expression between long-time practitioners of mind-body techniques with matched controls who had never practiced these techniques (long-term practitioner study). Next, the authors then had the matched controls (previously naïve to mind-body techniques) undergo 8 weeks of RR training, and examined differential gene expression before and after the RR training (short-term practitioner study). The authors found, that from >40,000 genes evaluated, approximately 2000 genes were differentially expressed in both the long-term and short-term study, with 433 genes shared. In this cohort of genes, those genes associated with physiologic stress (e.g., oxidative stress) were overrepresented. Such findings, while provocative, require a prospective confirmation in a different and larger set of subjects.

**II**. **SPECIFIC AIMS**

The unique contribution of this study is the formal comparison of mind body interventions on two distinct gastrointestinal diseases—IBD and IBS. This study will assess the effect of a mind body group intervention on quality of life and inflammation in these two illnesses. Ultimately, such an intervention could provide a cost-effective means for easing the burden of IBS and IBD.

**Specific Aim 1:** To assess the effect of an open-label 10-week Mind Body group intervention on disease-specific and general quality of life measures on patients with IBS and IBD.

Hypothesis 1a: For IBS subjects, after completing the 10-week intervention, scores will improve on the Adequate Relief of IBS Pain (AR-IBS) and Subject Global Impression of Change (SGIC).

Improvement will be determined by the proportion of subjects who answer “yes” two out of three times on the AR-IBS at weeks 5, 10 and 13.

Improvement will be determined by the proportion of subjects who answer the three first choices (very much improved, much improved, minimally improved) using the SGIC at weeks 5, 10 and 13.

For IBS subjects, after completing 10 week intervention, scores will improve greater than 30% from baseline scores of discomfort relating to the Symptom Severity Index (SSI).

Hypothesis 1b: For IBD subjects, after completing the 10-week intervention, scores will improve on the IBDQ.

Improvement will be determined by the proportion of subjects whose score increases by > 15 points from baseline.

Hypothesis 1c: For both IBS and IBD subjects, after completing the 10-week intervention, scores will improve on the SF-36.

Improvement will be determined by the proportion of subjects that have statistically significant (p<0.05) improvements on SF 36 questionnaires.

**Specific Aim 2:** To assess the effect of an open-label 10-week Mind Body group intervention on response to the program either through self assessment or biological markers of inflammation.

Hypothesis 2a: For both IBS and IBD subjects, after completing the 10-week intervention, subjects will have a reduction of psychological and symptom distress.

This will be determined by the proportion of subjects that have significantly improved scores (p<0.05) on remaining self assessment questionnaires:

*IBS and IBD*

Modified Short Form Brief Pain Inventory (SF-BPI)

Pain Catastrophizing Scale (PCS)

Symptom Checklist-90-R (SCL-90-R)

Beck Depression Inventory II (BDI-II)

Spielberg State-Trait Anxiety Index (STAI-A)

*IBS Only*

Irritable Bowel Syndrome-Quality of Life Questionnaire (IBS-QOL)

Bristol Stool Scale (BSS) & IBS Subtype Criteria

Subject Impression of Change (SIC)

Symptom Severity Index (SSI) (symptom index modified to a 10-point scale)

Work Productivity and activity impairment questionnaire for Irritable Bowel Syndrome (WPAI-IBS)

EuroQOL Health Questionnaire (EQ-5D)

Stool Frequency Assessment

*IBD Only*

Harvey Bradshaw Index (Crohn’s patients only)

Simple Clinical Colitis Activity Index (SCCAI - Ulcerative Colitis patients only)

Hypothesis 2b: For both IBS and IBD subjects, after completing the 10-week intervention, subjects will have reduced systemic inflammation.

This will be determined by the proportion of subjects that have reduced erythrocyte sedimentation rate (ESR) and C-reactive protein (CRP) measurements.

Hypothesis 2c: For both IBS and IBD subjects, after completing the 10-week intervention, subjects will have significant changes in expression of the majority of the candidate genes (identified in our prior RR study of gene expression) thought to be responsive to mind body training.

This will be determined by the proportion of subjects that have significant changes in gene expression.

Hypothesis 2d: For both IBS and IBD subjects, after completing the 10-week intervention, subjects will have been symptom free for at least 5 weeks (not necessarily sequential) during the intervention phase.

**III.** **SUBJECT SELECTION**

30 patients (15 IBS/15 IBD) will be enrolled in the program ages 18 to 75. Subject recruitment will be done by the primary investigators and staff. Flyers will be placed in GI clinic offices with the permission of the clinic and recruitment letters will be sent out to health care providers. Advertisements will be sent to Partners’ employees and an advertisement will be published in the Metro newspaper. Identification of IBS and IBD patients who might benefit as seen by the clinicians will be another route of recruitment. Approach to participation will be education based, with an emphasis on the volunteer nature of participation. Patients will be approached if there is a potentially benefit identified for the patient with no regard of race, gender, or socioeconomic status.

**General Inclusion Criteria**

1. Subject is between the ages of 18 and 75
2. Male or female
3. Females of childbearing (reproductive) potential must have a negative serum pregnancy test at screening
4. Documentation of diagnosis by either primary care provider (PCP) or gastroenterologists (GI) will be accepted

**Inclusion criteria for IBS**

1. Subject has IBS confirmed by the Rome ll diagnostic criteria (see below) for 6 months

2. No changes in IBS medications for the last 4 weeks

3. HCG negative, no planned pregnancies for duration of the trial (24 weeks)

4. Subject must maintain a stable diet for the duration of the study

5. Subject is capable of understanding the requirement of the study, is willing to comply with all study procedures, understands the language of the informed consent and is capable and willing to sign the informed consent

**Inclusion Criteria for IBD**

1. Upper limit for HBI is 20; upper limit of SCCAI
2. Exclusion of NSAIDs
3. Stable medication for the previous 4 weeks

**General Exclusion Criteria**

1. Current sessions (< 3 weeks) with Tai Chi, meditation, yoga, individual mind/body based psychotherapy or counseling sessions
2. Psychotherapy initiated in the last 8 weeks
3. No concurrent total parental nutrition or tube feeding
4. Psychotropic medications (unless have been on stable psychotropic medications for at least 12 weeks)
5. Subject has current evidence of duodenal ulcer, gastric ulcer, diverticulitis, esophagitis or infectious gastroenteritis
6. Any acute gastrointestinal process
7. Subject has psychiatric disorder that is not controlled (based on investigators’ judgment)
8. Current use of steroids

**Exclusion Criteria for IBS**

1. H/o abdominal surgery in the past 5 years with the exception of appendectomy, cholycysectomy
2. H/o tube feeds or parenteral nutrition
3. Documentation of GI motility disorders

**Exclusion criteria for IBD**

1. Prednisone dose ≥ 20 mg
2. Change in medication anticipated in the next 10 weeks
3. Surgery anticipated in the next 10 weeks

**Prohibited Medications**

All concomitant medications taken during the study will be recorded in the case report form, along with dosage information and start and stop dates. Patients requiring excluded drugs will be discontinued from the study.

A total of 30 subjects will be recruited for this non-randomized pilot study, with a goal of 30 subjects (15 IBS and 15 IBD) completing the entire protocol. Patients will be recruited from the MGH Gastroenterology Clinic and from a vast network of primary care providers at MGH. Patients who show interest in participating in the study will talk to their physician while at the office visit or will call the MGH GI Clinic directly. When calling the clinic, patients will speak to the research nurse, who will ask screening questions based on the inclusion and exclusion criteria of the study. If the patient is potentially a candidate for the study, the nurse will schedule an appointment with the patient to come in for further information and an in-person screening visit.

**IV. SUBJECT ENROLLMENT**

##### Procedures for obtaining informed consent

**Initial evaluation/screening.** Upon arrival to GI Clinic, the patient will receive more information about the procedure and purpose of the study from their clinician. The patient will be screened again using inclusion and exclusion criteria (and medical history and physical exam to assess for medical exclusionary conditions). If the patient is eligible and continues to be interested in the study, s/he will be provided a full verbal explanation of the study and a written consent form.

**Consent procedure.** To ensure that subjects have the capacity to provide informed consent, we will ask potential enrollees to describe their understanding of the study’s purpose and their role (e.g., that they understand the structure and content of the visits and RR training; confidentiality and its limits; and their ability to end participation in the study at any time for any reason).

Subjects will be given adequate time (48 hours) to decide whether or not to enroll, and can ask questions about the study at the screening visit and after the visit. Subjects will also be reminded that participation in this study if voluntary.

##### Treatment assignment

All subjects will be assigned to active treatment for this non-randomized open treatment trial.

**V.** **STUDY PROCEDURES**

**Overview of Study Design**

This is a single center study which utilizes a mind body approach for the treatment of irritable bowel syndrome (IBS) and inflammatory bowel disease (IBD) using cognitive behavioral therapy, relaxation response techniques and meditation techniques as established by the Benson-Henry Institute for Mind Body Medicine (BHI) at Massachusetts General Hospital. Eligible subjects with either IBS or IBD will be enrolled as one cohort and undergo a 13-week group program facilitated by the BHI. All study subjects will enter the study (interventional stage) at the same time.

The study period is 13 weeks (91 days +/- 5 days). The study intervention period is 10 weeks with follow up visit at week 13. The estimated enrollment period is 4 months.

30 subjects will be recruited (15 IBS and 15 IBD).

**Study Design in Detail**

The pilot study will be performed in prospective cohort fashion with IBS and IBD patients. Once patients agree to participate in the study by signing the informed consent document, a full medical history will be taken and a physical examination will be performed.

**Pre-Interventional Phases**

**Pre-interventional Outline**

Screening by medical personnel

Baseline (3 weeks +/- 3 days before week one)

**Screening phase**

The screening phase will be the time period anytime before baseline. During the screening phase, patients will undergo a medical screening visit that will consist of a physical exam, medical history review and assessment for appropriateness in study participation and eligibility.

**Baseline Phase**

The first week treatment visit (week one of the intervention) will be the same for each subject as this is a group intervention. Given this study design the timing of the baseline visit in regards to the screening visit will vary with each patient.

The baseline phase will be the three week period of time leading up to the first treatment visit and will vary with each patient. The study will be conducted such that anytime within the 3 weeks (+/-3 days) prior to the first treatment visit, subjects will undergo a physical exam and eligibility parameters will be assessed, including biological markers. Thus, there will be subjects who screen in for the study, and undergo the baseline visit 2-4 months thereafter and there will be subjects who will screen in the for study and undergo the baseline visit with in a few days. For subjects whose screening visit is within 3 weeks for the interventional stage, the screening visit can be counted as the screening and baseline visit combined. At the baseline visit the subjects will fill out the second set of questionnaires which will record there symptoms and stress levels from the past two weeks. Thus, there is a chance of screen failures identified during this baseline period.

Safety note:

Study staff will review the patient's baseline surveys to screen for potential suicidality and homocidality. Potential suicidality and homocidality will be defined as a score of 2, 3 or 4 on Question 15 and Question 63 of the SCL-90-R. If a patient meets criteria for potential suicidality and/or homocidality, the study staff will immediately address the issue by assessing safety and follow standard procedures for patients demonstrating these traits during any study visits. In the event of a psychological emergency, confidentiality may be suspended. Participants will be informed of the limits of confidentiality at the beginning of the study.

**Interventional Phase**

Once recruitment has been complete and 30 subjects have been screened, a start date for the interventional phase will be established.

**Treatment phase**

The treatment phase will consists of weeks 1 through10, with a follow up visit at week 13. Eligible subjects with either IBS or IBD will placed in one cohort and undergo a 10 week program facilitated by the BHI Mind Body Institute. Each intervention session will last 1 hour and 30 minutes.

**Study visits in detail**

**Intervention**

Baseline: Physical exam, quality of life (QOL) questionnaires, blood draw for biological markers. Review of inclusion/exclusion criteria.

Week 1: Mind Body intervention session

Week 2: Mind Body intervention session

Week 3: Mind Body intervention session

Week 4: Mind Body intervention session

Week 5: Mind Body intervention session; QOL questionnaires

Week 6: Mind Body intervention session

Week 7: Mind Body intervention session

Week 8: Mind Body intervention session

Week 9: Mind Body intervention session

(End of Interventional phase)

Week 10: Mind Body intervention make-up session; QOL questionnaires and blood draw for biological markers

Week 12: no visit

Week 13: QOL questionnaires and physical exam

Screening questionnaires for health disease status, belief in intervention, stress, anxiety, and depression will be administered at screening baseline, week 5, 10 and 13. The Bristol Stool Scale (BSS) and IBS Subtype Criteria will be used for IBS patients to describe their stool and will be administered at baseline, weeks 5, 10 and 13. During the follow up period (week 13), the final self assessment will be made. Additionally, laboratories markers will be drawn and evaluated at baseline and week 10.

# IBS/IBD Syllabus

Session Content Homework

1. Introduction 1. Elicit RR Daily

Mind Body Medicine 2. Record Diary Sheet

Relaxation Response 3. Appreciation Journal

Teach RR (Autogenic)

2. Teach RR (Bath) 1. Elicit RR & Mini’s Daily

Discuss RR experiences from week 2. Record Diary Sheet

Diaphragmatic Breathing/Mini’s 3. Appreciation Journal

Teach New and Good/Positive Psychology 4. Pleasant Activity

Pleasant Activities

3. Teach RR (Body Scan/Beach Walk) 1. Elicit RR & Minis Daily

Review RR/Mini Practice 2. Record Diary Sheet

Review New and Good and Pleasant 3. Appreciation Journal

Activity 4. Activity Chart

Pacing/Activity Scheduling 5. Mindfulness

Mindfulness

4. Teach RR (Balloon) 1. Elicit RR a& Mini’s Daily

Review Pacing/Activity Scheduling & 2. Record Diary Sheet

Mindfulness 3. Cognitive Restructuring

Cognitive Restructuring (lemon)

Nutrition Lecture 45 min.

5. Teach RR (Magic Carpet) 1. Elicit RR & Mini’s Daily

Review Cognitive Restructuring 2. Record Diary Sheet

Cognitive Distortions/Goose In Bottle 3. Cognitive Restructuring

Cognitive Logs

Exercise Lecture 45 min.

6. Teach RR (Endorphins) 1. Elicit RR & Mini’s Daily

Physician Lecture and Q&A (1 Hour) 2. Record Diary Sheet

3. Cognitive Restructuring

7. Teach RR (Confronting Emotions) 1. Elicit RR & Mini’s Daily

Review Cognitive Restructuring 2. Record Diary Sheet

Journaling - Discuss Only 3. Journaling 3 days 20 min/day

8. Teach RR (Yoga 45 min.) 1. Elicit RR & Mini’s Daily

Review Journaling 2. Record Diary Sheet

Effective Problem Solving 3. Practice Comm. Skills

Communication Skills

9. Teach RR (Mountain) 1.Continue practice of all skills

Review Effective problem solving &

Communication Skills

Review Program Skills

10. Available for Make-ups if applicable

**Blood Draws for Biological Markers**

IBS and IBD group will look at erythrocyte sedimentation rate (ESR) and C-reactive protein (CRP) at baseline and week 10. 10ml of blood will be drawn for biomarkers ESR and CRP.

BHI group will draw 18.5 ml of blood into 5 PaxGene tubes (2.5ml in 4 tubes and 8.5ml in 1 tube) to look at gene expression at baseline and week 10.

*Gene expression analysis.* The transcriptional profile of samples will be probed using Affymetrix HG-U 133 Plus 2.0 chips according to previously described protocols[74] and prior work by our group.[73] Briefly, total RNA will be obtained from venous blood (2.5 ml) using the PAXgene Blood RNA System (Qiagen/BD); RNA purification, cDNA synthesis and *in vitro* transcription for production of biotin-labeled cRNA was performed using the CodeLink Expression Assay Reagent kit (GE Healthcare). Hybridization of cRNA with Affymetrix gene chips, and scanning of image output files will be performed according to previously described protocols.[74] Scanned image output files will be visually examined for major chip defects and hybridization artifacts and then analyzed with Affymetrix GeneChip Microarray Analysis Suite 5.0 (MAS5) software (Affymetrix). The image from each chip will be scaled such that the 2% trimmed mean intensity value for all arrays was adjusted to target intensity and reported as a non-negative quantity**.**

*Gene Ontology Analysis.* Genes that are differentially expressed between pre- and post-RR training will be analyzed using Expression Analysis Systematic Explorer (EASE) to identify biologically-relevant categories that are over-represented in the input set and therefore may be of further interest.[75] To accomplish this, EASE maps each probe to an Entrez Gene identifier,[76] which is associated with a gene ontology (GO) category:[77] biological function, cellular process, and molecular function. EASE identifies GO categories in the input gene list that are over-represented using jackknife iterative resampling of Fisher exact probabilities, with Bonferroni multiple testing correction. The "EASE score" is the upper bound of the distribution of Jackknife Fisher exact probabilities. Categories containing low numbers of genes are under-weighted so that the EASE score is more robust than the Fisher exact test. EASE analyses will test each list against all genes on the chip, and an EASE score will be calculated for likelihood of overrepresentation of a GO category in the input list. Overrepresentation describes a group of genes that belong to a certain GO category, e.g. cell cycle, that appear more often in the given input list than would be expected to occur if the distribution were random. The EASE score is a significance level with smaller EASE scores indicating increasing confidence in overrepresentation. We will select GO categories that have EASE scores of 0.05 or lower as significantly over-represented.

**Questionnaires and Scales**

**General Questionnaires**

- Short Form 36 (SF36): The SF-36 is a multi-purpose, short-form health survey with only 36 questions. It yields an 8-scale profile of functional health and well-being scores as well as psychometrically-based physical and mental health summary measures and a preference-based health utility index.
- Modified Short Form Brief Pain Inventory (SF-BPI): The SF-BPI is a validated, widely used, self-administered questionnaire developed to assess the severity of pain and the impact of pain on daily functions.
- Pain Catastrophizing Scale (PCS): The PCS is widely used to assess cognitive and affective responses to pain and to evaluate pain management program outcomes.
- Subject Global Impression of Change (SGIC): The SGIC consists of a self-evaluation by the patient of their overall change since the beginning of the study rated on a 7-point scale.
- SCL 90-R, Symptom Checklist-90-R: The SCL-90R evaluates a broad range of

psychological problems and symptoms of psychopathology. The instrument is also useful in measuring patient progress or treatment outcomes.

- Spielberg State-Trait Anxiety Index (STAI-Y): The STAI-Y is the definitive instrument for measuring anxiety in adults. It clearly differentiates between the temporary condition of “state anxiety” and the more general and long-standing quality of “trait anxiety”. It helps professionals distinguish between a client’s feelings of anxiety and depression.
- Beck Depression Inventory (BDI-II): The BDI–II consists of 21 items to assess the intensity of depression in clinical and normal patients. Each item is a list of four statements arranged in increasing severity about a particular symptom of depression.

**Irritable Bowel Syndrome Questionnaires**

- Irritable Bowel Syndrome-Quality of Life Questionnaire (IBS-QOL): The IBS-QOL is a self report quality of life measure containing 34 questions specific to IBS that is used to assess the impact of IBS and its treatment.
- Adequate relief of IBS pain (AR-IBS): This is a self-evaluation by the patient of their perception of adequate relief of IBS pain over the last 7 days as compared to before receiving treatment.
- Bristol Stool Scale (BSS) & IBS subtype Criteria: A scale that categorizes stool based on the description of its consistency. The instrument will be used to capture frequency and consistency of bowel movements.
- Subject Impression of Change (SIC): The SIC consists of a self-evaluation by the patient of their overall change since the beginning of the study rated on a 7-point scale.
- Symptom Severity Index (SSI) for bloating, discomfort, incomplete evacuation, straining, urgency: The SSI consists of a self-evaluation by the patient of their sense of bloating, discomfort, incomplete evacuation, straining and urgency rated on a 5-point scale.
- Work productivity and activity impairment questionnaire for Irritable Bowel Syndrome (WPAI-IBS): The WPAI questionnaire queries patients on how their IBS has impacted their ability to work (if employed) and do activities within the last 7 days.
- EuroQOL Health Questionnaire (EQ-5D): The EQ-5D is a general, single index measure for describing and valuing health-related quality of life. 5 dimensions that are measured are : mobility, self care, usual activities, pain/discomfort, and anxiety/depression. The instrument also includes a 20cm visual analog scale to capture health self-ratings.

**Inflammatory Bowel Disease Questionnaires**

- Quality of Life questionnaire (IBDQ): The IBDQ is designed to measure the effects of inflammatory bowel disease on daily function and quality of life.
- Harvey Bradshaw Index (Crohn’s Disease patients only): A validated clinical index used for Crohn's disease. It includes general well being, abdominal pain, number of liquid stools, abdominal mass and complications, and ranges from 0 to 25, with remission defined as a score below 5.
- Simple Clinical Colitis Activity Index (SCCAI-UC patients only): The SCCAI is a validated symptom based index (score 0-19) which has a good correlation with more complicated disease indices.

**VI.** **BIOSTATISTICAL ANALYSIS**

We will conduct exploratory univariate analyses on the relationship of the demographic and outcome variables. We will then complete a series of pre-post paired t-tests to estimate cumulated changes in the physical and psychological outcomes from baseline to follow-up. We will then conduct ANCOVA to examine the impact of demographic variables on the psychological and physical post-intervention outcomes, controlling for baseline psychological and physical outcomes scores.

**VII.** **RISKS AND DISCOMFORTS**

Responding to the listed questionnaires may provoke uncomfortable, negative emotions or cause mild stress. Subjects who experience any of these symptoms may choose to withdraw from the study.

There is also a risk to confidentiality. This is minimized by employing anonymous study IDs, limiting the number of people with access to the respective identifying information and storing all study related information and data in secure locations.

Some people may be uncomfortable with having their blood drawn and may feel lightheaded, dizzy or even faint. Other risks and discomforts associated with drawing blood from a vein include pain or bruising at the site of the blood draw and rarely, infection at this site.

A safety concern related to patients in this study is regarding suicidal ideation or homicidal thoughts. If patients express suicidal ideation (on the BDI-II (item #9), or a score of 2, 3 or 4 on Question 15 on the SCL-90-R) or homicidal thoughts (a score of 2, 3 or 4 on Question 63 of the SCL-90-R), a study staff member will immediately address the issue by assessing safety and follow standard procedures for patients demonstrating these traits during any study visits. In the event of a psychological emergency, confidentiality may be suspended. Participants will be informed of the limits of confidentiality at the beginning of the study.

**VIII.** **POTENTIAL BENEFITS**

Potential benefits include learning about and using comprehensive mind body techniques that may provide symptom relief for IBS and IBD patients and that may decrease the effects of stress in daily life.

Benefits to society include an increased understanding of how a mind body intervention effects stress-related disease processes such as IBS and IBD.

**IX. MONITORING AND QUALITY ASSURANCE**

We do not plan to employ a Data Safety Monitoring Board because potential risks to subjects are minimal.

Throughout the study subjects will be monitored for the occurrence of events defined as any undesirable experience or unanticipated benefit. Lack of effect of treatment is not considered an event. All adverse events will be recorded on an adverse event form. The Principle Investigator has the responsibility for reporting serious adverse events (death, life threatening, serious injury or permanent disability) to PHRC within 24-72 hours of notification.

A fully featured relational database located on a central server and networked to data entry and data analysis workstations will be used. Also, conventional data verification systems that are programmed to prevent logic errors and reduce incorrect out of range values are employed. Periodic analysis of each data field is conducted by the study PI to examine the expected distributions of the data and to identify outliers for possible data collection or entry errors.

A unique anonymous indentifier will be assigned to each subject and all questionnaire data collected subsequently will be associated exclusively with this identifier. Clinical data, collected routinely in the Mind Body program, will also be coded and stored in research files (in addition to usual clinical charts).

All research related subject data will be entered to secure, password protected computers. Hard copies of completed questionnaires and other study materials (with coded subject identification) will be stored in locked files at the and Benson-Henry Institute for Mind Body Medicine at MGH. Only research staff and the study sponsor will have access to these locations.

**X.** **REFERENCES**

1. Podovei, M. and B. Kuo, *Irritable bowel syndrome: a practical review.* South Med J, 2006. **99**(11): p. 1235-42; quiz 1243-4, 1284.

2. Li, J., et al., *Psychological stress and inflammatory bowel disease: a follow-up study in parents who lost a child in Denmark.* Am J Gastroenterol, 2004. **99**(6): p. 1129-33.

3. Bitton, A., et al., *Psychosocial determinants of relapse in ulcerative colitis: a longitudinal study.* Am J Gastroenterol, 2003. **98**(10): p. 2203-8.

4. Lembo, A., V.Z. Ameen, and D.A. Drossman, *Irritable bowel syndrome: toward an understanding of severity.* Clin Gastroenterol Hepatol, 2005. **3**(8): p. 717-25.

5. Levy R, W.H., Herrmann J, et al, *Experiences with prefrontal lobotomy for intractable ulerative colitis; preliminary report.* JAMA, 1956. **160**: p. 1277-1280.

6. Levenstein, S., et al., *Stress and exacerbation in ulcerative colitis: a prospective study of patients enrolled in remission.* Am J Gastroenterol, 2000. **95**(5): p. 1213-20.

7. Whorwell, P.J., *Behavioral therapy for IBS.* Nat Clin Pract Gastroenterol Hepatol, 2009. **6**(3): p. 148-9.

8. Benson, H., et al., *Continuous measurement of O2 consumption and CO2 elimination during a wakeful hypometabolic state.* J Human Stress, 1975. **1**(1): p. 37-44.

9. Benson, H., *The relaxation response*. 1975, New York: William Morrow.

10. Greenwood, M.M. and H. Benson, *The efficacy of progressive relaxation in systematic desensitization and a proposal for an alternative competitive response--the relaxation response.* Behav Res Ther, 1977. **15**(4): p. 337-43.

11. Benson, H., T. Dryer, and L.H. Hartley, *Decreased VO2 consumption during exercise with elicitation of the relaxation response.* J Human Stress, 1978. **4**(2): p. 38-42.

12. Benson, H. and I.L. Goodale, *The relaxation response: your inborn capacity to counteract the harmful effects of stress.* J Fla Med Assoc, 1981. **68**(4): p. 265-7.

13. Benson, H., E. Stuart, and R. Friedman, *Cognitive therapy for hypertension.* Ann Intern Med, 1994. **120**(1): p. 91.

14. Peters, R.K., H. Benson, and J.M. Peters, *Daily relaxation response breaks in a working population: II. Effects on blood pressure.* Am J Public Health, 1977. **67**(10): p. 954-9.

15. Peng, C.K., et al., *Heart rate dynamics during three forms of meditation.* Int J Cardiol, 2004. **95**(1): p. 19-27.

16. Peng, C.K., et al., *Exaggerated heart rate oscillations during two meditation techniques.* Int J Cardiol, 1999. **70**(2): p. 101-7.

17. Hoffman, J.W., et al., *Reduced sympathetic nervous system responsivity associated with the relaxation response.* Science, 1982. **215**(4529): p. 190-2.

18. Cannon, W., *Bodily changes in pain, hunger, fear and rage; an account of recent research into the function of emotional excitement*. 1915, New York: Appleton and company.

19. Stefano, G.B., et al., *Basal nitric oxide limits immune, nervous and cardiovascular excitation: human endothelia express a mu opiate receptor.* Prog Neurobiol, 2000. **60**(6): p. 513-30.

20. Sterling, P.a.J.E., *Allostasis: A new paradigm to explain arousal pathology*. Handbook of Life Stress, cognition and health, ed. E.S.F.a.J. Reason. 1988, New York: J. Wiley and Sons.

21. McEwen, B.S., *Protective and damaging effects of stress mediators.* N Engl J Med, 1998. **338**(3): p. 171-9.

22. Sternberg, E.a.P.W.G., *The mind-body interaction in disease.* Scientific American, 1997. **7**(1): p. 8-15.

23. Kutz, I., et al., *Meditation as an adjunct to psychotherapy. An outcome study.* Psychother Psychosom, 1985. **43**(4): p. 209-18.

24. Miller, J.J., K. Fletcher, and J. Kabat-Zinn, *Three-year follow-up and clinical implications of a mindfulness meditation-based stress reduction intervention in the treatment of anxiety disorders.* Gen Hosp Psychiatry, 1995. **17**(3): p. 192-200.

25. Kabat-Zinn, J., et al., *Effectiveness of a meditation-based stress reduction program in the treatment of anxiety disorders.* Am J Psychiatry, 1992. **149**(7): p. 936-43.

26. Benson, H., et al., *Treatment of anxiety: a comparison of the usefulness of self-hypnosis and a meditational relaxation technique. An overview.* Psychother Psychosom, 1978. **30**(3-4): p. 229-42.

27. Nakao, M., et al., *Anxiety is a good indicator for somatic symptom reduction through behavioral medicine intervention in a mind/body medicine clinic.* Psychother Psychosom, 2001. **70**(1): p. 50-7.

28. Benson, H., B.P. Malvea, and J.R. Graham, *Physiologic correlates of meditation and their clinical effects in headache: an ongoing investigation.* Headache, 1973. **13**(1): p. 23-4.

29. Benson, H., H.P. Klemchuk, and J.R. Graham, *The usefulness of the relaxation response in the therapy of headache.* Headache, 1974. **14**(1): p. 49-52.

30. Fentress, D.W., et al., *Biofeedback and relaxation-response training in the treatment of pediatric migraine.* Dev Med Child Neurol, 1986. **28**(2): p. 139-46.

31. Astin, J.A., *Mind-body therapies for the management of pain.* Clin J Pain, 2004. **20**(1): p. 27-32.

32. Blumenthal, J.A., et al., *Stress management and exercise training in cardiac patients with myocardial ischemia. Effects on prognosis and evaluation of mechanisms.* Arch Intern Med, 1997. **157**(19): p. 2213-23.

33. Benson, H., S. Alexander, and C.L. Feldman, *Decreased premature ventricular contractions through use of the relaxation response in patients with stable ischaemic heart-disease.* Lancet, 1975. **2**(7931): p. 380-2.

34. Benson, H., et al., *Decreased blood-pressure in pharmacologically treated hypertensive patients who regularly elicited the relaxation response.* Lancet, 1974. **1**(7852): p. 289-91.

35. Benson, H., et al., *Decreased blood pressure in borderline hypertensive subjects who practiced meditation.* J Chronic Dis, 1974. **27**(3): p. 163-9.

36. Stuart, E.M., et al., *Nonpharmacologic treatment of hypertension: a multiple-risk-factor approach.* J Cardiovasc Nurs, 1987. **1**(4): p. 1-14.

37. Leserman, J.e.a., *Nonpharmacologic intervention for hypertension: Long term follow up.* J Cardiopulmonary Rehabil, 1989. **9**: p. 316-24.

38. Himelhoch, S., D.R. Medoff, and G. Oyeniyi, *Efficacy of group psychotherapy to reduce depressive symptoms among HIV-infected individuals: a systematic review and meta-analysis.* AIDS Patient Care STDS, 2007. **21**(10): p. 732-9.

39. Domar, A.D., J.M. Noe, and H. Benson, *The preoperative use of the relaxation response with ambulatory surgery patients.* Hosp Top, 1987. **65**(4): p. 30-5.

40. Leserman, J., et al., *The efficacy of the relaxation response in preparing for cardiac surgery.* Behav Med, 1989. **15**(3): p. 111-7.

41. Mandle, C.L., et al., *Relaxation response in femoral angiography.* Radiology, 1990. **174**(3 Pt 1): p. 737-9.

42. Lang, E.V., et al., *Adjunctive non-pharmacological analgesia for invasive medical procedures: a randomised trial.* Lancet, 2000. **355**(9214): p. 1486-90.

43. Goodale, I.L., A.D. Domar, and H. Benson, *Alleviation of premenstrual syndrome symptoms with the relaxation response.* Obstet Gynecol, 1990. **75**(4): p. 649-55.

44. Domar, A.D., M.M. Seibel, and H. Benson, *The mind/body program for infertility: a new behavioral treatment approach for women with infertility.* Fertil Steril, 1990. **53**(2): p. 246-9.

45. Domar, A.D., et al., *Psychological improvement in infertile women after behavioral treatment: a replication.* Fertil Steril, 1992. **58**(1): p. 144-7.

46. Hellman, C.J., et al., *A study of the effectiveness of two group behavioral medicine interventions for patients with psychosomatic complaints.* Behav Med, 1990. **16**(4): p. 165-73.

47. Caudill, M., et al., *Decreased clinic utilization by chronic pain patients after behavioral medicine intervention.* Pain, 1991. **45**(3): p. 334-5.

48. Jacobs, G.D., H. Benson, and R. Friedman, (1993) *Home-based central nervous system assessment of multifactor behavioral intervention for chronic sleep-onset insomnia*. Behav Ther **Volume**, 159-74

How the deposited data were processed for this re-analysis (not part of the article)

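Whole blood RNA from 14 patients with IBS and 19 with IBD, taken at baseline and after the RR-MBI, had been measured on 66 Affymetrix HT U133 Plus PM arrays, 1 per patient and visit. The second visit is week 10 in the paper's text, 9 weeks in the sample labels and 8 weeks in legends, and is called week 10 throughout. The values used are the log2 intensities that the authors deposited, made with RMA (background correction, quantile normalization and median polish) and, according to the methods, with ComBat for batch effects whose batches the methods do not list. No normalization was added. Values ran from 1.69 to 13.7 and array medians from 4.67 to 4.79.

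The methods remove probes with an absolute maximum intensity of 10. This was read as a linear intensity, 3.32 on the log2 scale, so a probe set was kept when its highest value over all arrays passed it. Control probe sets (102), probe sets of sex-linked genes (90, left out so that no person's sex is reported) and 4063 probe sets below the filter were left out, and 50460 were tested. Gene symbols came from the supplied annotation: 38122 tested probe sets carried 1 symbol, 800 several and 11538 none. Some familiar genes carry no symbol in it and were not analysed here. For gene-level work the probe set with 1 symbol and the highest mean stood for a gene, which gave 18827 genes.

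The comparisons were IBD with IBS at baseline, IBD with IBS at week 10, week 10 with baseline within IBS and within IBD, and the difference between these changes. Each was fitted with limma 3.58.1 in R 4.3.3 with empirical Bayes moderation, and all p values are 2-sided. Calls were counted at the study's threshold (unadjusted p of at most 0.05, fold change of at least 1.2) and at a Benjamini-Hochberg adjusted p under 0.05. The methods' t-test is not said to be paired, so the fits within a disease had no patient term. A limma fit with the patient as a replicate block, entered as fixed terms, stands beside them. The paper's p values in S3 Table lie nearer to the block. TRIM58 in IBS is under 0.05 there at a ratio of 0.81, here 0.8085 with limma p = 0.325, or 0.0188 with the block. The paper's 1059 transcripts in IBD also lie nearer to the paired t-test (1041) than to the unpaired (630). Its 191 in IBS lie nearer to the unpaired (176) than to the paired (462). The pairing comes from the sample labels. After the mean of each visit was subtracted, arrays of the same patient correlated at a median of 0.523 in IBS and 0.449 in IBD, and arrays of different patients at -0.045 and -0.027; 1 of 14 and 2 of 19 pairs did not exceed 0.1.

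Altogether 30 gene lists for blood cell types, pathways and complexes were tested with limma's camera at a preset correlation of 0.01 and, as an alternative, at an estimated correlation, with adjustment over the 30 lists of a comparison. Genes that the study names from these arrays were taken out of the lists. Several list themes are also those the paper reports from the same arrays, so a shared theme is not independent evidence. The results of 1 of the 30 lists are not reported here. Most genes named in the text follow a rule, while IRF9, IFIT1, the genes shared by both diseases and further probe sets of study genes were chosen after their values were seen. The rule takes the 6 probe sets of smallest p in each direction at the study's threshold, with 1 symbol, 1 per gene, and, for changes, the same direction in at least 75% of patients; every gene the paper names for a comparison, whose values in the paper had been seen; and up to 4 members of smallest p of a list that is described.

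Alternatives were the block, the unpaired and paired t-test, a filter at 10 on the log2 scale, a filter at the median of all probe sets, no filter, fold changes from linear means, arrays centred on their medians, array weights, blood cell scores as covariates, gene-level counts, the mean of all probe sets of a gene, lists with the study's genes kept, and draws of 14 of the 19 IBD patients. Chosen after the values were seen were the permutation of patients (100000 resamples), the ACTB and GAPDH 3'-to-5' differences as covariates, and fits without 1 array of outlying RNA quality or 1 array of low correlation, each left out with its patient for changes. Calls were set beside 100 random splits of the arrays, swaps of the visits within patients or reassignments of patients.

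The procedure was tested on simulated data of the same size. The simulated probe sets varied independently of each other, and where patients had 2 arrays the spread was split evenly between patient and array. At baseline, fold changes of 1.2, 1.5 and 2 were recovered at the study's threshold in 44.8%, 91.0% and 97.0% of cases and at an adjusted p under 0.05 in 5.97%, 53.7% and 86.4%. For changes in IBD the adjusted recovery was 4.48%, 61.2% and 95.5%, and 28.4%, 85.1% and 100% with the block. Among the 50460 simulated probe sets, unchanged ones reached the study's threshold in 1608 cases at baseline (4 at an adjusted p under 0.05), 204 in IBS and 149 in IBD, and with the block in 900 and 557. These counts are no reference for the real ones. Swaps of the real visits within patients, without the block, gave up to 983 in IBS and 3017 in IBD. The number of patients therefore limits what can be called. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 prepared the tables and figures. The paper's DAVID, Ingenuity and gene set enrichment analyses were not repeated here.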

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

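Among the tests below, the permutation of patients, the RNA quality covariates and the fits without 1 array were chosen after results had been seen, as were the share of platelet genes lower and the chance variation of the platelet list.

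Between the diseases, 13 gene lists, 12 of them given here, changed differently from baseline to week 10 (a difference between groups, tested as the IBD change minus the IBS change). Lower in IBD relative to IBS were mitotic (camera adjusted p = 7.645e-11), DNA damage and repair (1.09e-07), natural killer and cytotoxic (0.0004372), nuclear pore (0.0004372), cell cycle regulator (0.002739), ER stress and ERAD (0.007376), spliceosome (0.007469), hypoxia (0.008023), insulin signalling (0.03482), TGF-beta and BMP (0.04133) and Toll-like and IL-1 receptor genes (0.04133), and higher were cytosolic ribosomal proteins (0.03273). Without the array of lowest correlation the TGF-beta and BMP (0.0706), insulin (0.0834) and Toll-like and IL-1 receptor lists (0.0747) were not called, and without the array of outlying RNA quality the ribosomal (0.216) and Toll-like and IL-1 receptor lists (0.0731) were not. The Toll-like and IL-1 receptor list was also not called with the patient as a block. RFC1, a clamp loader subunit of DNA replication and repair, had a difference of -0.50 (p = 0.00486), and RFC3, a further subunit of it, one of -0.58 (p = 0.0256). With 1 IBS patient left out, the mean change of the mitotic list in IBS was 0.08 in place of 0.28. The lowest adjusted p with an estimated correlation was 0.349, and a permutation of the patients called 0 lists (lowest adjusted p = 0.235). Random reassignment of the patients to the diseases gave at least as many lists in 12 of 100 cases (real 13, highest other 19) and at least as many probe sets at the study's threshold in 6 of 100 (real 2112, highest other 3074), so chance cannot be excluded.

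At week 10, a comparison that the paper did not analyse, 13 lists differed between IBD and IBS, and 12 of them are given here. Lower in IBD were natural killer and cytotoxic (6.573e-19), mitotic (0.0007951), DNA damage and repair (0.001009), nuclear pore (0.009234), spliceosome (0.009234), T cell (0.01054), TGF-beta and BMP (0.03717), ER stress and ERAD (0.04913), cell cycle regulator (0.04913) and apoptosis genes (0.04972), and higher were erythroid (2.233e-05) and type I interferon genes (4.753e-05). With an estimated correlation the lowest adjusted p was 0.153, and the permutation of patients called 0 lists (lowest adjusted p = 0.458). Random splits of the arrays gave at least as many lists in 23 of 100 cases (real 13, highest other 23) and at least as many probe sets in 73 of 100 (real 614, highest other 4908), so chance cannot be excluded here either.

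For the other comparisons, random splits of the arrays gave at least as many probe sets in 52 of 100 cases at baseline (real 1049, highest other 5551), in 95 of 100 in IBS (real 231, highest other 5335) and in 57 of 100 in IBD (real 730, highest other 6863). At baseline, splits that call several times the real count point to a structure of the samples, whose source was not tested. For the changes, such splits can put both arrays of a patient in the same group, which the real visits never do. They are thus no like-for-like reference there, and no conclusion is drawn from them. Their median counts were 1053 in IBS and 824 in IBD, against 131 and 106 for swaps of the visits within patients. Swaps of the visits within patients gave at least as many in 33 of 100 cases in IBS (real 231, highest other 983; with the patient as a block 35 of 100, real 841, highest other 2859) and in 12 of 100 in IBD (real 730, highest other 3017; with the block 14 of 100, real 1392, highest other 4343). For gene lists, 20 of 100 splits reached the real count at baseline (real 12, highest other 23), 9 of 100 swaps in IBS (real 15, highest other 17) and 3 of 100 in IBD (real 19, highest other 22). Taken alone, only the number of lists that changed in IBD was reached in fewer than 5 in 100 cases. These shares were not adjusted for the several counts that were looked at. Those lists were called at the preset correlation. With an estimated correlation 0 lists were called in IBD (lowest adjusted p = 0.199), as with the permutation of patients (lowest adjusted p = 0.241). Chance is therefore not excluded for any of the counts.

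The platelet list was lower at week 10 in IBS (median log2 fold change -0.22). A difference in RNA quality between visits is argued against, since with the 3'-to-5' differences as covariates the list had adjusted p = 2.725e-10. A lower share of platelet RNA in the blood is possible, since 100% of the 28 members were lower, but other causes could give the same result. Chance variation between patients also remains open, with a permutation p of 0.07433. Whether the intervention or time lowered it was not tested, because there was no control group.

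More probe sets were lower than higher at week 10 in IBD (75.9% of those at the study's threshold), but only past the fold threshold, as at an unadjusted p under 0.05 alone 1320 were higher and 926 lower. With each array centred on its median the share was 76.1%. The deposited values were already quantile-normalized, so centring could hardly change it and cannot tell whether a shift between visits plays a part. RNA quality could be part of it, as the share was 60.84% with the 3'-to-5' differences as covariates, and that stays open. Chance also fits, as 19 of 100 swaps of the visits gave a split at least as uneven (real 75.89%, highest other 88.74%).

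The change in IBD was opposite to the baseline difference between the diseases (r = -0.660). With different IBD patients for the difference and for the change the median correlation was -0.2417, below 0 in 98% of 100 draws. The draws reuse the same IBD patients, so that share does not measure the variation between patients. The shared IBD baseline arrays together with chance could still give the observed r. Chance variation between patients may explain it (1-sided permutation p = 0.06344). A part of the 1 IBD baseline array of outlying RNA quality stays open, as without its patient the median correlation was -0.1815, below 0 in 87% of 100 draws, and the permutation p was 0.1013. An effect of the intervention or of time was not tested, because there was no control group.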

How the results depend on the processing

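Of the settings here, the permutation of patients, the RNA quality covariates and the fits without 1 array were chosen after results had been seen. The number of arrays limits the precision of each value, and probe sets near background carry little signal. Unless a cause is given, the cause was not tested.

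With the patient as a block, 841 probe sets were at the study's threshold in IBS, 1392 in IBD and 4112 for the difference of the changes, and 26 were shared by the diseases, 5 in the same direction; among the genes and lists named for a comparison, at the probe set that stands for the gene, the block changed no other call than those given beside the results. The paired t-test gave 462 in IBS and 13 shared, 3 in the same direction, and the unpaired t-test 2 shared.

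A filter at 10 on the log2 scale gave 63 (baseline), 50 (week 10), 5 (IBS), 49 (IBD) and 44 (difference of changes), since 4403 probe sets were then tested. The filter at the median gave 681 (baseline), 92 (IBS) and 920 (difference of changes), again with fewer tested. At gene level the counts were 351, 238, 85, 256 and 737, since each gene was counted once.

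With blood cell scores as covariates there were 2070 probe sets at baseline. In IBS the lists of cell types were left out of that fit, so 21 lists were tested. Of these 5 were called, while the fit without covariates called 9 of the same 21. The ribosomal list in IBS reversed to lower (adjusted p = 0.0305). The share of lower probe sets in IBD was 87.08% with array weights, 60.84% with RNA quality covariates and 59.93% in draws of 14 patients.

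Without the array of lowest correlation the counts were 674 at baseline, 116 in IBS (550 with the block) and 1168 for the difference of changes (2729 with the block). Without the array of outlying RNA quality they were, with the block, 1260 in IBD and 3416 for the difference of changes. Camera with an estimated correlation called 0 lists in each of the 5 comparisons, and so did the permutation of patients (0 of 30 in each). The correlation of the IBD change with the baseline difference was -0.2417 with different IBD patients for each.

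Of the list results, 147 of 150 were the same with arrays centred (3 weaker), 138 with the mean of all probe sets of a gene (5 stronger, 7 weaker), 149 with the study's genes kept (1 stronger) and 78 with an estimated correlation (72 weaker). With the block 83 of 90 were the same (4 stronger, 3 weaker), and with cell scores, where the lists of cell types were not tested, 89 were the same (4 stronger, 11 weaker, 1 reversed). With the RNA quality covariates 56 of 60 were the same (4 weaker). Without the array of lowest correlation 82 of 90 were the same (2 stronger, 6 weaker), and without the array of outlying RNA quality 80 (6 stronger, 4 weaker).

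Of the results for single genes, 108 were the same with array weights (2 stronger, 12 weaker), 120 with arrays centred (2 weaker), 112 with cell scores (10 weaker), 92 with the block (6 stronger) and 84 with the unpaired t-test (1 weaker). Without the array of lowest correlation 68 were the same (6 weaker), and without the array of outlying RNA quality 79 (1 stronger, 5 weaker). Counts without a filter (11) and with linear fold changes (9) stayed within 1.5 times.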

Differences from the paper's values

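Chosen after results had been seen in this part were the fits without 1 array and the further probe sets of study genes, among them those nearest to the paper's ratios. The counts are at the paper's stated thresholds, and its batches and the pairing of its t-test are not stated.

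At baseline the paper reports 564 differentially expressed transcripts (the paper's value), and 1049 probe sets were found here. The filter at the median gave 681, and the fit without the array of lowest correlation 674, both within 1.5 times the paper's value. The unpaired t-test (902), linear fold changes (1109), no filter (1042), centred arrays (1035), array weights (908), gene level (351), cell scores (2070) and the filter at 10 on the log2 scale (63) did not come within it.

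For transcripts affected in both diseases the paper's value is 13, and 5 were found here. The paired t-test gave 13, while the block (26) and the unpaired t-test (2) did not come near, and the draws of 14 IBD patients had a median of 7. All 5 went in opposite directions in the diseases, and with the paired t-test 3 of 13 went in the same direction, whereas the genes of S3 Table each go the same way in both diseases in the paper.

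For TAL1 in IBD the paper's ratio of week 10 to baseline is 0.79, and 1.038 was found here at the brightest probe set. Array weights gave 0.981, on the paper's side of 1, and another TAL1 probe set 0.841, while the block, the unpaired t-test, centred arrays (1.04) and cell scores (1.08) stayed on the other side.

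The paper names STAT5B as higher after the RR-MBI in IBD, and its log2 fold change here was -0.12 (p = 0.123) at the brightest probe set, which no setting turned. Of its 4 other probe sets, 1555086_PM_at (0.21, p = 0.361) and 1555088_PM_x_at (0.13, p = 0.557) had the paper's direction and 2 were lower, none at the threshold. CTTN, RAB11A, EDEM1, EDEM3, FOXP1, IRF7, MX1, CCND1, MAP2K1, MAPK8 and APP, which the paper also names in IBD, had the paper's direction at the brightest probe set and were not at the study's threshold. Some other probe sets had the opposite direction, among them CCND1 208711_PM_s_at (log2 fold change 0.12, p = 0.0558), APP 211277_PM_x_at (0.14, p = 0.176), 3 of 8 of FOXP1 and 2 of 6 of CTTN, none at the threshold. Others had the paper's direction with larger changes than the brightest probe set, namely RAB11A 200864_PM_s_at (-0.44, p = 0.0651) and EDEM1 230659_PM_at (-0.44, p = 0.225), also not at the threshold. CTTN was at the threshold without the patient of the array of outlying RNA quality (log2 fold change -0.47, p = 0.0233), and EDEM3 with array weights (log2 fold change -0.47, p = 0.0399) and at another probe set with the block (p = 0.0196).

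In S3 Table, 13 of 13 ratios in IBS and 12 of 13 in IBD had the same direction here, and at the brightest probe set 7 and 5 lay within 0.1 of it on the log2 scale. The probe set nearest to the paper's ratio lay within 0.1 for 13 and 9, which its choice by nearness partly fixes. At the brightest probe set, FKBP5, ITGB3, FRMD4A, SH3BGRL2, TAL1, OAS2, CLU, TRIM58, CAVIN2 and TUBB1 in IBS, and in IBD the same genes without FKBP5 and with CTTN and CTDSPL, were not at the threshold. CAVIN2 in IBD was at it with array weights (log2 fold change -0.57, p = 0.0326). With the block CTTN, CTDSPL, FRMD4A, SH3BGRL2, CLU and TRIM58 were at it in IBS, and CTDSPL and FKBP5 in IBD. At any of its probe sets, 3 of the 12 genes were at the threshold in IBS, FKBP5 among them (204560_PM_at, ratio 0.781), and 12 with the block, and in IBD 1 was, and 3 with the block. The paper does not link the IBD calls to the cell cycle by functional annotation, while its gene set enrichment analysis reports cell cycle sets as lower in IBD. Here the mitotic list was lower in IBD with the preset correlation (adjusted p = 0.002), which is the direction of the latter, and was not called with an estimated one (adjusted p = 0.532).

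S2 Table lists 564 transcripts, 435 of them with a fold change under 1. Read as IBS over IBD, its fold changes have the direction found here for all 561 matched probe sets (r = 0.974 on the log2 scale), and read as IBD over IBS for none of them. Of these, 268 were at the study's threshold here.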

Other observations

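No test in this part was chosen after results had been seen, apart from the permutation of patients, the RNA quality covariates and the fits without 1 array.

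At week 10 all 23 natural killer and cytotoxic genes had a lower mean in IBD than in IBS, 13 of them at the study's threshold (median log2 fold change -0.43). The permutation of patients gave adjusted p = 0.458 for this list, and camera had called it as lower in IBD already at baseline. SPON2, a secreted protein of natural killer cells, had a log2 fold change of -0.97 (standard error 0.33, p = 0.00627), PRSS23, a serine protease, one of -0.76 (standard error 0.27, p = 0.00824), TBX21, the transcription factor T-bet, one of -0.59 (standard error 0.23, p = 0.0157), and SH2D1B, an adaptor of natural killer receptors, one of -0.66 (standard error 0.28, p = 0.0239). T cell genes were lower in 19 of 24 cases, with THEMIS, which acts in T cell development, at -0.52 (p = 0.0263), and TGFBR3, a TGF-beta co-receptor, was at -0.68 (p = 0.0141). Red cell genes were higher in IBD in 25 of 26 cases (median 0.39), with KEL, a blood group protein, at 0.56 (p = 0.0717), and type I interferon genes in 37 of 38 (median 0.17). The estimated correlation and the permutation of patients called none of these lists.

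Single genes that differed at week 10 included BHLHA15, a transcription factor of secretory cells such as plasma cells, higher in IBD by 0.64 (standard error 0.18, p = 0.000841), and KREMEN1, a receptor that restrains Wnt signalling, higher by 0.40 (standard error 0.10, p = 0.000559). The mean of BHLHA15 in IBS at week 10, 3.63, lay close to background. COPA was lower, with a log2 fold change of -0.32 (p = 0.000337), as were INSIG1, which holds back cholesterol synthesis, with -0.44 (p = 0.00183), and TSPOAP1 with -0.56 (p = 0.00206). Altogether 614 probe sets were at the study's threshold, 221 higher and 393 lower in IBD, and 0 at an adjusted p under 0.05 by limma, with 1376 at an unadjusted p under 0.05, of which 779 were higher and 597 lower.

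At week 10 the lists not called were platelet (23 of 28 higher, adjusted p = 0.0623), cholesterol biosynthesis (0.124), neutrophil (0.125), monocyte (0.168), insulin signalling (0.226), immature neutrophil (0.263), immediate early (0.263), ribosomal (0.311), eosinophil and basophil (0.419), B cell (0.444), NRF2 (0.468), MAP kinase (0.567), hypoxia (0.567), Toll-like and IL-1 receptor (0.579), NF-κB (0.872), glucocorticoid (0.873) and electron transport (0.993). The ER stress, apoptosis and cell cycle regulator lists were not called with arrays centred on their medians, nor apoptosis with the mean of all probe sets of a gene (0.265). With cell scores as covariates the ER stress (0.0683), cell cycle regulator and nuclear pore (each 0.1) and spliceosome lists (0.21) were not called, and the NRF2 (0.0249) and immediate early lists (0.0381) were called as lower in IBD. The cholesterol list was called with the mean of all probe sets (0.0403) and the platelet list with the study's genes kept in it (0.0462).

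At baseline the remaining lists were insulin signalling (24 of 32 higher in IBD, adjusted p = 0.0660), erythroid (20 of 26 higher, 0.0723), T cell (19 of 24 lower, 0.0723), NRF2 (15 of 23 higher, 0.114), B cell (0.272), immediate early (0.285), TGF-beta and BMP (0.322), monocyte (0.397), platelet (0.397), apoptosis (0.407), cholesterol biosynthesis (0.723) and electron transport (0.940). Without the array of outlying RNA quality the NRF2 (0.0214), erythroid (0.0298) and insulin (0.047) lists were called. The T cell list was called without the array of lowest correlation (0.046) and, like the erythroid list, with the mean of all probe sets of a gene (each 0.045).

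In IBS the glucocorticoid response list was lower at week 10 in 16 of 24 genes (median -0.06, adjusted p = 0.0486, and 0.440 with an estimated correlation), and it was not called with cell scores, with RNA quality covariates or with the mean of all probe sets of a gene (0.237). With 1 patient left out its mean change was -0.05 in place of -0.07. Not called in IBS were ER stress (0.138), eosinophil and basophil (0.518), hypoxia (0.518), TGF-beta and BMP (0.512), B cell (0.545), ribosomal (0.571), immediate early (0.418), monocyte (0.470) and MAP kinase genes (0.613).

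Not called for the difference of the changes between the diseases were the lists apoptosis (adjusted p = 0.0758), glucocorticoid (0.0976), NRF2 (0.125), cholesterol biosynthesis, B cell and erythroid (each 0.261), interferon (0.275), eosinophil and basophil (0.299), neutrophil, monocyte and MAP kinase (each 0.735), T cell (0.817), NF-κB, immature neutrophil and immediate early (each 0.971) and electron transport genes (0.982). The glucocorticoid list was called with the mean of all probe sets of a gene (0.0149), with cell scores (0.031) and without the array of outlying RNA quality (0.0283), and the NRF2 list without that array (0.027). With the block the erythroid list was called (0.0382, and 0.798 with an estimated correlation) and the Toll-like and IL-1 receptor list was not (0.0738).

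The ACTB 3'-to-5' difference was 2.22 ± 1.31 (SD) at baseline and 2.18 ± 0.63 at week 10 in IBD, and 1.91 ± 0.57 and 2.01 ± 0.69 in IBS. Over 10 tests of the RNA quality measures between groups and visits the lowest adjusted p was 0.923. Correlations of the baseline and week-10 differences between the diseases across probe sets were close to 0 (r = -0.104), and genes are not independent replicates.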
